# The transcriptional regulatory network of the *Escherichia coli* MG1655 reference strain

**DOI:** 10.1093/nar/gkag059

**Published:** 2026-02-02

**Authors:** Heera Bajpe, Jongoh Shin, Ying Hefner, Richard Szubin, Jaemin Sung, Yuan Yuan, Bernhard O Palsson

## Abstract

The growth of RNA sequencing (RNA-seq) data accompanied by the development of novel scalable data analytic methods has revealed a deep understanding of the composition of bacterial transcriptomes. This new, first-biological-principles understanding has enabled a novel characterization of the function of the transcriptional regulatory network. Here, we present a single-strain wild-type transcriptomic knowledgebase for the model strain *Escherichia coli* MG1655. The associated transcriptomic compendium consists of 584 high-quality RNA-seq samples from wild-type *E. coli* MG1655 generated using a single protocol. These samples range over a wide condition space, including 45 carbon sources and 10 base media. Using independent component analysis, we decomposed the transcriptomic compendium to extract 115 independently modulated sets of genes (iModulons). We find that (i) iModulons explain 75% of variance in the dataset through knowledge enrichment; (ii) 67% of iModulons are associated with single/combined dominant regulators; (iii) iModulon activity profiles of samples can be utilized to elucidate patterns within the transcriptional regulatory network, such as differences in aerobicity; and (iv) the use of transcriptomic data derived from non-wild-type strains results in changes in iModulon gene membership, highlighting the malleability of the transcriptional regulatory network. Altogether, this knowledgebase serves as a resource for multi-scale knowledge mining for transcriptional regulation in *E. coli* MG1655.

## Introduction

Advancements in sequencing technology and messenger RNA isolation protocols have resulted in a rapid accumulation of RNA sequencing (RNA-seq) data for bacteria. The assembly of large RNA-seq datasets consisting of a wide range of growth conditions has enabled us to probe gene expression in various bacterial species [1, 2]. Importantly, the increase in available RNA-seq data provides the opportunity to build large-scale knowledgebases and data-analytic methods that, together, facilitate the analysis of gene expression and regulation at the genome level [3, 1, 4]. A dataset constructed from various data sources can be tedious and expensive to assemble, while lacking complete metadata and being riddled with batch effects [5, 6]. The compilation of a high-quality, single-protocol dataset would help overcome these challenges.

Such a resource would also further efforts to untangle the complex transcriptional regulatory network (TRN) that governs the ability of an organism to dynamically respond to its environment. While experimental methods, such as chromatin immunoprecipitation assays, are typically employed to define gene-regulator relationships, using bottom-up methods alone may not be feasible in defining the TRN due to its complexity [7]. Along with the availability of large-scale datasets, there is a need for the development of methods that contribute to TRN inference through a top-down fashion.

Independent component analysis (ICA) is a method used to extract statistically independent components from complex datasets. This method was previously found to showcase the best performance in detecting modules of coregulated genes among 42 module detection methods [8] and has proven its utility as a top-down approach to bacterial TRN inference [3, 9]. When applied to bacterial RNA-seq data, ICA extracts independently modulated gene sets, known as iModulons, most of which represent cellular processes and an associated regulator. This method not only modularizes the TRN, but also provides the activity of each iModulon under all growth conditions in the dataset. While ICA provides a valuable and unique knowledge-enriched view of the TRN from a systems standpoint, its application is dependent on the availability of high-quality large-scale datasets representing a wide array of conditions [1].

We previously compiled the PRECISE-1K expression and regulation knowledgebase for the model *Escherichia coli* K-12 strains, MG1655 and BW25113. The expression component of PRECISE-1K is an RNA-seq compendium consisting of 1035 high quality samples generated through a single protocol [1]. With 533 unique conditions, including genetic perturbations and adaptive laboratory evolution (ALE), PRECISE-1K captures both wild-type and non-wild-type mechanisms, allowing for a well-rounded analysis of global expression trends in the two closely related K-12 strains. In addition, the application of ICA to this compendium uncovers a detailed joint iModulon structure for the MG1655 and BW25113 strains, thus forming the regulatory component of the knowledgebase. Our previous studies applying ICA to the PRECISE-1K dataset have demonstrated its potential in knowledge mining, including the identification of new regulons and a better definition of known regulons. Additionally, they have provided new insights into cellular processes that are yet to be fully elucidated [1, 10, 11, 12].

However, the application of ICA in studying strain-specific wild-type regulation against a constant genetic background is yet to be explored. While the TRN structure of different strains of a species overlap, there are regulatory components that are evolutionarily unique to each strain [13]. Our previous study on the PRECISE knowledgebase revealed strain-specific iModulons for the MG1655 and BW25113 strains, suggesting that even minor differences in genetic backgrounds can corrupt our ability to elucidate a pristine TRN for each strain [3]. Hence, there is a need to understand strain-specific regulation in order to uncover the underlying native network that uniquely controls gene expression in each strain. Additionally, samples perturbed through genetic manipulation and ALE result in rewiring of the TRN to accommodate the perturbations [14]. Therefore, the inclusion of such samples in a dataset is not ideal for understanding wild-type regulation. A strain-specific dataset including only wild-type samples would overcome these issues and would also provide a basis for detailing network changes due to perturbations.

Here, we describe an expression and regulation knowledgebase for the wild-type model strain *E. coli* MG1655. The PRECISE-MG1655 knowledgebase contains an expression component consisting of 584 RNA-seq profiles that combine high-quality genetically unperturbed and unevolved samples from PRECISE-1K with newly generated samples, all obtained through a single experimental protocol. Upon the application of ICA, 115 iModulons were extracted that explain a total of 75% of variance in gene expression in the dataset. This iModulon structure forms the regulatory component of the knowledgebase. The variance explained by the iModulons is based on knowledge enrichment; thus, this approach satisfies the requirement of explanatory artificial intelligence and machine learning methods. After modularizing the TRN, we found that 67% of iModulons are linked to single/combined regulators. We also uncovered novel patterns within iModulon gene membership that shed light on independent and interlinked cellular functions. Additionally, we identified groups of iModulons with global activity correlations, revealing functions of the wild-type cell that change in a coordinated manner. Furthermore, we used the iModulon activity spectra to uncover conditions that elicit similar transcriptomic responses related to aerobicity and motility. Moreover, we study the malleability of the TRN by investigating the corruption of iModulon gene membership as a result of the use of samples with mixed genetic background. Finally, using the pure wild-type iModulon structure derived from PRECISE-MG1655, we present a graphical representation for the *E. coli* MG1655 TRN. All data and iModulons from this study can be browsed, analyzed, and downloaded on iModulonDB.org [2].

## Materials and methods

### RNA extraction and library preparation

As previously described [1], 3 ml of cell broth (OD600 ∼ 0.5) was immediately added to two volumes of Qiagen RNA-protect Bacteria Reagent (6 ml). After being vortexed for 5 s, the mixture was incubated at room temperature for 5 min and then centrifuged for 10 min at 11 000 × *g*. The cell pellet obtained after decanting the supernatant was stored at −80°C. After thawing, the cell pellets were incubated with Readylyse Lysozyme, SuperaseIn, Protease K, and 20% sodium dodecyl sulfate for 20 min at 37 °C. Using the Qiagen RNeasy Mini Kit (Cat#74104) columns, total RNA was isolated and purified. Following this, an on-column DNase treatment was performed at room temperature for 30 min. Using a Nanodrop, RNA was quantified, after which quality was evaluated using an RNA-nano chip on a bioanalyzer. All ribosomal RNA (rRNA) was removed using Illumina Ribo-Zero rRNA removal kit (Cat#20037135) for gram-negative bacteria. Sequencing libraries with an average insert length of ∼300 bp were created using a KAPA stranded RNA-Seq Kit (Kapa Biosystems KK8401) by following the manufacturer’s protocol. Libraries were then run on Illumina or Element Biosciences sequencing platforms (listed in sample metadata).

### Data processing and quality control

As previously described, a Nextflow pipeline for processing bacterial RNA-seq data was applied to candidate samples in the dataset using Amazon Web Services [3, 15, 16]. Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to perform raw read trimming. The trimmed reads were then assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then aligned to the reference genome (RefSeq accession number: NC_000913.3) using Bowtie [17]. Next, RSeQC was used to infer read direction [18], after which read counts were generated using featureCounts [19]. Finally, MultiQC was used to compile all quality control metrics [20]. The expression data were then converted to units of log_2_ transcripts per million (log_2_[TPM]).

To ensure samples are of high quality, those that failed any of the following FastQC metrics were discarded: per_base_sequence_quality, per_sequence_quality_scores, per_base_n_content, and adapter_content. Samples with <500 000 reads mapped to coding sequences were also discarded. Hierarchical clustering was then used to visualize global correlations (Pearson’s *r*) between gene expression (log_2_[TPM]) of all samples, after which outliers having atypical expression profiles were dropped. The metadata of all samples passing these quality metrics was curated, and samples without a biological replicate or Pearson’s *r* < 0.95 between replicate gene expression (log_2_[TPM]) were discarded. After running this workflow, the RNA-seq compendium contained 584 samples (Supplementary Table S1 and Supplementary Note S1). The log_2_[TPM] data were then normalized to the reference condition for each specific project to remove batch effects, with the following exceptions: single-condition projects and miscellaneous projects (“misc” and “misc2”) were normalized to the reference condition of the “control” project (Supplementary Table S2). All relevant files, including metadata, log_2_[TPM], and quality control results can be found on the Zenodo repository for the study.

### Computing iModulons with ICA

ICA was applied to the centered log_2_[TPM] data by running the Scikit-learn [21] algorithm, FastICA [22], as previously described [3, 15]. This algorithm decomposes the input matrix of gene expression profiles (**X**) into an iModulon matrix (**M**) (Supplementary Table S3) and an activity matrix (**A**) (Supplementary Table S4). The **M** matrix contains the weight of each gene in all components extracted by ICA, whereas the **A** matrix contains the activity of each component across all samples in the compendium.

As the ICA algorithm requires the number of components (dimensionality) to be specified, we selected an optimal dimensionality using the OptICA method as previously described [23]. The optimal dimensionality selected for the PRECISE-MG1655 dataset was 190, with the ICA run extracting 115 iModulons.

The **M** matrix specifies the association of each gene with a particular iModulon, with higher weightings representing a greater association. iModulons are defined by applying a threshold that allows genes to be segregated based on their weights in an iModulon. As previously done, these thresholds were calculated for each iModulon using the D’Augustino’s *K*_2_ test for normality [3]. The gene membership of the 115 iModulons was thus determined based on the calculated cutoffs. The binarized **M** matrix (Supplementary Table S5) provides the gene membership of each iModulon.

### iModulon annotation and curation

Gold standard TRN annotations from RegulonDB [24] were downloaded and used to compute enrichment of genes in each iModulon against regulons defined on RegulonDB through Fisher’s Exact Test [Benjamini-Hochberg false discovery rate (FDR) = 10^−5^]. Assessing and expanding regulator enrichment for iModulons was done as previously described [1]. All details regarding regulator enrichment, including statistics and evidence levels selected for enrichment, are listed in the iModulon table (Supplementary Table S6). iModulons with significant enrichment for a single or combination of regulators were annotated as “Regulatory” iModulons. Those lacking significant enrichment for a regulator were categorized as follows: “Biological” for iModulons with a known biological function; “Technical” for iModulons with a single highly weighted gene; “Uncharacterized” for iModulons with unknown function.

### Differential iModulon activation

Differential iModulon activities between two conditions or sets of conditions were calculated as previously described [3]. The statistical significance of the differences in iModulon activation were determined by comparing the absolute value of the difference in mean iModulon activities between the conditions and the log-normal distribution of the iModulon. iModulons with a threshold >5 and FDR less than the selected value were considered to be differentially activated.

## Results

### PRECISE-MG1655 is a high-quality strain-specific knowledgebase for wild-type *E. coli* MG1655

We constructed the PRECISE-MG1655 knowledgebase to enable the study of gene expression and regulation in wild-type *E. coli* MG1655. The MG1655 strain is one of the best characterized strains of the *E. coli* species, which is the most studied bacterial species, representing ~21% of peer-reviewed literature on bacteria [25]. The expression component of PRECISE-MG1655 is a single-strain, single-protocol RNA-seq compendium consisting of 584 wild-type samples generated by a single research group employing a standardized protocol for experimentation and data processing. The collection of samples includes 150 genetically unperturbed and unevolved samples from the previous PRECISE-1K dataset. In addition, the dataset contains 434 wild-type samples that were generated after the publication of PRECISE-1K (Fig. 1A and Supplementary Table S10). 

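The processed data analysed here come from 1 project of this collection, in which wild-type *E. coli* K-12 MG1655 was grown in 8 conditions with 2 replicate samples each. These 16 samples are part of the 586 samples that Supplementary Table S1 lists. The baseline condition of the project was M9 minimal medium with 4 g/L glucose as the carbon source. In 3 of the conditions the same medium was used without oxygen, with 10 mM lithium acetate, or with 160 µM paraquat for 30 min. Paraquat is a redox-cycling compound that generates superoxide inside the cell. In other conditions the carbon source was 4 g/L acetate, or 4 g/L sorbitol with 5 mM arginine. The remaining samples were grown in TB medium or were taken as stationary-phase samples. All cultures were kept at 37 °C and pH 7. The sample labels give a harvest at an OD600 of 0.5, except for the stationary-phase samples, for which they give an OD600 of 2.0. The labels call that density late log phase, while Supplementary Table S1 lists the same samples under stationary growth phase. The labels also name other kits for RNA purification, rRNA removal, and library preparation than the paper's methods do, and they mention a trace element solution. Supplementary Table S1 lists a trace element mixture for 0 of these 16 samples. It lists oxygen as the electron acceptor for the 2 anaerobic samples, although it also describes them as anaerobic.
The authors trimmed the paired-end reads with Trim Galore, aligned them to the MG1655 reference genome with Bowtie, inferred the read direction with RSeQC, and counted reads per gene with featureCounts. The deposited values are these counts, without normalization, for 4305 genes. The paper's text does not name the versions of these tools or the strand setting of the counting, so reads in overlapping genes are uncertain. Each gene was matched by its locus tag to the ASM584v2 annotation of the same reference genome, which gave a symbol, a position, and a length for all 4305. The authors' converted values, log_2_[TPM] normalized to the reference condition of each project, were not used here. TPM values were computed again from the counts and the gene lengths. For comparisons with M9 glucose, edgeR's quasi-likelihood test was fitted to the counts of all 16 samples at once, after TMM normalization and a filter on low counts that kept 4140 genes.
The total count per sample ranged from 1674838 to 15309788. The replicates had 8285817 and 7245432 counts in M9 glucose, 8283160 and 7035176 in sorbitol with arginine, 15309788 and 12539917 in acetate, and 10538304 and 8020398 in stationary phase. They had 13757095 and 13500470 counts in TB medium, 6936299 and 6255911 with lithium acetate, and 5968944 and 6874880 with paraquat. The anaerobic samples were the least deeply sequenced, with 1725539 and 1674838 counts and a median of 21 counts per gene in each. A gene with at most 3 counts in both samples of a condition was treated as at the floor, and its fold change is given as a bound. The 10 most abundant genes took 37.3% and 37.5% of the counts in the anaerobic samples and between 12.5% and 21.1% in the other samples. Heat shock genes took 26.6% and 26.9% of the counts in the anaerobic samples and at most 2.67% elsewhere. A difference in the anaerobic samples therefore need not come from the lack of oxygen alone, since the handling of these cultures cannot be told apart from it. TMM scaling factors were 0.479 and 0.492 in the anaerobic samples and lay between 1.03 and 1.24 elsewhere.
The read locations in Supplementary Table S1 show 4 sequencing runs. M9 glucose, sorbitol with arginine, anaerobic growth, and lithium acetate shared a run. Stationary phase and TB medium shared another, and paraquat and acetate each had a run of their own. Only the first of these runs held M9 glucose samples. For stationary phase, TB medium, paraquat, and acetate, the difference from M9 glucose therefore cannot be told apart from a difference between runs. The log_2_ fold changes of stationary phase and TB medium, each against another M9 glucose library, had *r* = 0.026 across genes, where simulated unchanged groups gave −0.054 to 0.051. A shift shared by these conditions was thus not seen across all genes. This does not exclude a run effect, since opposite differences between the conditions could hide one and single genes were not tested. In every condition the 2 replicates differed by more than the sampling noise of their counts (chi-square per degree of freedom from 2.66 in the anaerobic pair to 252 in the TB pair). Sampling noise leaves out any difference between the replicate samples themselves, so this result does not judge their quality. The measure also grows with depth, so it does not rank the conditions by replicate quality.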

The 33 projects from which this collection of samples originates contain a variety of conditions, including 45 carbon sources, 10 base media types, 5 antibiotics, 3 temperatures, 2 time series, and different growth phases (Fig. 1B and Supplementary Table S1). This genetically pristine transcriptomic compendium is of high quality, with a median Pearson’s *r* correlation of 0.99 between gene expression (log_2_[TPM]) of replicates (Fig. 1C). Thus, the PRECISE-MG1655 dataset is the largest high-precision single-protocol dataset for wild-type *E. coli* MG1655 and empowers the study of its native TRN.

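For the 16 samples analysed here, Pearson's *r* between the replicates of each condition was computed over 4305 genes on the log_2_[TPM + 1] scale. The median over the 8 replicate pairs was 0.979 (SD 0.00919, n = 8 pairs). The lowest values were 0.968 for the anaerobic pair, 0.970 for TB medium, 0.973 for lithium acetate, and 0.977 for acetate. Stationary phase gave 0.982 and M9 glucose 0.986, and both paraquat and sorbitol with arginine gave 0.991. The 112 pairs of samples from different conditions had a median *r* of 0.834 and ranged from 0.541 to 0.955. Each of the 8 replicate pairs thus lay above every pair from different conditions. With a pseudocount of 0.1 and with ranks 7 of the 8 did, since the anaerobic pair had 0.922 and 0.947, where the highest pair from different conditions had 0.949 and 0.955. These correlations are across genes, which are not independent replicates. The pseudocount moved the replicate median most: it was 0.960 with a pseudocount of 0.1 and 0.990 with a pseudocount of 10.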

**Figure 1.**
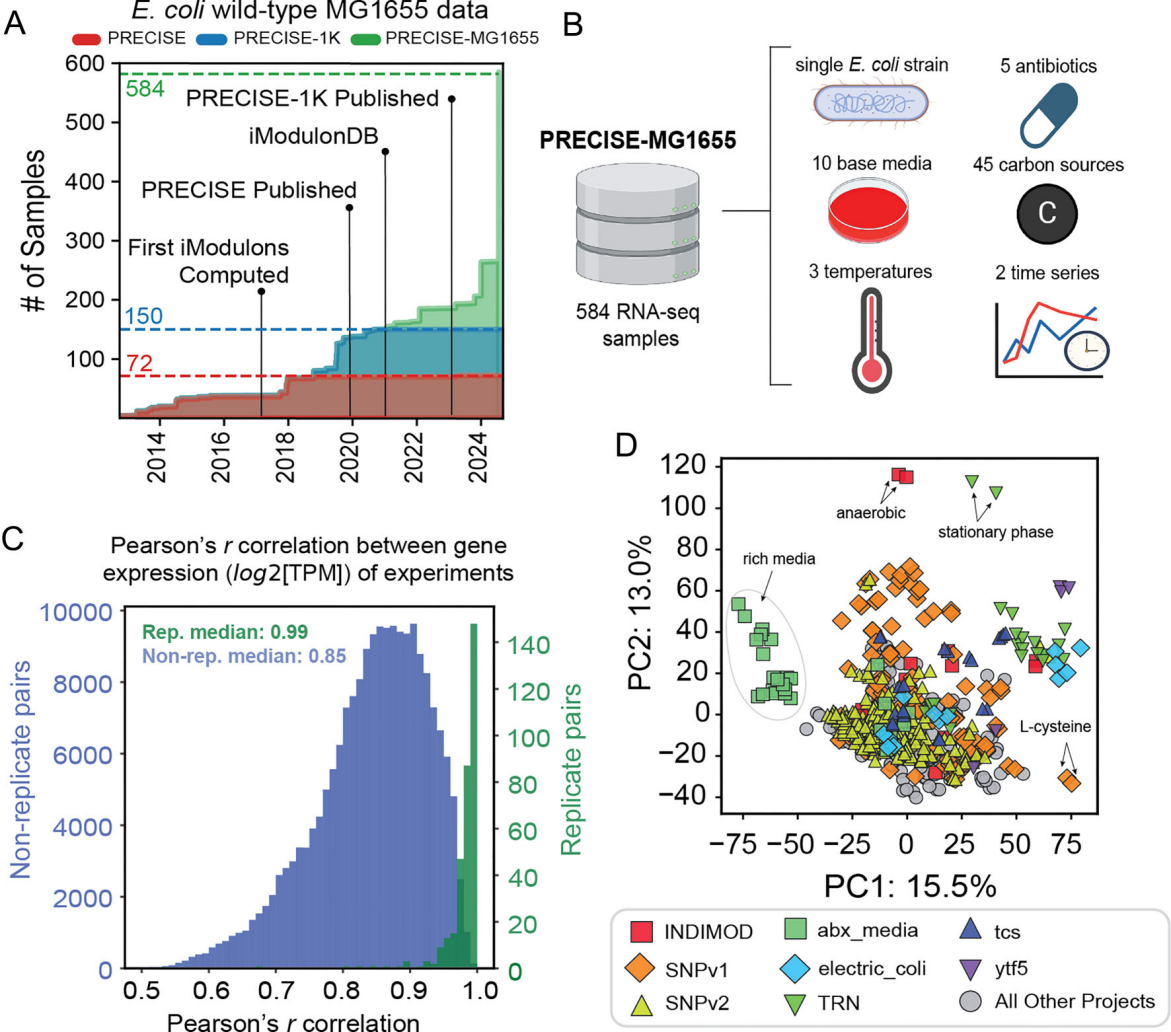
Overview of the PRECISE-MG1655 dataset. (**A**) Growth of single-protocol RNA-seq data for wild-type *E. coli* MG1655 present in the PRECISE, PRECISE-1K, and PRECISE-MG1655 datasets. (**B**) Visual representation of the composition of the condition-space of the PRECISE-MG1655 dataset based on select metadata categories [created in BioRender. Palsson, B. (2026) https://BioRender.com/w6f4azs]. (**C**) Histogram of Pearson’s *r* correlation between gene expression (log_2_[TPM]) of all samples in the dataset, including both replicate (green bars) and non-replicate (blue bars) pairs. (**D**) Scatter plot of the first two principal components (PCs) in the dataset, colored by project (*n* = 584). The metadata for each project is listed in Supplementary Table S1.

We leveraged the diverse condition space of the PRECISE-MG1655 dataset to study genome-scale patterns within the expression of genes and the expression profiles of RNA-seq samples (Supplementary Fig. S1 and Supplementary Note S2). Principal component analysis (PCA) revealed that the separation between samples is largely due to growth conditions (Fig. 1D). 

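PCA was run on log_2_[TPM + 1] of the 16 samples, after the mean of the M9 glucose samples had been subtracted from each gene. PC1 explained 47.8% of the variance and PC2 21.5%, and 7 components, of the 15 that 16 samples can give, were required to explain 95%. The anaerobic samples lay at 147 and 144 on PC1, apart from all other samples. On PC2 the paraquat samples lay at one end (74.6 and 72.4) and the TB samples at the other (−61.3 and −71.3). The largest gap between replicates was 5.55 on PC1, in M9 glucose, where all samples spanned 190, and 9.98 on PC2, in TB medium, where they spanned 146. The nearest sample was the replicate of the same condition in 16 of 16 samples. The 8 conditions accounted for 95.0% of the total sum of squares over all genes, and the spread between replicates for 5.04%. A permutation test of the condition labels gave a one-sided p of 1e-05, the smallest that 100000 permutations can give. The share was 90.1% with a pseudocount of 0.1, the alternative that moved it most. Among the 8 samples of the run that holds M9 glucose, the conditions accounted for 95.3%. The other runs hold too few conditions for such a value. Samples of different conditions had a median *r* of 0.795 within a run (28 pairs) and 0.839 between runs (84 pairs). The anaerobic samples, with a mean *r* of 0.603 to the other conditions, are in the run that gives most within-run pairs. These medians therefore do not show whether the runs differ.

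**Figure D1:**
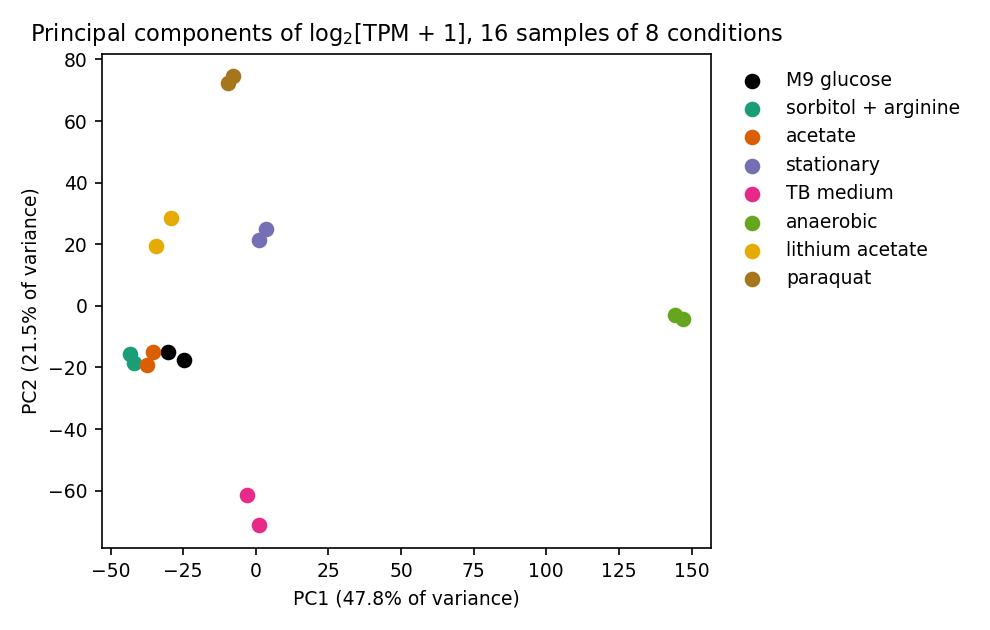
Scores of the 16 samples on PC1 (47.8% of the variance) and PC2 (21.5%), with each point a sample and each color a condition. The anaerobic pair lies at 147 and 144 on PC1, and the paraquat and TB pairs lie at opposite ends of PC2.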

The first two PCs together explain 28.5% of variance in gene expression in the data, with a total of 180 components required to explain 95% of the variance (Supplementary Fig. S2). We also clustered gene expression (log_2_[TPM]) correlations, as well as the correlation of expression profiles of samples in the dataset (Supplementary Fig. S3), to reveal patterns within the gene expression matrix, details of which can be found in Supplementary Note S3. Our findings from these analyses suggest that there exists an underlying structure to the TRN that needs biological explanation. To unveil this complex structure and gain deeper insights into the TRN, we applied our ICA algorithm to the PRECISE-MG1655 dataset.

### ICA uncovers a genome-scale characterization of variation in the *E. coli* MG1655 transcriptome

The application of our ICA algorithm to the PRECISE-MG1655 dataset resulted in the extraction of 115 iModulons (Supplementary Fig. S4 and Supplementary Tables S5 and S6; see “Methods” section) [15]. Each iModulon represents a group of genes that are co-regulated under conditions within the condition-space of the RNA-seq compendium. This algorithm not only reveals the gene membership of each iModulon (weightings in the columns of the **M** matrix; Supplementary Table S3), but also provides the activities of each iModulon across all conditions compared to the baseline condition for each project (activities in the rows of the **A** matrix; Supplementary Tables S2 and S4). The 115 iModulons explain 75% of variance in gene expression in the dataset. Unlike PCA, the components extracted by ICA have both statistical and biological significance [8, 26, 27]. They yield a knowledge-based explanation for the variation in the PRECISE-MG1655 dataset (Supplementary Fig. S5 and Supplementary Note S4).

After curation and characterization of the iModulons, they were categorized into four groups based on regulator enrichment: (i) Regulatory, (ii) Biological, (iii) Uncharacterized, and (iv) Technical (Fig. 2A). The largest category of iModulons, “Regulatory,” consists of 77 iModulons that are significantly enriched for genes in a single regulon or a combination of regulons (Supplementary Fig. S6; see “Methods” section). This category of Regulatory iModulons explains 76% of the total variance in gene expression captured by the PRECISE-MG1655 dataset. As found with PRECISE-1K, the precision (fraction of iModulon genes captured by the enriched regulon) and recall (fraction of genes in enriched regulon found within iModulon) of iModulons capturing smaller regulons tends to be higher compared to those capturing larger regulons (Fig. 2B) [1]. Cases of low similarity between genes found in regulatory iModulons and their enriched regulons may be due to an iModulon capturing a subset of more strongly regulated genes within the enriched regulon. However, condition-specific activation of subsets of larger regulons and indirect transcription factor interactions may also play a role in low similarity. Further comparisons of iModulon and regulon gene membership can be performed using iModulonDB (Supplementary Note S5). The six “Biological” iModulons, linked to a specific biological function based on the functional annotation of gene members (rather than being significantly enriched for a regulon), explain 8% of the total variance, whereas the nine “Uncharacterized” iModulons that represent unknown cellular functions explain 11% of the total variance. The remaining 5% of the total variance is captured by the 23 “Technical” iModulons that contain a single highly weighted gene. These iModulons likely capture noise in the expression of these genes.

**Figure 2.**
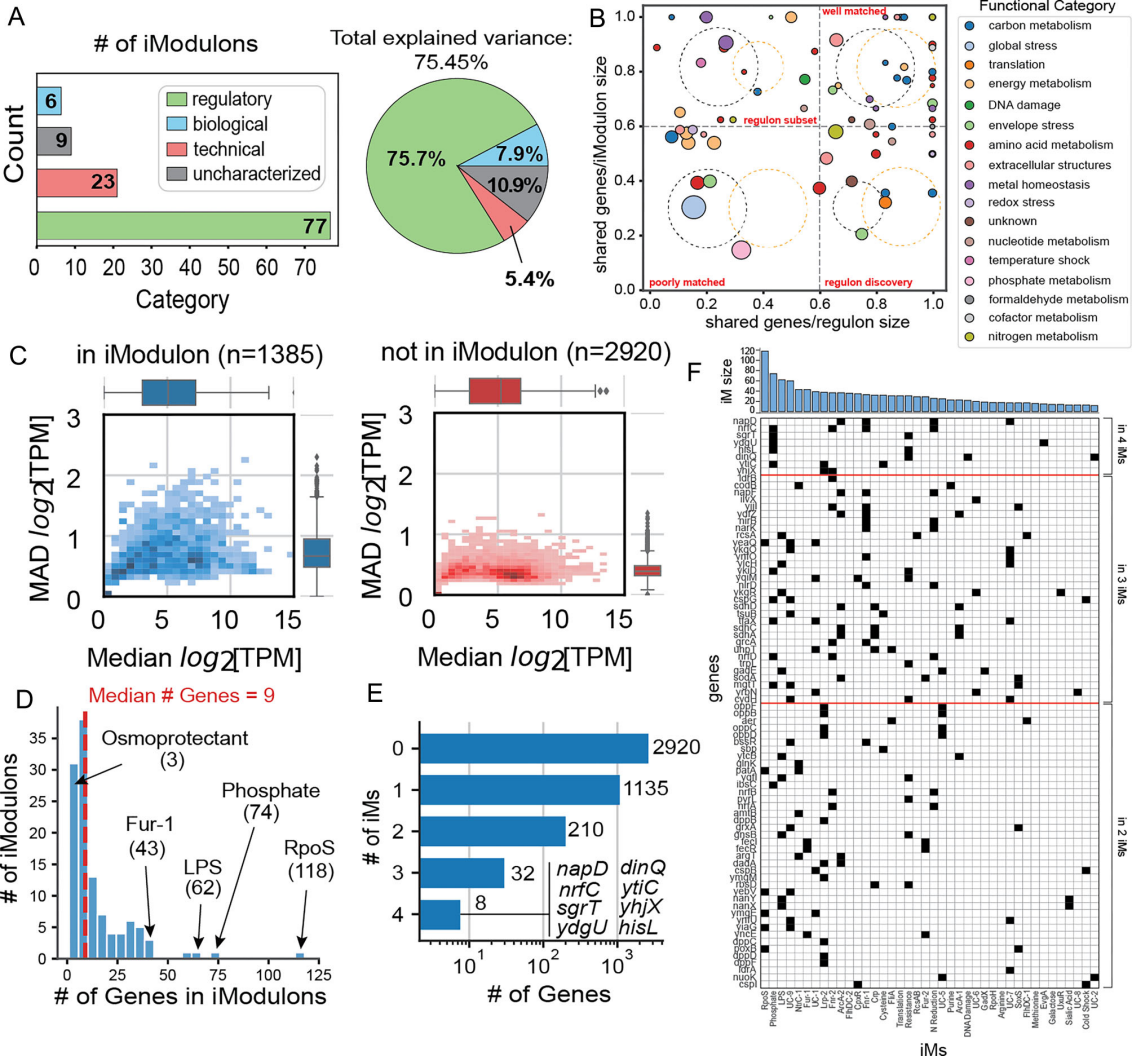
Summary of iModulon structure of PRECISE-MG1655. (**A**) iModulons categorized based on regulator enrichment categories. (**B**) Precision versus recall plot for regulatory iModulons in PRECISE-MG1655. The dashed Venn diagrams depict the type of overlap between regulons (black) and iModulons (orange). The legend specifies the functional category of each iModulon in the plot. (**C**) 2D histogram of median gene expression plotted against median absolute deviation of gene expression for genes in at least one iModulon and those not in any iModulon. (**D**) Histogram of iModulon counts based on the number of genes in each iModulon. (**E**) Histogram of gene counts based on multi-iModulon membership. (**F**) Top 10% of entries in gene presence/absence plot (40 iModulons/80 genes), with genes sorted by iModulon membership count and iModulons sorted by size in descending order. The bar chart represents the size of each iModulon. (iM: iModulon)

While not being expressed at a significantly higher level (*P* = .12), genes within iModulons have a significantly higher median absolute deviation compared to those not found in any iModulon (*P* = 1.340165E-265, Mann–Whitney *U* test, *m* = 1385, *n* = 2920) [1]. We observed that 32.17% of genes (1385/4305) were members of at least one iModulon (Fig. 2C). These 1385 genes include those belonging to the previously defined shallow (1180 partially characterized genes) and deep (719 uncharacterized genes) y-ome [26], with 28.1% (331/1180) and 31.6% (227/719) iModulon gene coverage within the compendium, respectively (Supplementary Fig. S7A and B).

We also categorized iModulon genes based on their presence in the core, accessory, and rare genome of the *E. coli* pangenome [27]. Each category had an iModulon gene coverage of 31.3% (705/2255), 32.5% (506/1557), and 10% (1/10), respectively. The presence of y-ome, accessory, and rare genes that are not fully characterized within iModulons showcases the potential of iModulon analysis in furthering gene function annotations (Supplementary Fig. S7C). However, there is a need for more diverse growth conditions for wild-type *E. coli* MG1655 that would enable a higher iModulon gene coverage.

### iModulon gene membership is largely independent, with few multi-iModulon genes

Further analysis of iModulon composition using the **M** matrix allows us to gain deeper insight into the modular representation of the TRN. The largest iModulon extracted, RpoS, contains 118 genes and is enriched for the global regulator RpoS, while the smallest non-technical iModulon is the Osmoprotectant iModulon, containing three genes involved in the specialized function of glycine-betaine osmolyte production (Fig. 2D). The median iModulon size is nine genes. While 82% of genes in iModulons (1135/1385) belong to only a single iModulon, the remaining genes are members of up to four iModulons (Fig. 2E and Supplementary Fig. S8A). The multi-iModulon gene count of 250 in PRECISE-MG1655 is lower compared to that in PRECISE-1K, which contains 879 multi-iModulon genes that are found in up to seven iModulons. The lower multi-iModulon gene count in PRECISE-MG1655 may indicate a better separation of statistically independent signals detected within the transcriptome by ICA as a result of the “purified” single-strain wild-type dataset.

Of the 250 multi-iModulon genes in PRECISE-MG1655, most genes (210/250) are members of just two iModulons. However, 32 genes are members of three iModulons, and eight genes are members of four iModulons. The iModulons to which this set of 40 (i.e. 32 + 8) genes belong are often large in gene count (Fig. 2F and Supplementary Fig. S8B). The Phosphate and Fnr-1 iModulons contain the highest number of multi-iModulon genes that are in more than two iModulons, specifically 10 genes each (Supplementary Fig. S8C). Interestingly, several multi-iModulon genes present in more than two iModulons belong to those that are involved in cellular respiration, namely Fnr-1, Fnr-2, ArcA-1, ArcA-2, and N Reduction. For example, the genes *napDF* are members of the ArcA-2, Fnr-1, and N Reduction iModulons. 

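The genes *napF* (b2208, 2303003 to 2303497) and *napD* (b2207, 2302750 to 2303013) overlap on the MG1655 chromosome, so the counting could have split reads between them. In M9 glucose *napF* had 11.0 ± 2.57 CPM (SD, n = 2) and *napD* 6.38 ± 3.11 CPM (SD, n = 2) after TMM normalization. In the anaerobic samples of the same project *napF* had 4.24 ± 4.27 CPM (SD, n = 2) and *napD* 6.67 ± 0.875 CPM (SD, n = 2). Neither difference was larger than the spread between replicates (log_2_ fold change −1.38 for *napF* and 0.06 for *napD*, adjusted p = 0.339 and 0.973 from edgeR's quasi-likelihood test). The sign for *napD* depended on the scaling, with −1.10 when total library size alone was used, and on the samples in the fit, with −0.023 when only the 4 samples compared were fitted.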

The presence of genes found in multiple iModulons that fall under the same functional category represents the complexity and interconnectedness between these independent signals.

### Activity state of the modularized TRN

While the iModulon components obtained from the **M** matrix lay out a structural representation for the TRN, the **A** matrix provides the activity state of the modularized TRN across the entire condition space of the compendium. A close analysis of the rows of the **A** matrix enables us to study and compare iModulon activating conditions (Supplementary Fig. S9A and Supplementary Note S6). Clustering iModulons based on their activities across the condition-space of the compendium reveals patterns that highlight relationships between the iModulons. Similarities between iModulon activities may be prevalent across the entire dataset, as seen with the UC-3 and Translation iModulons (Supplementary Fig. S9B). On the other hand, these similarities may be more pronounced in a subset of samples. For instance, the similarity between several iModulons involved in the assembly of extracellular structures (FliA, FlhDC-2, LPS, and UC-1 iModulons) can be attributed to activities in samples belonging to the “SNPv1” project. Hence, relationships between iModulons may be global or condition-specific.

### Groups of iModulons with correlated activities form stimulons

We then clustered iModulons based on their correlated activities, enabling the identification of groups of iModulons with coordinated activities across the compendium (Supplementary Fig. S10). These clusters, referred to as stimulons, provide a unique lens through which the underlying structure of the TRN can be studied based on its activity state [28]. While each iModulon represents an independent transcriptional signal, their activities can be highly similar with the exception of a few conditions. iModulons with high activity correlation, but no shared genes, tend to represent coordinated actions between individual cellular functions.

We identified a cluster representing the fear-greed trade-off [29], consisting of the RpoS, Translation, and UC-3 iModulons (Fig. 3A). These iModulons have highly coordinated activities but do not share any genes. The first two are the primary iModulons involved in this trade-off. Specifically, upregulation of the RpoS iModulon coordinated with the downregulation of the Translation iModulon represents responsiveness to stress (“fear”), whereas upregulation of the Translation iModulon coordinated with the downregulation of the RpoS iModulon represents faster growth (“greed”). As expected, the activities of the two iModulons are strongly negatively correlated (Fig. 3B). 

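In the 16 samples, the expression of 10 highly weighted RpoS iModulon genes (*osmY*, *ygaM*, *katE*, *ytjA*, *ycaC*, *tktB*, *talA*, *elaB*, *yhbO*, and *yiaG*) was set against that of 54 ribosomal protein genes, which stand in for the Translation iModulon. The lists stand in for iModulon activities, which were not used here. Each list was averaged on the log_2_ CPM scale and then over the replicates of a condition. The RpoS list lay between 5.49 and 6.14 in acetate, TB medium, anaerobic growth, sorbitol with arginine, and M9 glucose. It was 7.89 ± 0.07 (SD, n = 2) in stationary phase, 8.10 ± 0.12 with lithium acetate, and 10.08 ± 0.01 with paraquat. The ribosomal protein list was highest in TB medium, at 11.32 ± 0.08 (SD, n = 2), and lowest with paraquat, at 7.69 ± 0.04. Over the 8 condition means Pearson's *r* was −0.87 (exact permutation test, two-sided, p = 0.00985, Benjamini-Hochberg adjusted p = 0.0148 over the 3 relations computed). Spearman's rho was −0.64 (exact permutation test, two-sided, p = 0.0962, adjusted p = 0.132). Without paraquat and lithium acetate, the conditions farthest from the median of the RpoS list, *r* was −0.72. Conditions with high and low RpoS lists are separated by a gap, and neither side holds 6 conditions, so the relation was not tested within them. On the low side the RpoS and ribosomal protein means were 5.49 and 9.87 in acetate and 5.74 and 11.32 in TB medium. They were 5.77 and 10.16 without oxygen, 5.82 and 10.49 in sorbitol with arginine, and 6.14 and 10.54 in M9 glucose. The lowest RpoS mean there came with the lowest ribosomal protein mean. The pooled *r* thus does not show a negative relation among these conditions. Within the run that holds M9 glucose, *r* over 4 conditions was −0.79, too few for a test. With total library size alone in place of TMM, *r* was −0.61 and no longer past the threshold (adjusted p = 0.166 from the same exact permutation test). The TB replicates differed in the RpoS list, at 6.64 and 4.84, and *r* was −0.91 without the first of them and −0.79 without the second. With each condition left out in turn, chosen after the data had been seen, *r* was −0.65 without paraquat and between −0.92 and −0.86 otherwise. In the paper's reasoning, upregulation of the RpoS iModulon together with downregulation of the Translation iModulon represents the response to stress, and the opposite pattern represents faster growth.

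**Figure D2:**
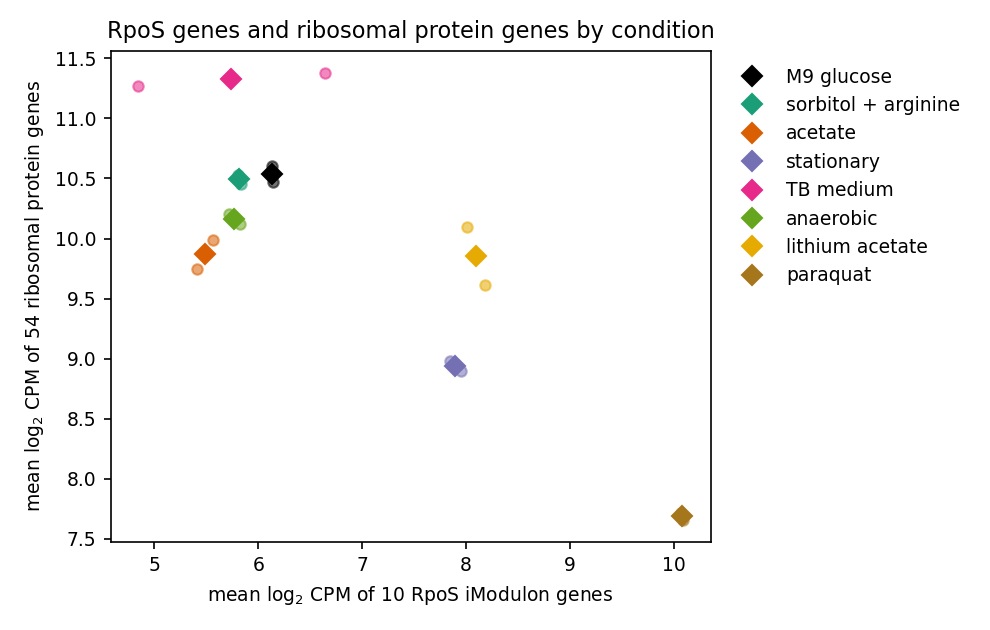
Mean log_2_ CPM of the 54 ribosomal protein genes against that of the 10 RpoS iModulon genes, with a diamond for each condition mean and circles for its replicates. Paraquat (10.08 on the RpoS axis) and stationary phase (7.89) have the lowest ribosomal protein means, and TB medium has the highest (11.32).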

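With paraquat, all 10 genes of the RpoS list had higher expression than in M9 glucose at an adjusted p-value under 0.05, with a median log_2_ fold change of 3.86. The adjusted p of the list was 6.25e-05 from limma's fry, a rotation test for gene sets, adjusted over 14 list comparisons. Of the 54 ribosomal protein genes, 53 were lower and 0 higher, with a median of −2.93 (adjusted p = 8.77e-08 from limma's fry). In the stationary-phase samples 9 of the 10 RpoS genes were higher, with a median of 2.04 (adjusted p = 0.00306 from limma's fry). The exception was *osmY* (b4376), with 296 ± 1.70 CPM (SD, n = 2) against 187 ± 12.6 CPM in M9 glucose and an adjusted p of 0.405 from edgeR's quasi-likelihood test. It passed when only the 4 samples compared were fitted (log_2_ fold change 0.62, adjusted p = 0.0022 from the same edgeR test, where the alternatives ranged up to 0.446). With paraquat *osmY* reached 1722 ± 24.9 CPM (SD, n = 2). Ribosomal protein genes were lower in 51 of 54 cases in stationary phase, with a median of −1.68 (adjusted p = 2.33e-06 from limma's fry). Adjusted over the list alone, the counts were 10 and 53 with paraquat and 9 and 52 in stationary phase. The iModulons were derived from a compendium that includes these samples. Results for lists taken from them are therefore not independent evidence, and this covers the medians, counts, tests, and random-list percentiles. The same holds for the ArcA, Fnr, N Reduction, FlhDC-2, and SoxS lists. Over all genes tested, the median log_2_ fold change was 0.22 with paraquat and 0.09 in stationary phase, and with total library size alone it was 0.40 and 0.20. The medians of both lists lay outside this shift. Under camera with its preset correlation between genes these 4 list results held, while with an estimated correlation the RpoS list did not pass in either condition. Among 10000 random lists of the same size, the RpoS medians lay at the 100 percentile and the ribosomal protein medians at 0 in both conditions. The paraquat and stationary-phase samples came from other sequencing runs than M9 glucose.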

Conditions that elicit a “fear” response include stationary growth phase, and treatment with oxidative stress-triggering paraquat. On the other hand, conditions exhibiting a “greedy” response include those grown in rich media such as CAMHB and RPMI. Conditions deviating from this trend include the addition of supplements known to disrupt RpoS activity, such as asparagine [30].

**Figure 3.**
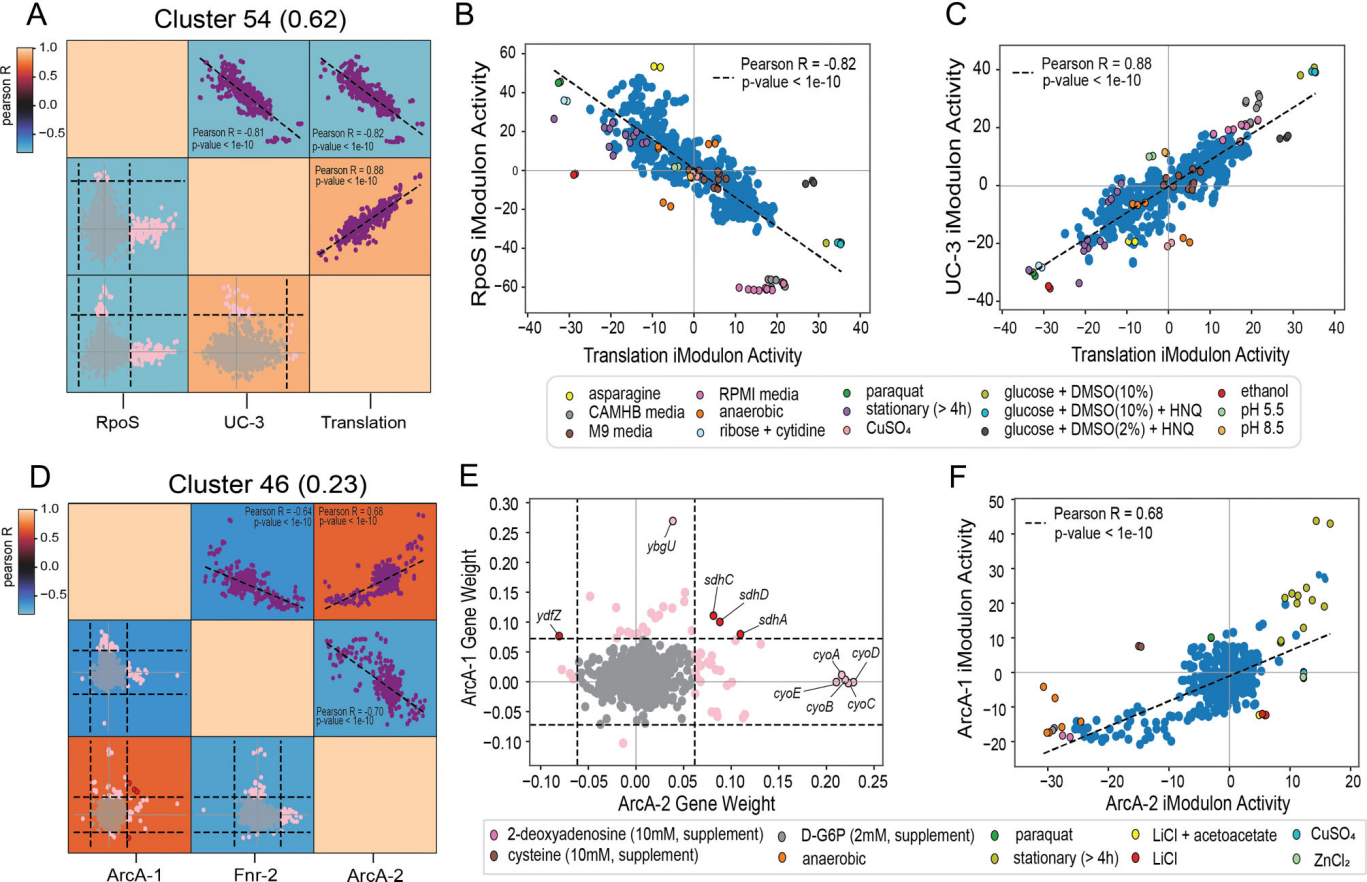
Rows of the **A** matrix. (**A**) Fear-greed stimulon extracted from clustermap of Pearson’s *r* correlation of iModulon activities (Supplementary Fig. S10), consisting of the RpoS, UC-3, and Translation iModulons. Scatter plots in purple show the correlation between the activities of each pair of iModulons. Scatter plots in gray/pink show differential iModulon membership (DiMM) plots for each pair of iModulons. Dotted lines represent the gene weight threshold for each iModulon. Pink and gray dots are used to depict whether a gene is present in only one of the iModulons or does not belong to either iModulon, respectively. Activity phase planes for pairs of iModulons: Translation and RpoS iModulons (**B**), Translation and UC-3 iModulons (**C**). Select conditions have been highlighted and described in the legend, with sample details listed in Supplementary Table S7. (**D**) Cellular respiration stimulon extracted from clustermap, consisting of the ArcA-1, Fnr-2, and ArcA-2 iModulons. Scatter plots in purple show the correlation between the activities of each pair of iModulons. Scatter plots in gray/pink show DiMM plots for each pair of iModulons. Dotted lines represent the gene weight threshold for each iModulon. Red, pink, and gray dots are used to depict whether a gene is shared by both iModulons, present in only one of the iModulons, or does not belong to either iModulon, respectively. (**E**) DiMM plot comparing the weights of each gene in the ArcA-2 and ArcA-1 iModulons. (**F**) Activity phase plane of ArcA-2 and ArcA-1 iModulons. Select conditions have been highlighted and described in the legend, with sample details listed in Supplementary Table S8.

The third iModulon in the fear-greed stimulon, UC-3, represents a subset of the regulon of the stringent response regulator, ppGpp. The activity of the UC-3 iModulon has a strong positive correlation with that of the Translation iModulon, in agreement with ppGpp previously being identified as an additional translation-associated dimension of the fear-greed trade-off (Fig. 3C) [29]. Aside from its relation to translation, the exact function of this subset of the ppGpp regulon is unknown. Analysis of the few conditions deviating from the general trend with the primary translation signal may help in further characterizing the UC-3 iModulon. For example, this iModulon is uniquely upregulated in conditions with altered pH. Genes within the iModulon, such as *lysP* and *ydiY*, are linked to pH homeostasis [31, 32]. While further analyses may reveal the function of the UC-3 iModulon, we hypothesize that it represents a subset of ppGpp-regulated genes that are involved in translation as well as other independent functions, such as response to pH fluctuations. In this manner, stimulons help identify evolutionarily linked iModulons through their activity patterns.

### Correlated activities among iModulons highlight complexities of certain cellular functions

Correlated activities among groups of iModulons may also shed light on nuances in cellular functions. iModulons with shared genes, regulators, and correlated activities are often involved in similar functions, with the shared genes providing a genetic basis for this similarity. We identified a second stimulon containing the Fnr-2, ArcA-1, and ArcA-2 iModulons, all three of which are involved in cellular respiration (Fig. 3D). Taking a closer look at the ArcA-1 and ArcA-2 iModulons, each represents a subset of the ArcA regulon involved in modulating cellular energetics based on the redox state of the cell; the ArcA-2 iModulon contains subunits of cytochrome bo3 (*cyoABCDE*) and several genes playing a role in the tricarboxylic acid cycle, while the ArcA-1 iModulon consists of genes that are involved in other aerobic metabolism pathways, such as fatty acid and glycolate metabolism [33, 34]. 

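The genes *sdhC*, *sdhD*, and *sdhA* (b0721 to b0723) lie side by side from 755177 to 757673 on the MG1655 chromosome, and *ydfZ* (b1541) lies from 1629215 to 1629418. In M9 glucose *sdhA* had 1401 ± 174 CPM (SD, n = 2). It had 22.4 ± 4.23 CPM (SD, n = 2) without oxygen, a log_2_ fold change of −5.96 (standard error 0.97, adjusted p = 0.000115 from edgeR's quasi-likelihood test). For *sdhD* the log_2_ fold change was −4.81 (standard error 1.12, adjusted p = 0.00197 from the same edgeR test). The *sdhC* counts were at the floor in both anaerobic samples, so the gene was at least 78.7-fold lower. In the stationary-phase samples *sdhA* had 57.2 ± 8.62 CPM (SD, n = 2), and all of *sdhACD* were lower than in M9 glucose, with log_2_ fold changes from −4.68 to −4.56. The fourth gene moved the other way. Expression of *ydfZ* was 104 ± 37.1 CPM (SD, n = 2) in M9 glucose, 593 ± 42.1 CPM without oxygen, and 1021 ± 158 CPM in stationary phase. Its log_2_ fold changes were 2.52 (standard error 0.36, adjusted p = 3.3e-05) and 3.30 (standard error 0.36, adjusted p = 1.92e-05) in edgeR's quasi-likelihood test.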

The two iModulons share four genes: *sdhACD* and *ydfZ* (Fig. 3E). Considering the important role played by succinate dehydrogenase in energy production, it is likely that the*sdhACD* genes are key targets in energy dynamics mediated by ArcA [35].

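With the shared genes left out of both, the ArcA-1 list (9 genes) and the ArcA-2 list (10 genes) were averaged on the log_2_ CPM scale in each of the 8 conditions of the project. Over the condition means Pearson's *r* was 0.81 (exact permutation test, two-sided, p = 0.00702, Benjamini-Hochberg adjusted p = 0.0148 over 3 relations). Spearman's rho was 0.74 (exact permutation test, two-sided, p = 0.0458, adjusted p = 0.132). The ArcA-1 list was lowest in the anaerobic samples, at 0.90 ± 0.49 (SD, n = 2), and highest in acetate, at 7.69 ± 0.11. The ArcA-2 list was also lowest in the anaerobic samples, at 5.30 ± 0.04 (SD, n = 2), and highest in acetate, at 10.09 ± 0.04. Without the anaerobic samples and TB medium, the conditions farthest from the median of the ArcA-1 list, *r* was 0.65. Over the 4 conditions of the run that holds M9 glucose it was 0.96, with too few conditions for a test. The TB replicates had ArcA-2 means of 9.87 and 6.64, and *r* was 0.88 without the first of them and 0.69 without the second. With the *cyoABCDE* genes counted under ArcA-1 in place of ArcA-2, an alternative chosen after the data had been seen, *r* was 0.89 (adjusted p = 0.0103 from the same exact permutation test). With each condition left out in turn, also chosen then, *r* lay between 0.72 and 0.88.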

Accounting for overlapping gene members, regulators, and involvement in similar pathways, it is anticipated that the activities of the two iModulons are strongly correlated (Fig. 3F). 

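Of the 10 ArcA-2 genes other than the shared ones (*mqo*, *aceEF*, *lpd*, *sdhB*, and *cyoABCDE*), all 10 were lower in the anaerobic samples than in M9 glucose at an adjusted p-value under 0.05. Their median log_2_ fold change was −5.02 (adjusted p = 0.000874 from limma's fry over the 14 list comparisons). The gene *cyoB* (b0431) had 2029 ± 222 CPM (SD, n = 2) in M9 glucose and 10.3 ± 9.46 CPM without oxygen, a log_2_ fold change of −7.62 (standard error 1.17, adjusted p = 6.89e-05 from edgeR's quasi-likelihood test). Of the ArcA-1 genes 9 were tested, of which 6 were lower and 1, *yejG*, was higher in the anaerobic samples. The median of the list was −3.60 (adjusted p = 0.00499 from limma's fry). In 6 of these genes the anaerobic counts were at the floor, and with each at its bound the median was −2.74. Without the second anaerobic replicate the median was −6.96, and with at least 10 counts required in every sample only *yejG* was left, at 1.00. Among the largest bounds, *yigI* was at least 16.8-fold lower and *glcC* at least 13.0-fold lower. The ArcA-1 list did not pass under camera with either correlation, and the ArcA-2 list passed with the preset correlation only. Among 10000 random lists of the same size, the anaerobic medians lay at the 0.01 percentile for ArcA-1 and 0.07 for ArcA-2, and those in stationary phase at 0 for both.
Supplementary Table S1 lists 24 samples under stationary growth phase, and 2 of them belong to this project. In these 2 samples 9 of 9 ArcA-1 genes were lower than in M9 glucose, with a median log_2_ fold change of −2.38 (adjusted p = 0.000324 from limma's fry). Of the ArcA-2 genes 7 of 10 were lower and 0 higher, with a median of −3.05 (adjusted p = 0.0416 from limma's fry). With total library size alone, the ArcA-2 median was −2.94 and no longer past the threshold (adjusted p = 0.0613 from limma's fry, where the alternatives tested with fry ranged up to 0.180). The genes *aceE*, *aceF*, and *lpd* did not differ beyond the replicate spread in stationary phase, with adjusted p-values of 0.272, 0.337, and 0.465 from edgeR's quasi-likelihood test. When only the 4 samples compared were fitted, *aceE* (0.40) and *aceF* (0.38) were higher in stationary phase (adjusted p = 0.0195 and 0.0352 from the same edgeR test). These 2 samples were harvested at an OD600 of 2.0 and came from another sequencing run than M9 glucose. The paper's text names the *cyo* subunits under both iModulons, and an alternative that counts them under ArcA-1 was chosen after the data had been seen. The anaerobic medians were then −5.02 for ArcA-1 and −2.62 for ArcA-2, both past the threshold. In stationary phase ArcA-1 was at −2.71 with 14 of 14 genes lower. The ArcA-2 list was left with 5 genes, of which only *mqo* and *sdhB* were lower, and its median of −0.25 did not pass (adjusted p = 0.180 from limma's fry). Adjusted over the list alone, the counts of the lists first used were the same in both conditions. None of these list results is independent evidence, since the lists were derived partly from these samples.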

As expected, both iModulons are upregulated in stationary-phase samples and downregulated in anaerobic conditions. The difference in the extent to which each iModulon is activated reveals the intricacies in condition-specific control of energy production. On the other hand, divergence from this trend can be attributed to regulation associated with the dominant gene members. For instance, cysteine-treated samples display a strong downregulation of the ArcA-1 iModulon only. The breakdown products of cysteine metabolism include H_2_S, which represses cytochrome bo3 while leaving other terminal oxidases unaffected [36, 37, 38]. The highly weighted genes of the ArcA-1 iModulon are those encoding subunits of cytochrome bo3. Hence, the activity of only ArcA-1 is strongly affected by cysteine supplementation. iModulons with shared genes, regulators, and correlated activities thus highlight the highly complex nature of dynamic functions, such as respiration, that are crucial to survival.

### Correlated columns in A reveal conditions generating similar transcriptomic responses

The columns of the **A** matrix, containing the iModulon activities of each sample across the compendium, provide a unique perspective to study and compare the genome-wide transcriptomic responses of the bacterium in various conditions. Compared to the baseline condition for each project, we found that the median number of differentially activated iModulons in non-control samples within the same project was 18 (Fig. 4A). 

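Expression of single genes was compared between each of 7 conditions of the project and its baseline, M9 glucose, with 2 samples per condition and 4140 genes tested. In the anaerobic samples 2764 genes (66.8%) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which 1332 were higher and 1432 lower. This was the highest number among the comparisons in this fit, although the anaerobic samples had the lowest depth. Heat shock genes took 26.6% and 26.9% of the counts in these samples. The number may thus include a response to the handling of the cultures as well as to the lack of oxygen. Paraquat gave 2419 genes, TB medium 1845, stationary phase 1586, acetate 1293, lithium acetate 1053, and sorbitol with arginine 974. The order depended on the fit. When only the 4 samples compared were fitted, paraquat gave 2740 genes and anaerobic growth 2739. Sorbitol with arginine then gave 1601, above TB medium (1337) and acetate (1281). Whether these numbers differ from each other was not tested. The split into higher and lower genes depended on the scaling, most in the anaerobic comparison. With total library size alone, 723 of 2869 genes were higher in the anaerobic samples (25.2% against 48.2%). The median log_2_ fold change of all genes was then −1.18 in that comparison, against −0.01 with TMM. The same scaling changed which side was larger in 4 other comparisons. The higher genes were then 932 of 1642 in stationary phase, 889 of 1819 in TB medium, 613 of 1334 in acetate, and 458 of 965 in sorbitol with arginine.
Of the 10 Fnr-2 genes tested 8 were higher without oxygen and 0 lower, with a median log_2_ fold change of 3.10 (adjusted p = 2.33e-06 from limma's fry). The gene *yjiM* (b4335) rose from 8.92 ± 4.62 CPM (SD, n = 2) to 710 ± 25.0 CPM. Of 8 Fnr-1 genes 4 were higher and 1, *ompW*, was lower, with a median of 1.43 (adjusted p = 0.0006 from limma's fry). Of 9 N Reduction genes 5 were higher and 0 lower, with a median of 1.91 (adjusted p = 0.00534 from limma's fry). With total library size alone, the Fnr-1 median fell to 0.27 and the N Reduction median to 0.74, with *ubiU* of the first and *napG* and *napH* of the second list below 0, and neither list passed the threshold (adjusted p = 0.0613 and 0.133 from limma's fry). Over the alternatives of the Fnr-1 list the adjusted p reached 0.103 with fry and 0.480 with camera. Without the second anaerobic replicate the N Reduction median was 1.26. The Fnr-2 list held under camera with its preset correlation, while the Fnr-1 and N Reduction lists held under fry only. Among 10000 random lists of the same size, the Fnr-1 median lay at the 92.2 percentile, the N Reduction median at 99.0, and the Fnr-2 median at 100. These lists were derived partly from these samples, so the results are not independent evidence.

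**Figure D3:**
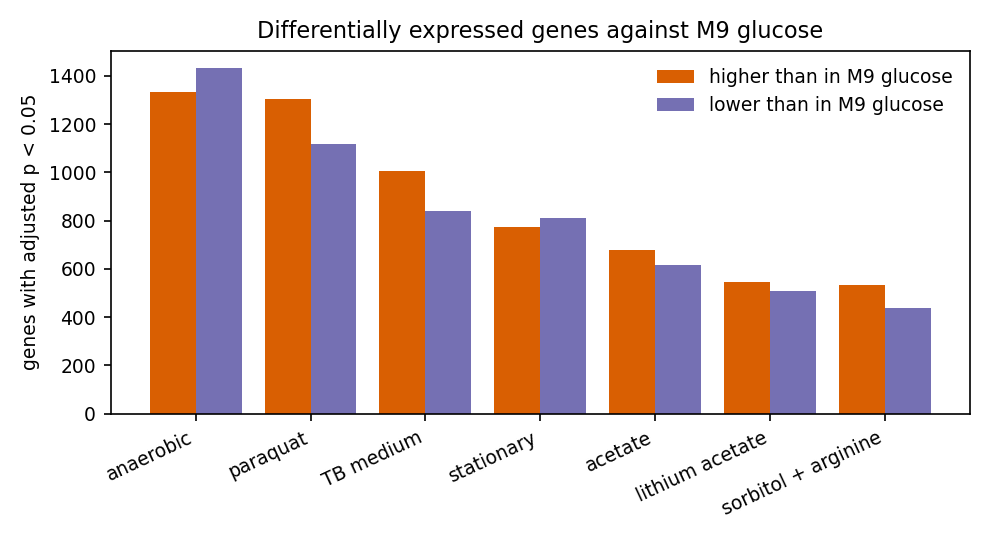
Number of genes higher (orange) and lower (purple) than in M9 glucose at an adjusted p-value under 0.05 in each of the 7 comparisons, with 2 samples per condition and TMM normalization. Anaerobic growth gave 1332 higher and 1432 lower genes, and sorbitol with arginine gave 535 and 439. With total library size alone the anaerobic split was 723 and 2146, and that of sorbitol with arginine was 458 and 507.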

Some comparisons between these samples resulted in a notably high number of differentially activated iModulons, such as the comparison of samples grown in anaerobic conditions to those grown at the baseline aerobic conditions (57 iModulons). On the other hand, no significant difference in activities was observed while comparing samples treated with carbon sources like rhamnose to untreated samples.

**Figure 4.**
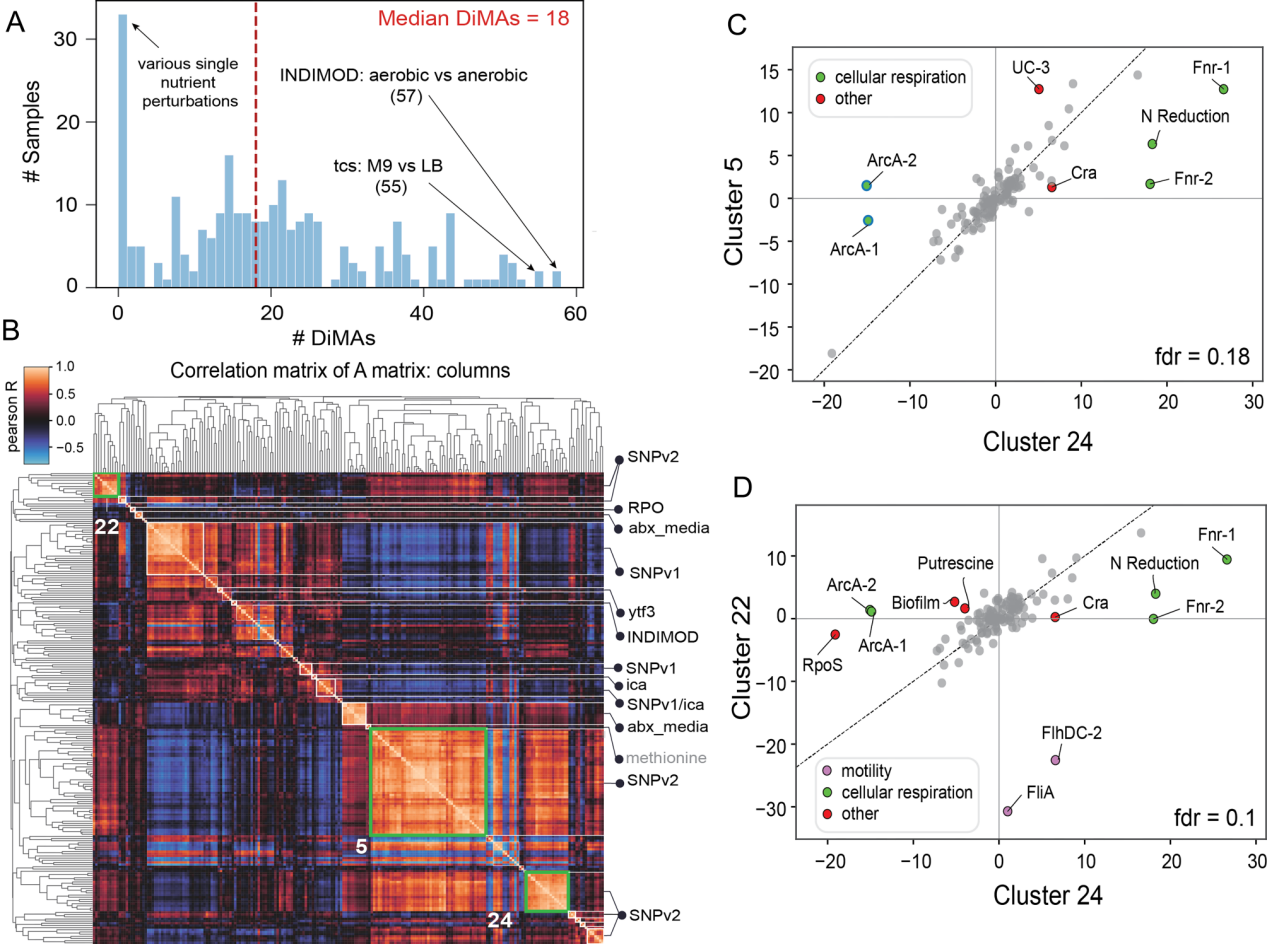
iModulon activity profiles of select samples.(**A**) Histogram of the number of differentially activated iModulons in pairwise comparison of project-specific control and test samples. All projects with an in-project reference used as the project baseline condition have been included. Highlighted projects are formatted as “project code: condition 1 versus condition 2.” (DiMAs: differential iModulon activations). (**B**) Clustermap of Pearson’s *r* correlation of sample activity profiles for select samples. Project-specific clusters are labeled in black text, while clusters where samples do not cluster based on project are labeled in gray text. Clusters of interest (clusters 22, 5, and 24) are highlighted in green boxed regions. Mean iModulon activity across all replicates was used. (**C, D**) Differential iModulon activity plot for samples in Cluster 24 versus Cluster 5, and Cluster 24 versus Cluster 22, respectively. Differentially activated iModulons are colored based on their functional category.

Clustering the columns of the **A** matrix reveals groups of samples that have similar activity profiles across all iModulons (Supplementary Fig. S9B). We observed that several clusters are project-specific, with some projects corresponding to multiple clusters. For instance, the “abx_media” project, which contains samples grown in different media and treated with different antibiotics, largely splits into clusters based on whether minimal (M9) or rich (CAMBH and RPMI) media was used. However, samples across projects clustered together in some cases; one cluster contained samples treated with reactive oxygen species (ROS)-generating agents (paraquat and 2,2′-dipyridyl) from three different projects, all having similar profiles across the compendium.

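For the paraquat samples of the project analysed here, the response to ROS can be read from the genes of the SoxS iModulon, of which 13 were tested against M9 glucose. At an adjusted p-value under 0.05, 12 of the 13 were higher with paraquat and 0 lower, and the count was the same when adjusted over the list alone. The median log_2_ fold change was 3.54 (adjusted p = 9.65e-09 from limma's fry), at the 100 percentile of 10000 random lists of the same size. The regulator gene *soxS* itself (b4062, 4277060 to 4277383) rose from 8.40 ± 2.65 CPM (SD, n = 2) to 2031 ± 11.4 CPM, a log_2_ fold change of 7.91 (standard error 0.39, adjusted p = 5.49e-09 from edgeR's quasi-likelihood test). For *fumC* (b1611) the values were 44.8 ± 5.48 and 4271 ± 228 CPM (SD, n = 2). For *sodA* (b3908), with the larger replicate spread, they were 910 ± 394 and 7613 ± 1290 CPM (SD, n = 2), and the log_2_ fold change was 3.07 (standard error 0.90, adjusted p = 0.0101 from edgeR's quasi-likelihood test). The difference in *yjjI* (b4380) was not larger than the replicate spread (adjusted p = 0.128 from edgeR's quasi-likelihood test), although it passed with total library size alone (adjusted p = 0.0466, log_2_ fold change 0.82). The paraquat samples were the only condition in their sequencing run. They are also part of the compendium from which the SoxS iModulon was derived, so the list result is not independent evidence.

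**Figure D4:**
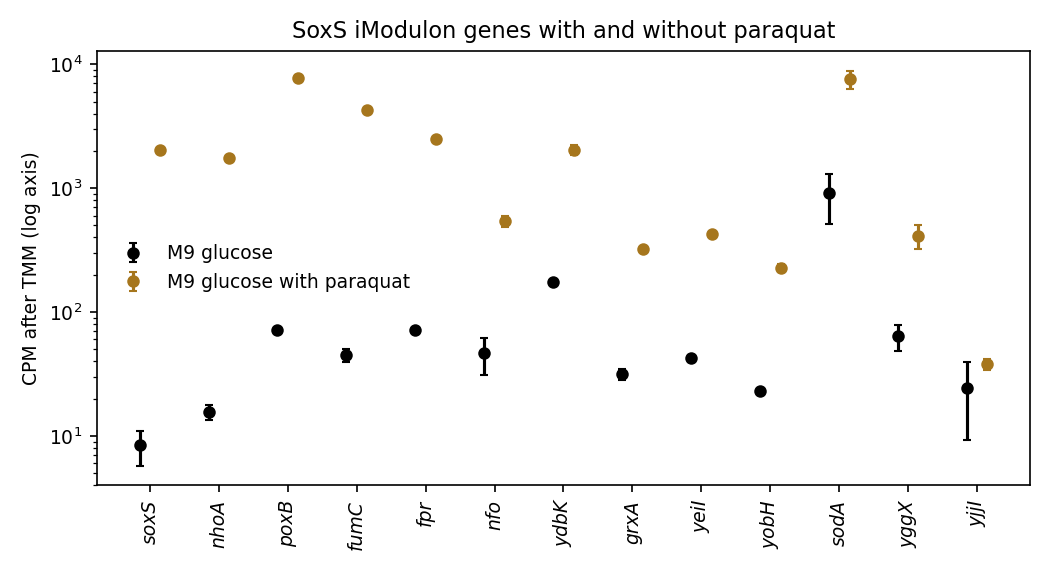
Expression (CPM after TMM normalization, log axis) of the 13 SoxS iModulon genes in M9 glucose (black) and with paraquat (brown), as the mean and SD of 2 samples. The points for *soxS* are at 8.40 and 2031 CPM, and *yjjI* shows the smallest difference.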

Similarly, clustering the activity profile correlations of all samples emphasizes a clear demarcation of samples based on their projects (Fig. 4B and Supplementary Fig. S11). Several projects such as “SNPv2,” containing samples supplemented with different nutrients, split into several clusters, thereby showcasing patterns of interest within the project. Three moderately sized clusters solely consist of samples from the “SNPv2” project: clusters 24, 22, and 5 (Supplementary Fig. S11C–E). Comparison of samples in the three clusters reveal that five iModulons involved in cellular respiration (ArcA-1, ArcA-2, Fnr-1, Fnr-2, and N Reduction) are uniquely differentially activated in cluster 24 (Fig. 4C and D). The activation states of these iModulons clearly indicate that the nutrient supplements in cluster 24 result in a shift in the redox state of the cell. Although the samples were generated in aerobic conditions, the addition of these supplements at the specified concentrations appear to create an environment that favors aerobic pathways being less active and anaerobic pathways being more active compared to the baseline condition of growth in M9-glucose media. This phenomenon may be a result of the cell combining multiple metabolic pathways to optimize growth based on environmental conditions, such as carbon source availability [39]. Alternatively, considering that several of these supplements, such as sorbitol, are fermentable, these observations may be due to carbon overflow mechanisms, resulting in fermentative pathways being activated to optimize proteome allocation [40, 41, 42].

Additionally, we found that another major driver of the segregation between the three clusters is motility, with the FliA and FlhDC-2 iModulons being differentially downregulated in cluster 22 (Fig. 4D and Supplementary Fig. S12). Supplements in cluster 22 include various amino acids, such as serine, valine, leucine, and tryptophan. *Escherichia coli* strains have been found to not be attracted toward the latter three, which likely explains the differentially downregulated activities of the FliA and FlhDC-2 iModulons [43]. However, the bacterium is known to be strongly attracted toward serine [44]. We observed that while samples supplemented with 2mM serine belong to cluster 5 with higher motility, samples with higher concentration (10 mM) belong to cluster 22 with lower motility. It is possible that chemotaxis is reduced at higher concentrations due to previously reported imprecise adaptive chemotactic behavior in the presence of higher levels of attractants [45]. Altogether, the **A** matrix provides a unique perspective for understanding how transcriptomic responses compare across groups of conditions and identifying transcriptomic patterns within the dataset.

### Knowledge mining through cross-knowledgebase comparison

The PRECISE-MG1655 knowledgebase not only enables the study of wild-type regulation in *E. coli* MG1655, but also enables comparison with non-wild-type knowledgebases to provide insight into changes in TRN structure as a result of genetic perturbations. Genetic manipulation or adaptations through laboratory evolution result in the rewiring of the wild-type TRN to attain homeostasis [14]. The PRECISE-1K dataset contains 885 non-wild-type *E. coli* samples, with a large portion being *E. coli* MG1655 samples perturbed through ALE or genetic manipulation. By comparing iModulons and their gene composition across PRECISE-1K and PRECISE-MG1655, we can gain insight into the regulatory changes that occur to account for these perturbations, and regulatory components that remain consistent. Doing so, we found that 53% of iModulons (61) in PRECISE-MG1655 have a match in PRECISE-1K (Pearson’s *r* > 0.5; Fig. 5A; Supplementary Fig. S13; Supplementary Table S9). Most functional categories of iModulons in PRECISE-MG1655 have a large portion of iModulon matches in PRECISE-1K, including larger categories such as carbon metabolism (11/17) and amino acid metabolism (10/15). While the presence of unmatched iModulons in PRECISE-1K may be partially due to the larger sample collection of the dataset, a notable portion of unmatched iModulons in PRECISE-1K fall under two categories that represent non-wild-type regulation: “ALE effects” [13] and “genetic alterations” [22]. The presence of these iModulons clearly showcases the effects perturbed samples have on TRN inference, and emphasizes a need for precaution while compiling datasets for the study of wild-type gene regulation.

Aside from the “single gene” category, which represents noise in gene expression, the “uncharacterized” category of PRECISE-MG1655 has the highest number of unmatched iModulons. While uncharacterized iModulons may be attributed to noise, they can also represent novel regulatory signals. Interestingly, there were three uncharacterized iModulons that had matches in PRECISE-1K. These iModulons represent unknown signals that are consistently extracted by ICA across datasets and potentially represent transcriptional signals with uncharacterized functions. These iModulons offer an opportunity for discovery of novel signals, as detailed in a case study in Supplementary Note S7.

### Cross-knowledgebase comparisons empower elucidation of the effects of perturbation on the transcriptome

Comparison of the gene membership of consistent iModulons across the two knowledgebases can aid in understanding TRN adaptations as a result of genetic perturbations, such as those resulting from ALE. The UC-4 iModulon, involved in an uncharacterized cell envelope stress response (Supplementary Note S7), is an example of a consistent iModulon (Pearson’s *r* = 0.58) with nine consistent gene members across PRECISE-MG1655 and PRECISE-1K (Fig. 5B). It is of note that the PRECISE-1K UC-4 iModulon contains 30 unique genes. Interestingly, we found that samples from a PRECISE-1K ALE project, “CCK_ptsHIcrr,” uniquely upregulate the UC-4 iModulon as well as the expression of these 30 genes (Supplementary Fig. S15). This study involved the deletion of the phosphotransferase system in a pre-optimized *E. coli* MG1655 strain, followed by evolution to improve glucose uptake and growth phenotype [46]. A key growth improvement in the evolved strain was that it was able to overcome abnormalities in peptidoglycan synthesis by preventing the overactivation of the Rcs phosphorelay system, which is linked to the cell envelope stress response. With the UC-4 iModulon of PRECISE-MG1655 being linked to cell envelope stress, it is likely that the presence of the unique genes in the UC-4 iModulon of PRECISE-1K reflects network changes caused by the strain evolving to overcome envelope stress that is experienced by the unevolved strain.

**Figure 5.**
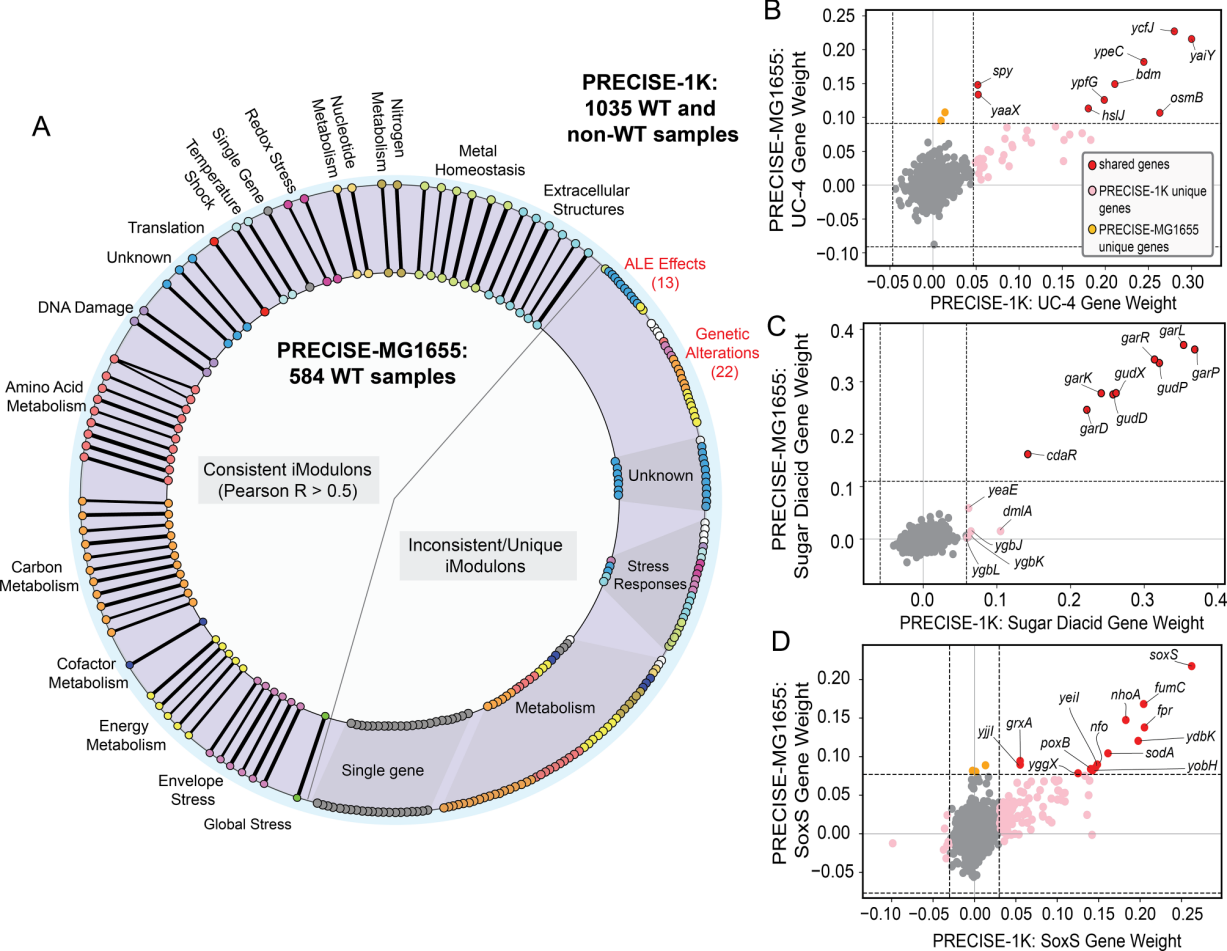
Insights into the *E. coli* MG1655 TRN through cross-knowledgebase iModulon analysis.(**A**) Comparison map of iModulons obtained from PRECISE-1K (outer circle) and PRECISE-MG1655 (inner circle). iModulons are colored based on their functional categories. White circles represent additional unrepresented categories. (**B**–**D**) DiMM plot for the UC-4 iModulons, Sugar Diacid iModulons, and SoxS iModulons of PRECISE-1K and PRECISE-MG1655. Red, pink, orange, and gray dots are used to depict whether a gene is shared by both iModulons, present in only the PRECISE-1K iModulon, present in only the PRECISE-MG1655 iModulon, or does not belong to either iModulon, respectively. (WT: wild-type; ALE: adaptive laboratory evolution)

The Sugar Diacid iModulons are another example of two highly correlated iModulons (Pearson’s *r* = 0.83) in the two knowledgebases, sharing nine genes that are involved in the metabolism of the sugar diacids, galactarate and glutarate (Fig. 5C). However, the iModulon in PRECISE-1K contains five unique genes: *ygbJKL, dmlA*, and *yeaE*. We found that a subset of samples from an ALE project called “Enzyme Promiscuity,” involving the laboratory evolution of *E. coli* MG1655 with the non-native substrate m-tartrate, upregulates both the Sugar Diacid iModulon and expression of the five unique genes (Supplementary Fig. S16 and Supplementary Note S8). The study that generated the samples found that a mutation in the regulator, *ygbI*, during evolution on m-tartrate results in the overexpression of genes including *ygbJKL* [47]. They hypothesized that these genes may have promiscuous activity in m-tartrate metabolism. While further studies would be required to gain a better understanding of the mechanism of m-tartrate metabolism through evolution, our analysis suggests that the inclusion of the five unique gene members of the PRECISE-1K Sugar Diacid iModulon reflects TRN adaptations that enable *E. coli* MG1655 to metabolize m-tartrate.

While these case studies provide insight into TRN adaptations caused by genetic perturbations, they also reveal that the use of non-wild-type samples often result in the inclusion of genes with very low weightings within iModulons. The SoxS iModulons of the two knowledgebases are two consistent iModulons (Pearson’s *r* = 0.56) that largely differ in gene membership due to the inclusion of a large number of low weight genes within the PRECISE-1K iModulon (Fig. 5D). The PRECISE-1K SoxS iModulon contains a total of 104 unique genes. The expression of these genes and the activity of the SoxS iModulon are both upregulated in the ALE project “ROS-TALE,” in which a pre-optimized *E. coli* MG1655 strain was evolved to tolerate high levels of ROS-generating paraquat [10] (Supplementary Fig. S17). This study observed that the TRN adaptations for ROS stress tolerance include transcription factor mutations. Minor regulatory changes caused by these mutations may result in shifts in iModulon gene weights, resulting in the inclusion of low-weight genes within iModulons. This shows the impact of small regulatory adaptations on the purity of iModulon gene membership in comparison to iModulons generated using only wild-type samples.

Together, these case studies highlight the use of the PRECISE-MG1655 knowledgebase in furthering our understanding of how regulatory networks are rewired to accommodate perturbations. In addition, they reveal how iModulon gene membership may be corrupted by the use of non-wild-type samples, indicating a need for precaution while including non-wild-type samples in datasets intended for the study of wild-type regulation.

### iModulon-based graphical representation of the *E. coli* MG1655 TRN

The application of ICA to the PRECISE-MG1655 dataset thus generates a “purified” iModulon structure for *E. coli* MG1655, whose gene membership and activity state more closely align to that of the wild-type strain in comparison to those generated using previous PRECISE datasets. Our analysis leads to the construction of a multi-scale graphical representation of the TRN using iModulons (Fig. 6A). The iModulon-based map depicts a subset of 45 iModulons that represents the most interconnected portion of the TRN, identified based on iModulon gene membership. Specifically, all iModulons containing multi-iModulon genes present within three or four iModulons (i.e. 40 genes; Supplementary Table S11) are displayed in the map. Each characterized iModulon is accompanied by a graphical icon representing the associated biological function, and the iModulons are categorized based on their function. A list of highly weighted genes is provided for each iModulon, with a comprehensive list of iModulon gene members available on iModulonDB.org. Multi-iModulon genes present within three or four iModulons can be found at the center of the map. For regulatory iModulons, the map depicts regulator assignment as well as iModulon membership of regulators wherever applicable. Together, the map details how iModulons are linked to one another on the basis of three levels: functional categorization, gene membership, and regulation.

**Figure 6.**
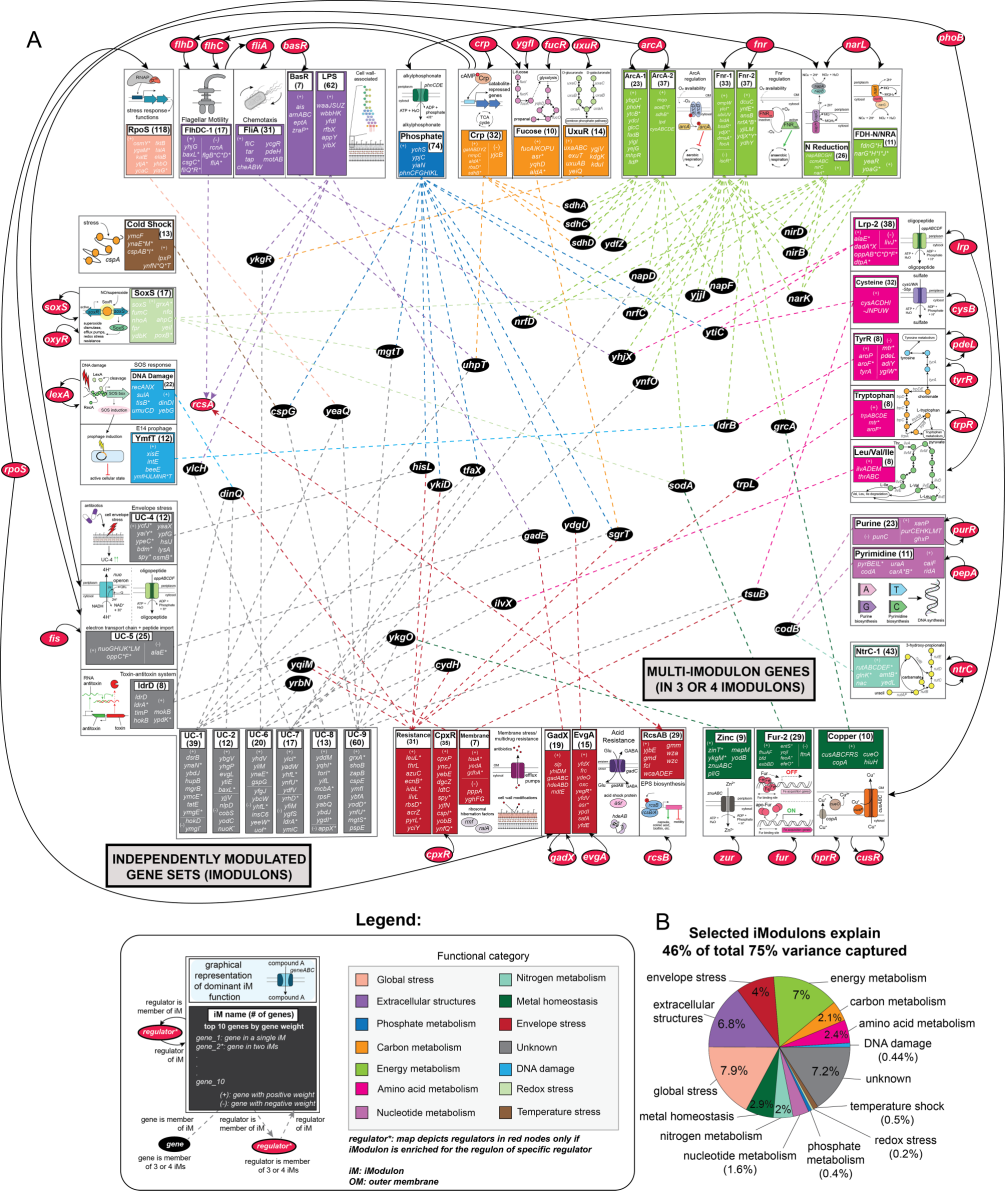
TRN map of *E. coli* MG1655. (**A**) A map of 45 selected iModulons in PRECISE-MG1655 [created in BioRender. Palsson, B. (2026) https://BioRender.com/ntae0u5]. iModulons containing at least one gene that is a member of three or four iModulons are depicted in the map as individual boxes. Each box is colored according to the functional category of the iModulon. Each characterized iModulon is accompanied by a graphical icon representative of its function. The top 10 genes in each iModulon based on absolute gene weight are listed within each box, along with (+) or (−) symbols to indicate positive and negative gene weights, respectively. A gene name followed by an asterisk is used to specify that the gene belongs to two iModulons totally. All genes found within three or four iModulons are displayed as black nodes at the center of the map, with dotted lines indicating which iModulons the gene belongs to. Dotted lines are colored based on the functional category of the iModulon that the gene belongs to. For iModulons with regulatory enrichment, regulators are depicted in red nodes if the iModulon is enriched for the regulon of the regulator. Note: For the purpose of clarity, iModulons categorized as “single gene” have been excluded. Additionally, only regulatory genes have been included as regulators in the map. The depiction of the regulator rpoD has been excluded for clarity. Detailed information on each iModulon can be found on iModulonDB.org. The map is also provided as a high-resolution figure in the Zenodo repository for the study. **(B)** Pie chart of the percentage of variance in gene expression that is explained by the selected 45 iModulons, with iModulons grouped by functional category.

The map conveys multiple characteristics of the TRN that can be used to gain a deeper understanding of the network. For instance, we find that the 45 most interconnected iModulons explain over half of the total variance in gene expression explained by the iModulon structure as a whole (46% of total 75% variance) (Fig. 6B). iModulons within the map belonging to known functional categories like global stress, energy metabolism, and extracellular structures contribute to capturing the most variance in the dataset. Of the functional categories depicted, iModulons involved in energy metabolism are among the most interconnected iModulons, both through shared gene membership and regulation. This is likely due to the central role played by energy metabolism in the cell. We also note that several multi-iModulon genes belong to uncharacterized iModulons, with shared gene membership suggesting associations to other cellular functions such as envelope stress.

Overall, this iModulon-based map provides a pristine graphical representation of the most interconnected and complex networks within the *E. coli* MG1655 TRN. Future work aims to expand this preliminary version into a comprehensive map of the TRN using iModulons.

## Discussion

In this study, we presented a single-strain transcriptomic knowledgebase for wild-type *E. coli* MG1655. The expression component of PRECISE-MG1655 consists of 584 high-quality samples generated using a single experimental protocol. Applying ICA to this dataset resulted in the extraction of 115 iModulons (regulatory component of PRECISE-MG1655), which account for 75% of variance in gene expression captured by the RNA-seq compendium. Of the 115 iModulons, 77 iModulons are linked to known regulatory effects, explaining 76% of the total variance explained by iModulons. To our knowledge, the iModulon structure derived from the PRECISE-MG1655 dataset represents the most comprehensive, top-down delineated TRN for a wild-type microbial strain.

Against an invariant genetic background, we demonstrated the value of the knowledge-enriched TRN of *E. coli* MG1655 through a detailed analysis of the **M** and **A** matrices. The **M** matrix reveals that iModulon gene membership is largely non-overlapping, with 82% of 1385 iModulon genes belonging to a single iModulon. The remaining 18% of iModulon genes belong to, at most, four iModulons, revealing an intricate underlying network structure with iModulons being linked through shared genes. Specifically, cellular respiration-associated iModulons were found to have a high number of multi-iModulon genes present in more than two iModulons. The **M** matrix thus highlights genes linked to multiple independent transcriptional signals, thereby showcasing the complexity of regulation of certain cellular functions.

The activation state of the iModulons across the conditions represented in the RNA-seq compendium is provided by the **A** matrix, which quantifies the response of an iModulon under all experimental conditions. We demonstrated that the correlation between iModulon activities (i.e. rows of **A**) can be driven by conditions within specific projects, or can represent global relationships across all projects. By analyzing the fear-greed and cellular respiration-associated stimulons, PRECISE-MG1655 aids in characterizing relationships between groups of iModulons activated in a coordinated manner. Conversely, we use the columns of **A** to identify conditions that elicit similar transcriptomic responses, thereby demonstrating a novel application of the **A** matrix. Such an approach may be useful in designing a minimal condition space for the transcriptomic analysis of bacterial species. Furthermore, while we find that most conditions cluster together in a project-specific manner, iModulons highlight unique trends within projects. In particular, our case study on the “SNPv2” project identifies cellular respiration and motility as the main cellular functions significantly impacted by supplementation with different carbon and nitrogen sources at specific concentrations. Together, the **A** matrix provides a unique lens to study and compare both transcriptional dynamics (rows of **A**) as well as the conditions that elicit transcriptional responses in the bacterium (columns of **A**).

Importantly, our study provides a crucial improvement to previous PRECISE knowledgebases through the purification of iModulon gene membership by only utilizing wild-type samples from a single strain. By comparing the iModulon structures obtained from the PRECISE-MG1655 and PRECISE-1K datasets, we discovered that gene membership of 61 iModulons of PRECISE-MG1655 are well correlated (Pearson’s *r* ≥ 0.5) with iModulons of PRECISE-1K despite the presence of samples of mixed genetic background in the PRECISE-1K dataset. These iModulons, representing functions such as carbon and amino acid metabolism, are clear signals within the transcriptome that are consistently detected by ICA. However, we found that 35 iModulons of PRECISE-1K without a match in PRECISE-MG1655 are associated with ALE or genetic alterations. The effects of genetic perturbations are also evident in the well-correlated iModulons. Comparison of well-correlated iModulons between PRECISE-1K and PRECISE-MG1655 reveals changes in gene membership caused by TRN adaptations to genetic perturbations. Our case studies on the UC-4 iModulons, Sugar Diacid iModulons, and SoxS iModulons extracted from both datasets reveal that genes unique to the PRECISE-1K iModulons often do not reflect native regulation. Rather, they are linked to TRN adaptations due to genetic perturbations, allowing us to gain further insight into the malleable nature of the TRN. Additionally, these case studies show that inclusion of samples with variable genetic backgrounds results in the inclusion of genes with low weights in iModulons, thereby corrupting iModulon gene membership. Altogether, PRECISE-MG1655 highlights the need for datasets containing only single-strain wild-type samples to facilitate studies on wild-type regulation in a strain of interest.

Our characterization and analysis of the “purified” iModulon structure uncovered using the PRECISE-MG1655 dataset culminates in the construction of an iModulon-based graphical representation of the *E. coli* MG1655 TRN. This graphical representation is a multi-scale map of 45 iModulons, capturing the most interconnected and complex networks within the TRN based on iModulon gene membership. It uncovers inter-iModulon relationships based on gene membership and regulation in the wild-type strain. We aim to further develop the TRN map to generate a comprehensive iModulon-based representation of the TRN.

While the application of ICA to the PRECISE-MG1655 dataset uncovers a detailed iModulon structure for the TRN of this model strain, the comprehensiveness of the iModulon structure is limited by the condition space of the dataset. We find that 68% of genes are not found within any iModulon, either due to lack of activation or lack of activation in a coordinated manner with other genes. In order to increase iModulon gene coverage, there is a need to expand the PRECISE-MG1655 dataset through the addition of new samples (Supplementary Note S9). Previous studies have improved iModulon structures by adding samples grown under new sets of diverse conditions, such as various antibiotic treatments [48, 49] and use of different media types and growth phases [50]. The expansion of these datasets has not only provided key biological insights, but have also resulted in the extraction of new iModulons, thereby improving iModulon gene coverage. Additionally, underexplored condition types, such as high cell density growth that has been found to cause novel shifts in the transcriptome [51], hold potential in activating new gene sets. Such diverse conditions may also aid in activating genes with no known activation conditions. However, these conditions are often difficult to access and implement within a laboratory setting. Nevertheless, we expect the addition of new diverse condition types to PRECISE-MG1655 to contribute toward building a comprehensive top-down delineation of the TRN.

Thus, the PRECISE-MG1655 knowledgebase is a valuable resource for studying transcriptional regulation in the model wild-type strain *E. coli* MG1655 at the genome-scale. It enables a detailed exploration of the TRN through iModulon analysis and serves as a basis for understanding how the strain accommodates perturbations by rewiring transcriptional regulation. Together, PRECISE-MG1655 establishes the foundation for a quantitative TRN for the widely used *E. coli* MG1655 and serves as a reference for building and analyzing similar knowledgebases for other bacterial strains.

## Supplementary Material

gkag059_Supplemental_Files

## Data Availability

All code and data (aside from raw RNA-seq files) used to generate the results in this paper can be found on Zenodo (https://doi.org/10.5281/zenodo.15665274). New RNA-seq data reported in this study are publicly available, with the accession numbers listed in Supplementary Table S10. The M matrix, A matrix, M-binarized matrix, and iModulon table are also available in Supplementary Table S3, Supplementary Table S4, Supplementary Table S5, and Supplementary Table S6, respectively. The general iModulon analysis pipeline can be found on Zenodo (https://doi.org/10.5281/zenodo.18238196).

# Supplementary material for: The transcriptional regulatory network of the Escherichia coli MG1655 reference strain
**Source:** Nucleic Acids Res. 2026 Feb 2;54(3):gkag059. doi: 10.1093/nar/gkag059
**Supplement:** gkag059_Supplemental_Files

# Supplementary Information:

## The transcriptional regulatory network of the *Escherichia coli* MG1655 reference strain

Heera Bajpe<sup>1</sup>, Jongoh Shin<sup>1</sup>, Ying Hefner<sup>1</sup>, Richard Szubin<sup>1</sup>, Jaemin Sung<sup>1</sup>, Yuan Yuan<sup>1</sup>, Bernhard O. Palsson<sup>1,2,3,4,5\*</sup>

### Supplementary Figures:

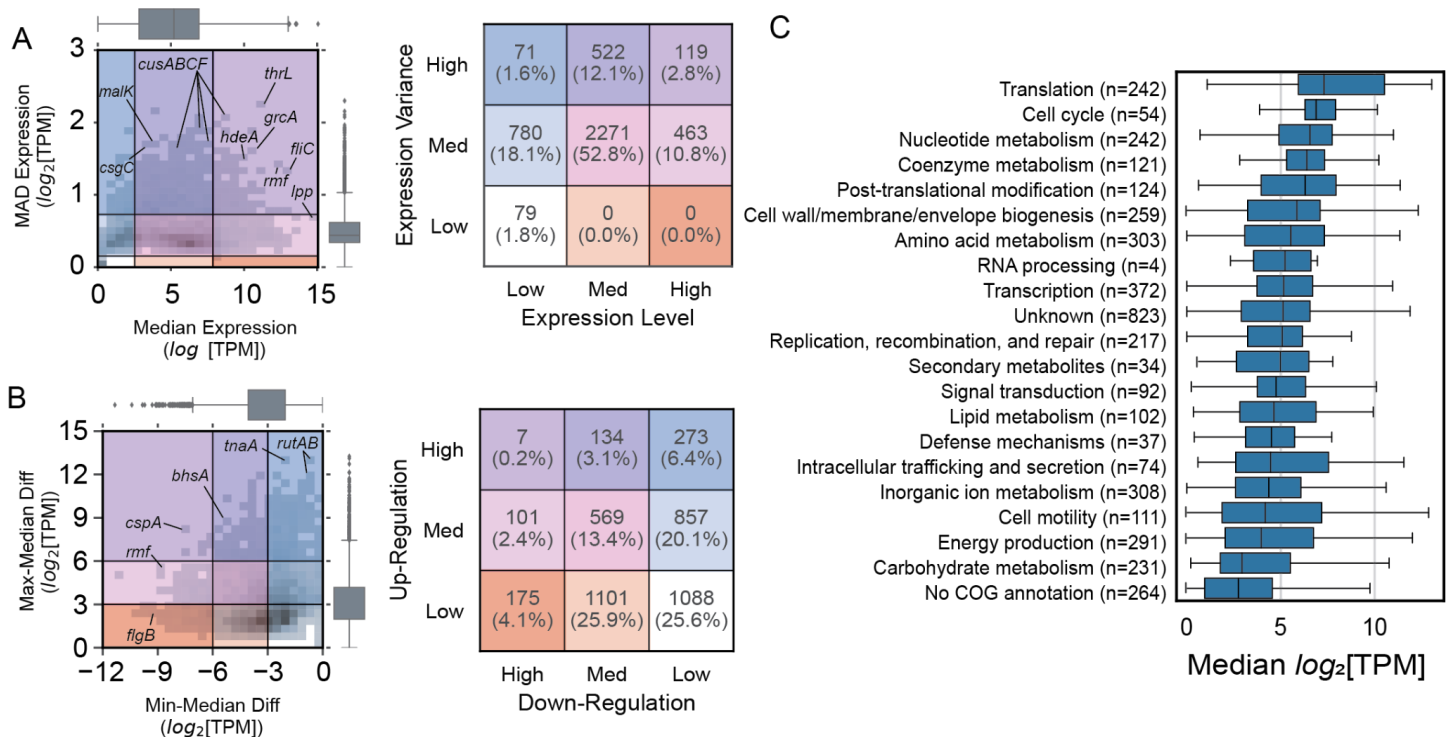

**Supplementary Figure S1. Gene categorization based on expression and variability in expression.** (A) 2-D histogram of median gene expression plotted against median absolute deviation (MAD) of gene expression for all genes. The legend depicts the expression categories along with a gene count per category. The bounds for each category is defined at median  $\pm 1$  standard deviation. (B) 2-D histogram of difference between minimum and median expression plotted against the difference between maximum and median expression for all genes. The legend depicts the regulatory categories along with a gene count per category. The bounds for each category are defined as follows: low-to-medium split at 3  $\log_2[\text{TPM}]$  units (8-fold change from median expression); medium-to-high split at 6  $\log_2[\text{TPM}]$  units (32-fold change). (C) Median expression of gene categories based on cluster of orthologous group (COG) annotations.

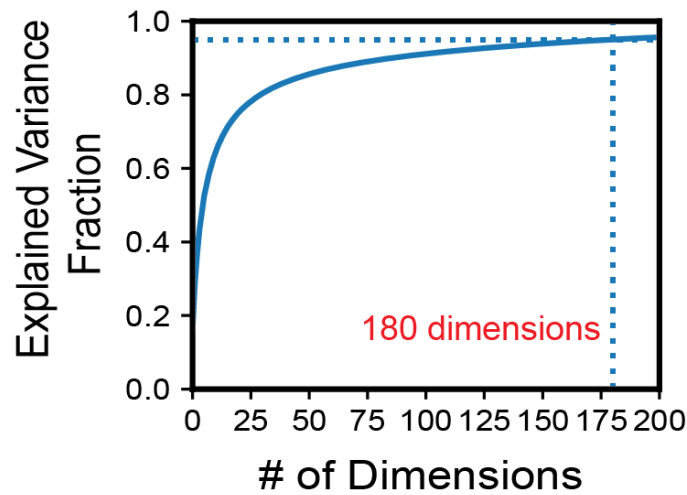

**Supplementary Figure S2.** Cumulative explained variance plot depicting the total number of principal components required to explain 95% of variance in gene expression in the dataset.

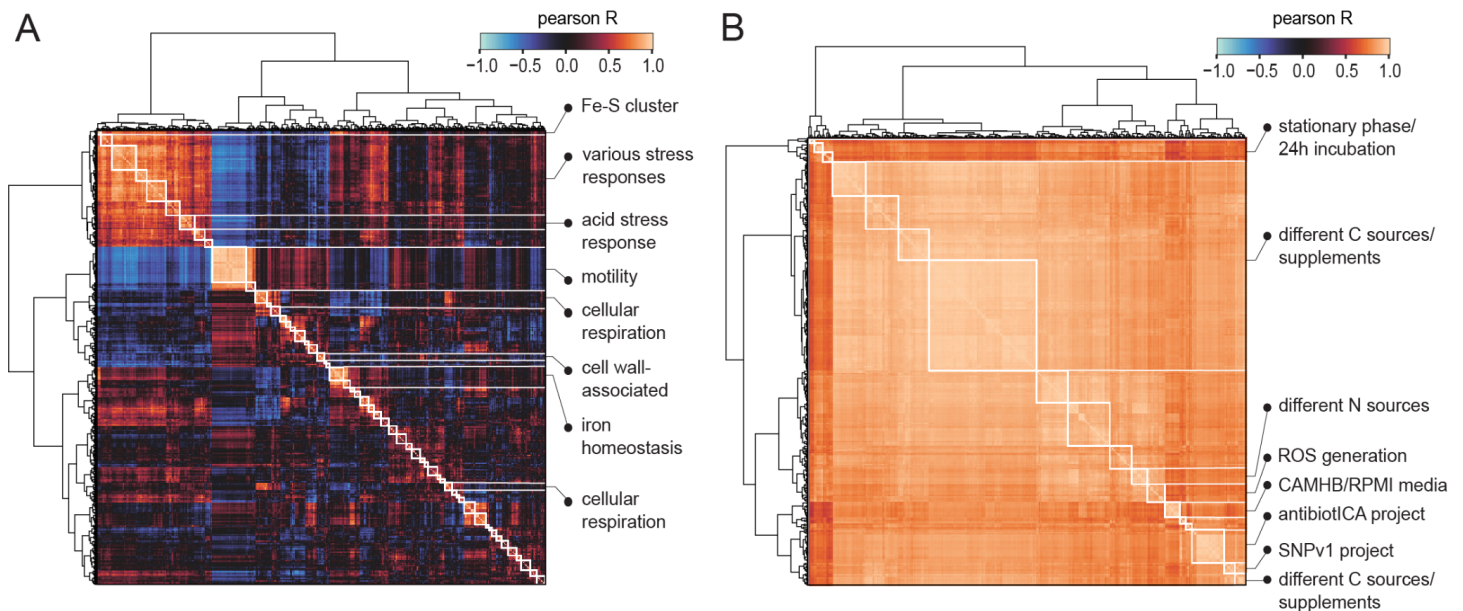

**Supplementary Figure S3. Clustermaps of gene expression matrix.** (A) Clustermap of Pearson's  $r$  correlation of gene expression across all samples in the compendium for genes with high variability in expression. Variability in gene expression was calculated as the median absolute deviation across the dataset for each gene. Genes with high expression variability were defined as: expression variability > median expression variability across all genes + 1 standard deviation. (B) Clustermap of Pearson's  $r$  correlation of sample expression profiles for all samples in the compendium.

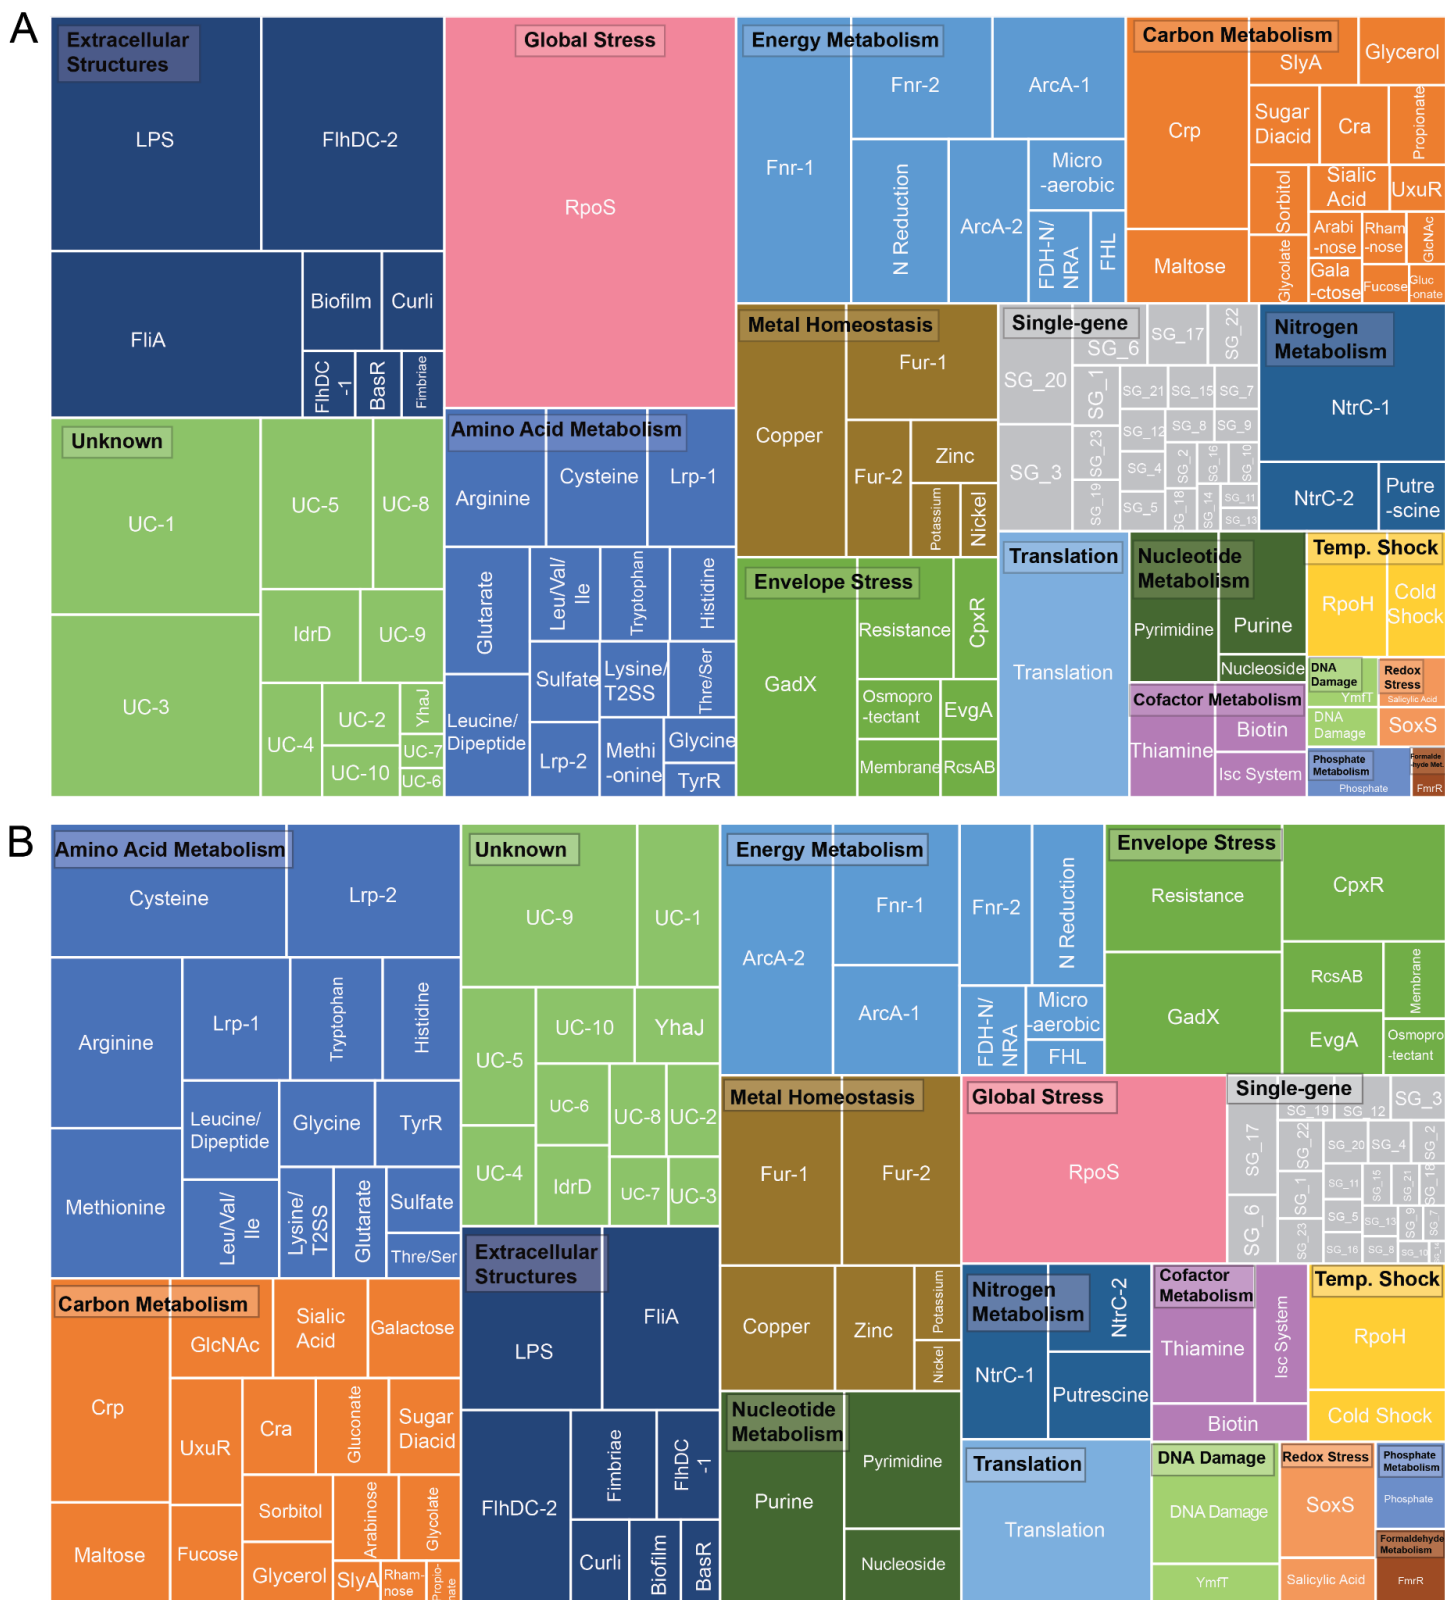

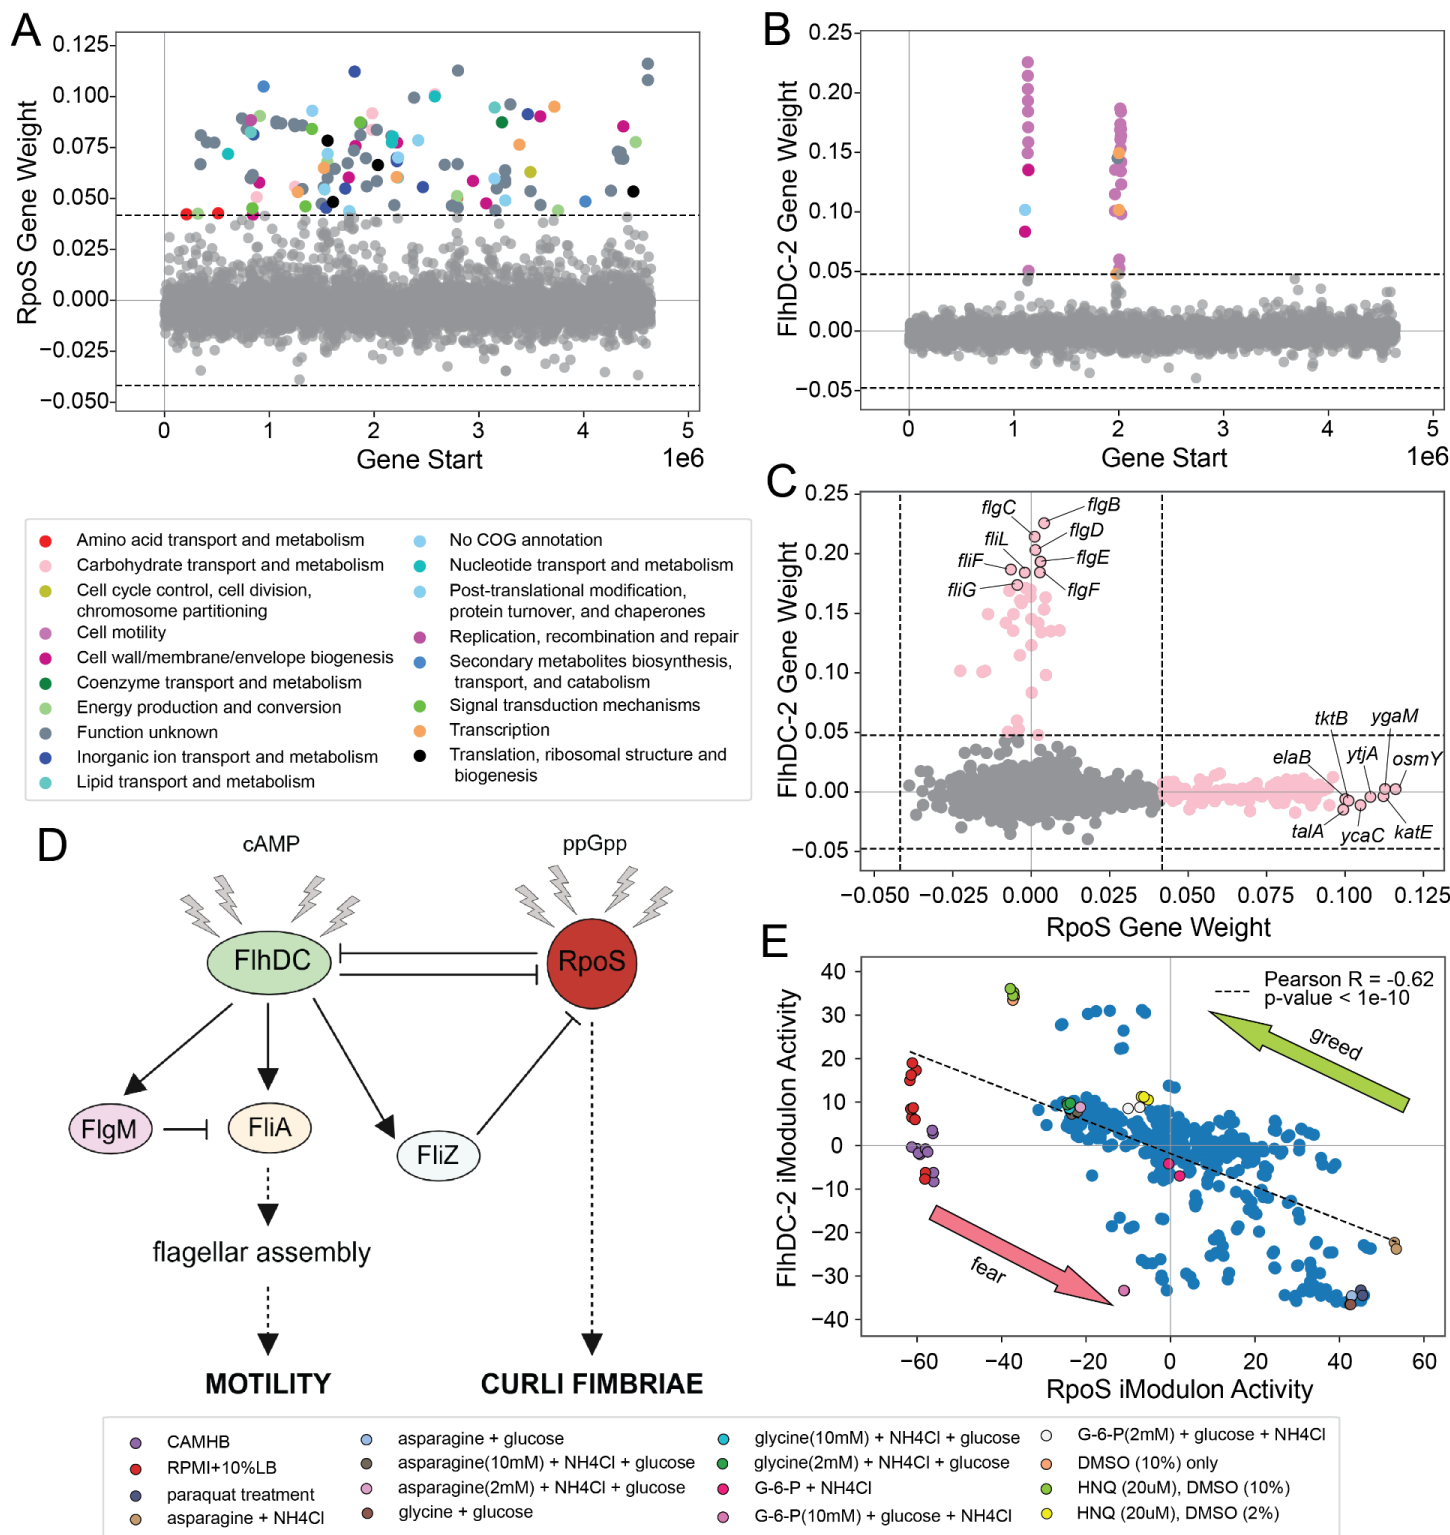

**Supplementary Figure S5. iModulon case study.** (A-B) Gene membership of RpoS (A) and FlhDC-2 (B) iModulons. Each scatter plot depicts iModulon gene weights for all genes plotted against genomic position. COG categories for iModulon gene members are described in the legend. (C) Differential iModulon membership plot for the RpoS and FlhDC-2 iModulons. Dotted lines represent the gene weight threshold for each iModulon. Pink and gray dots are used to depict whether a gene is present in only one of the iModulons or does not belong to either iModulon, respectively. Highly weighted genes in each iModulon are labelled. (D) Simplified network of regulation of motility by FlhDC and RpoS. (E) Activity phase planes for RpoS and FlhDC-2 iModulons. Select conditions have been highlighted and described in the legend (G-6-P: glucose-6-phosphate).

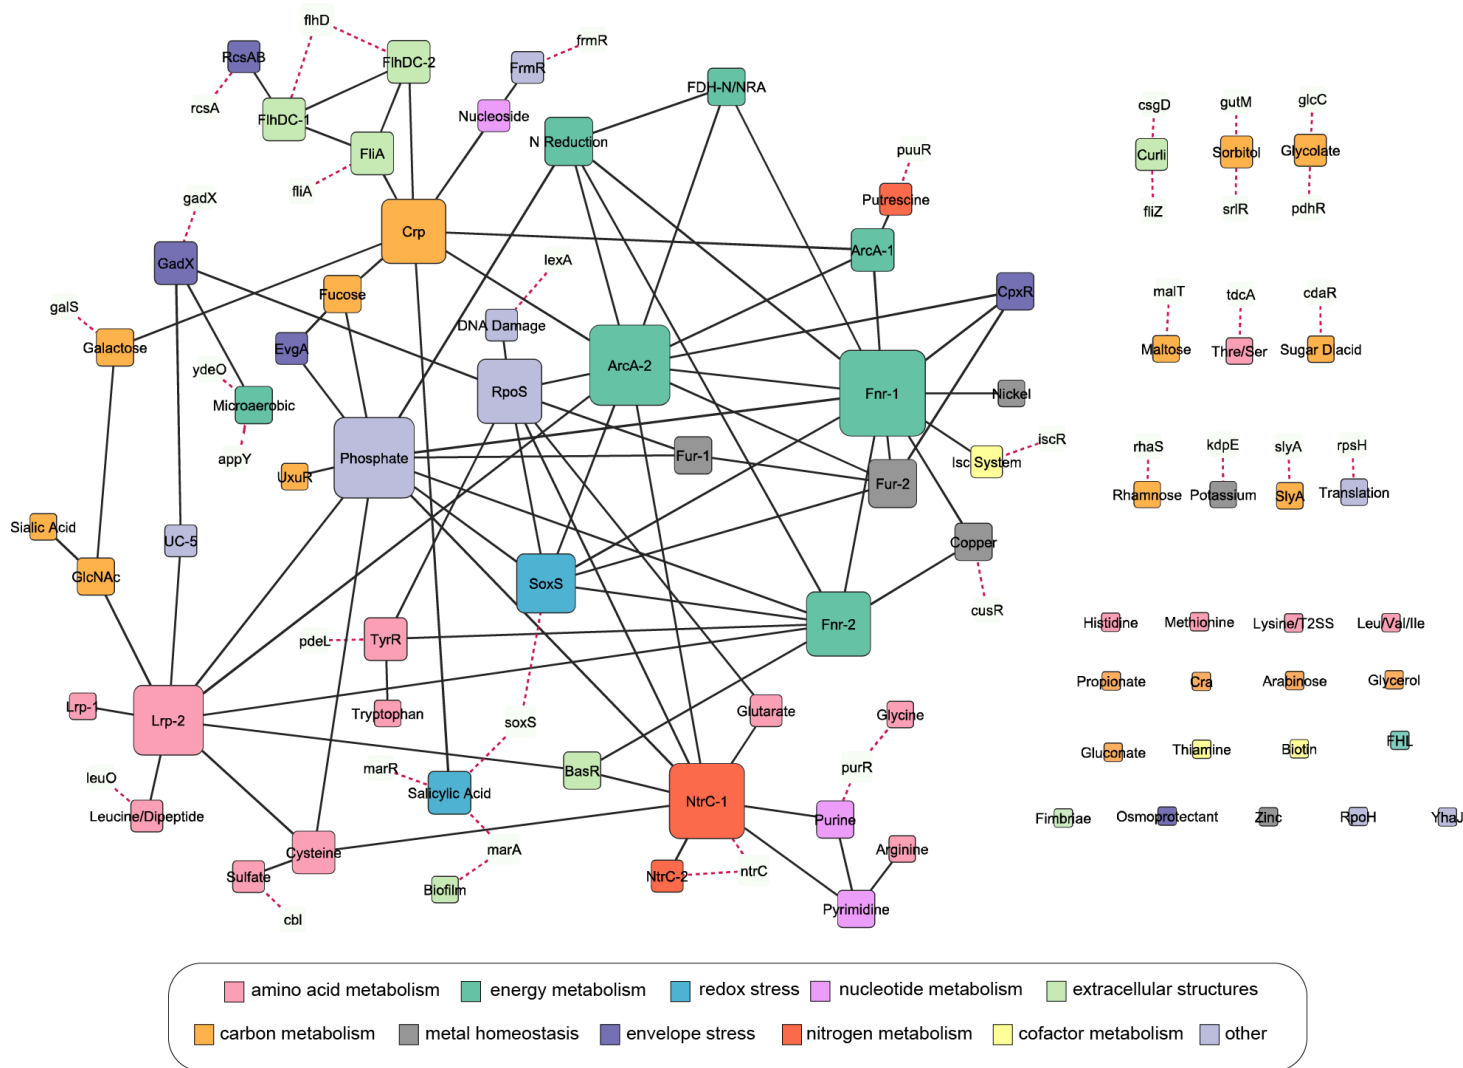

**Supplementary Figure S6.** Network map of regulatory iModulons in PRECISE-MG1655. The 77 regulatory iModulons are represented by nodes, with each node being colored by functional category of the iModulon. Solid black edges between two iModulons indicate that they share at least one gene. Regulatory genes linked to iModulons through red dashed edges indicate that (1) the iModulon is enriched for the regulon of the regulator and (2) the regulator belongs to at least one iModulon. iModulon nodes are sized based on node degree.

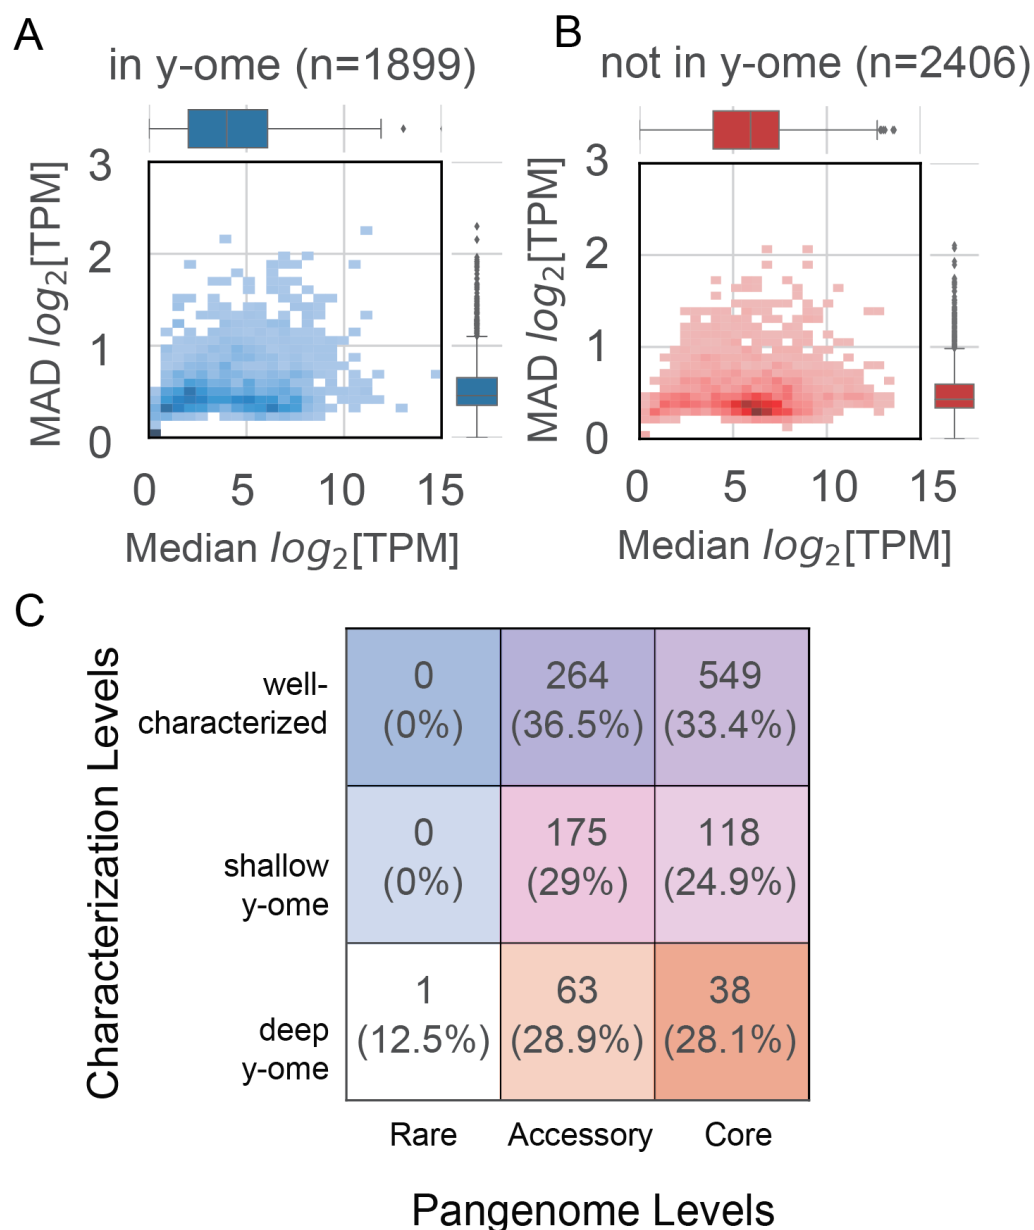

**Supplementary Figure S7. Y-ome analysis.** (A,B) 2-D histogram of median gene expression vs median absolute deviation (MAD) of gene expression of poorly annotated genes (partial characterization or uncharacterized) (A) and well characterized genes (B), respectively. (C) iModulon genes categorized based on coverage of gene characterization and pangenome levels.

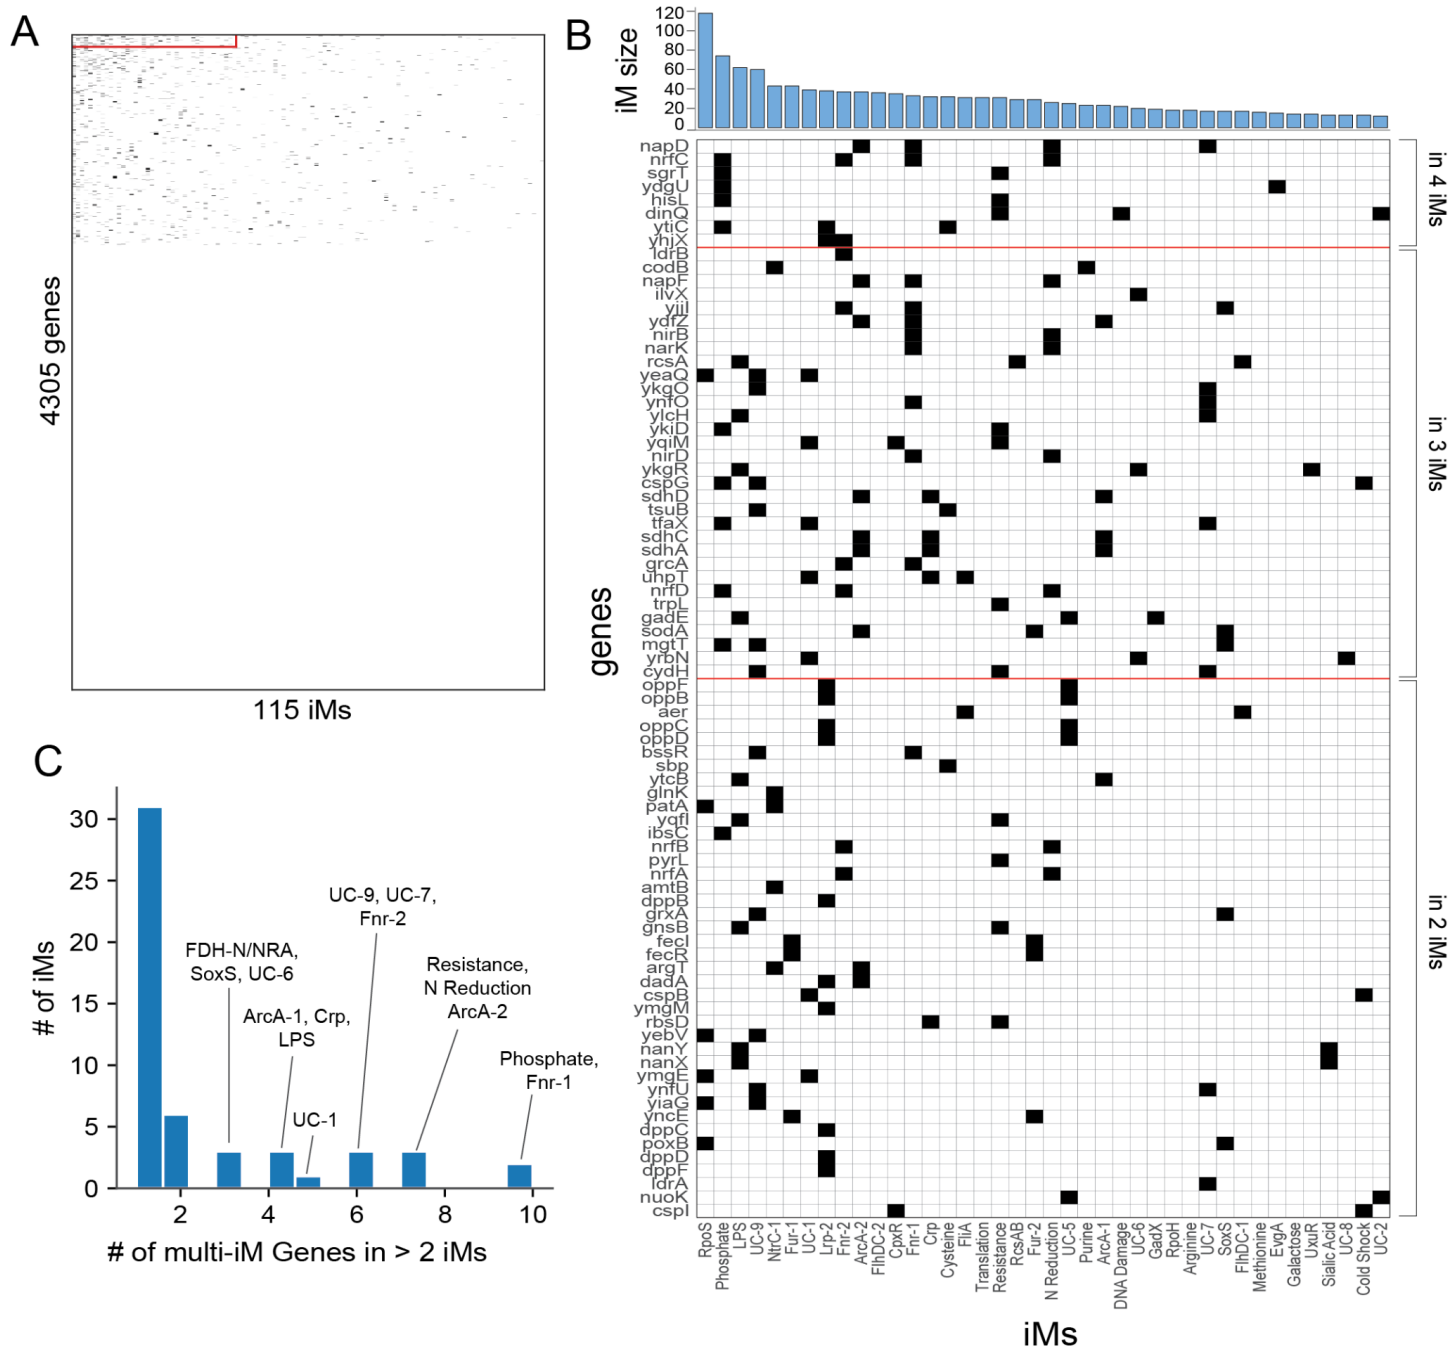

**Supplementary Figure S8. Binarized M matrix.** (A) Plot of binarized M matrix. Black cells indicate that a gene belongs to the iModulon in the corresponding column. Both rows and columns are ordered by descending order of sum. Region in the red box represents the zoomed-in region depicted in Fig. 2F. (B) Higher resolution version of Fig. 2F representing top 10% of entries in gene presence/absence plot (40 iModulons/80 genes). Genes are sorted by iModulon membership count and iModulons are sorted by size in descending order. The bar chart represents the size of each iModulon. (C) Histogram of iModulon counts based on the count of multi-iModulon genes in more than two iModulons. (iM: iModulon)

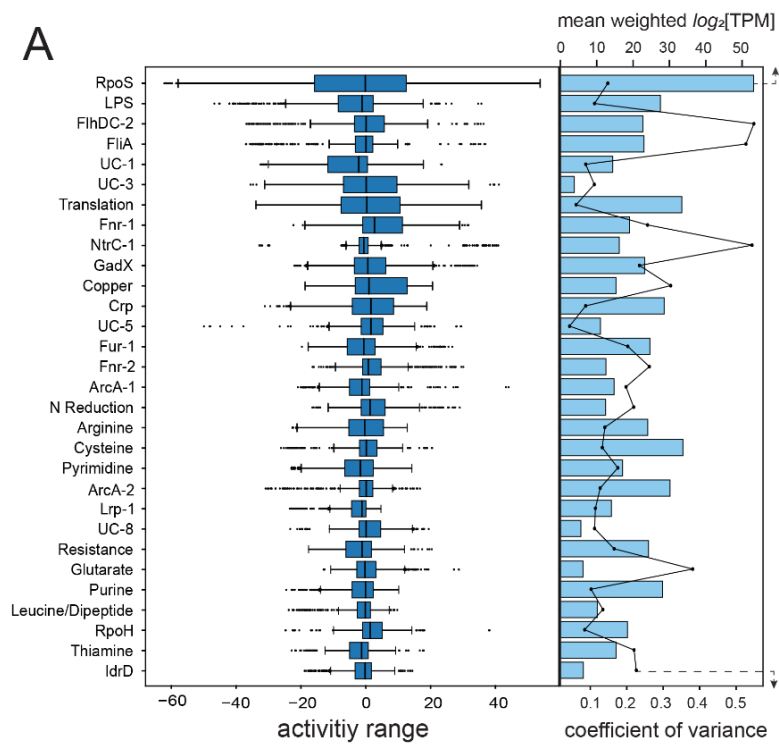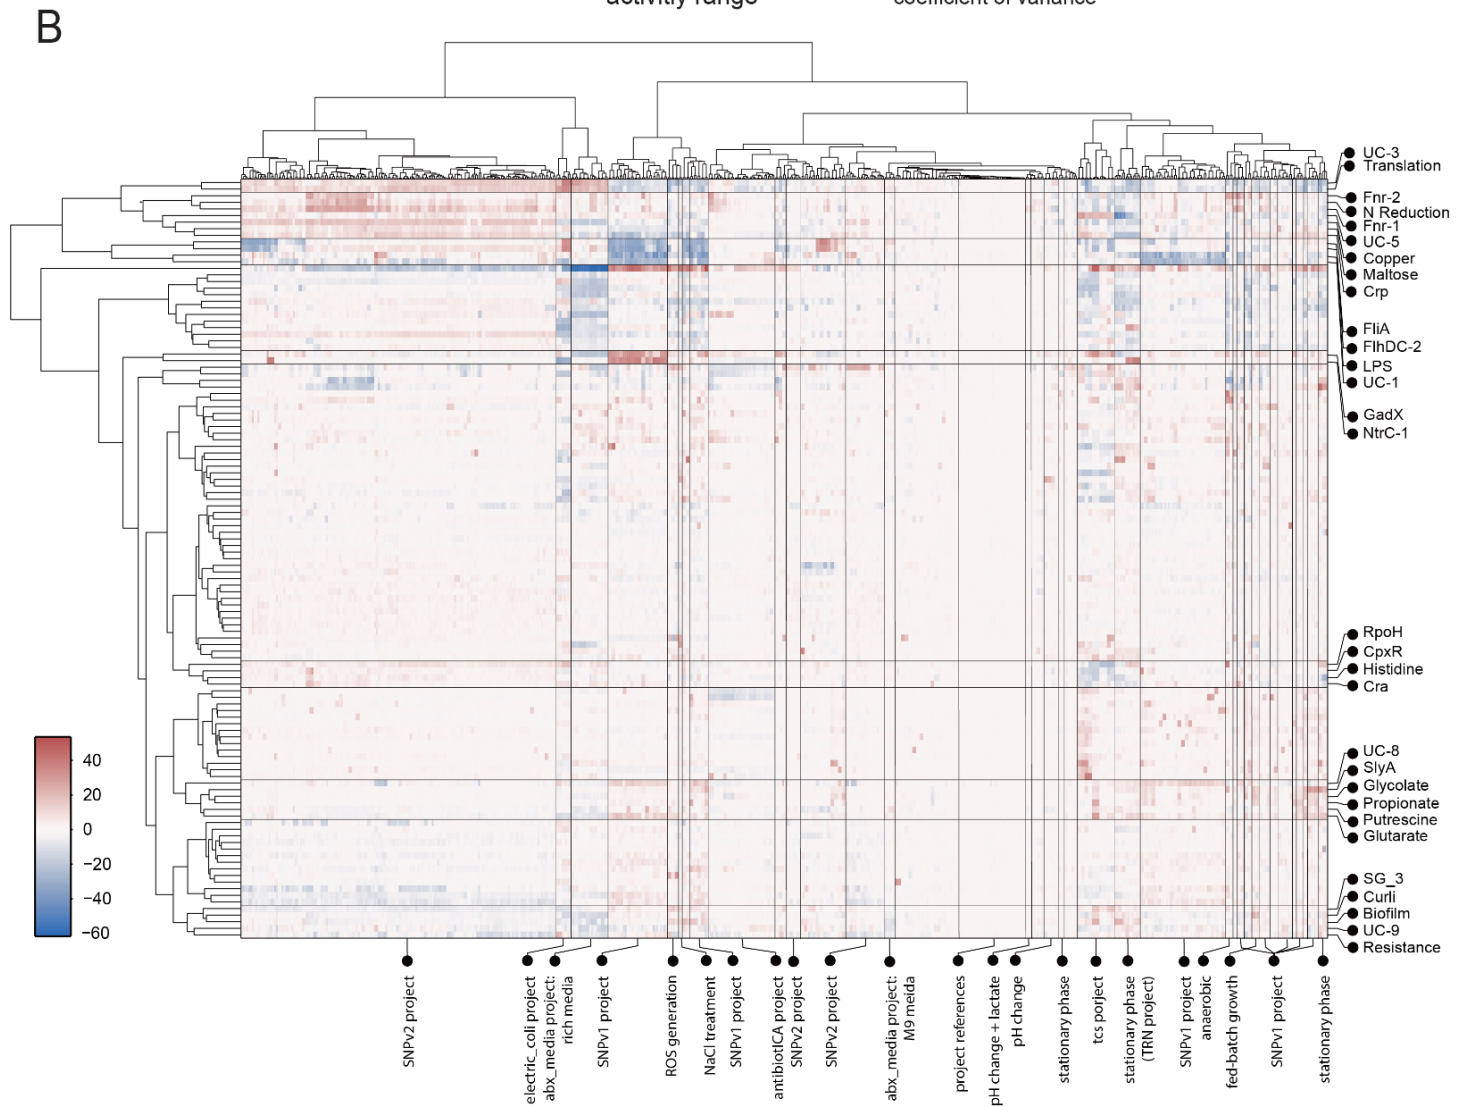

**Supplementary Figure S9. Rows of the A matrix.** (A) Activity ranges of the top 30 iModulons in PRECISE-MG1655 based on explained variance. iModulons are ordered by explained variance in descending order. Bar plot depicts the mean weighted  $\log_2[\text{TPM}]$  for each iModulon in project reference conditions (see Supplementary Note S6). Line plot displays the coefficient of variance for the weighted  $\log_2[\text{TPM}]$  of each iModulon across the project reference conditions. (B) Clustermap of A matrix. Rows are labelled with iModulon clusters of interest. Columns are labelled by dominant project in each cluster or by condition type.

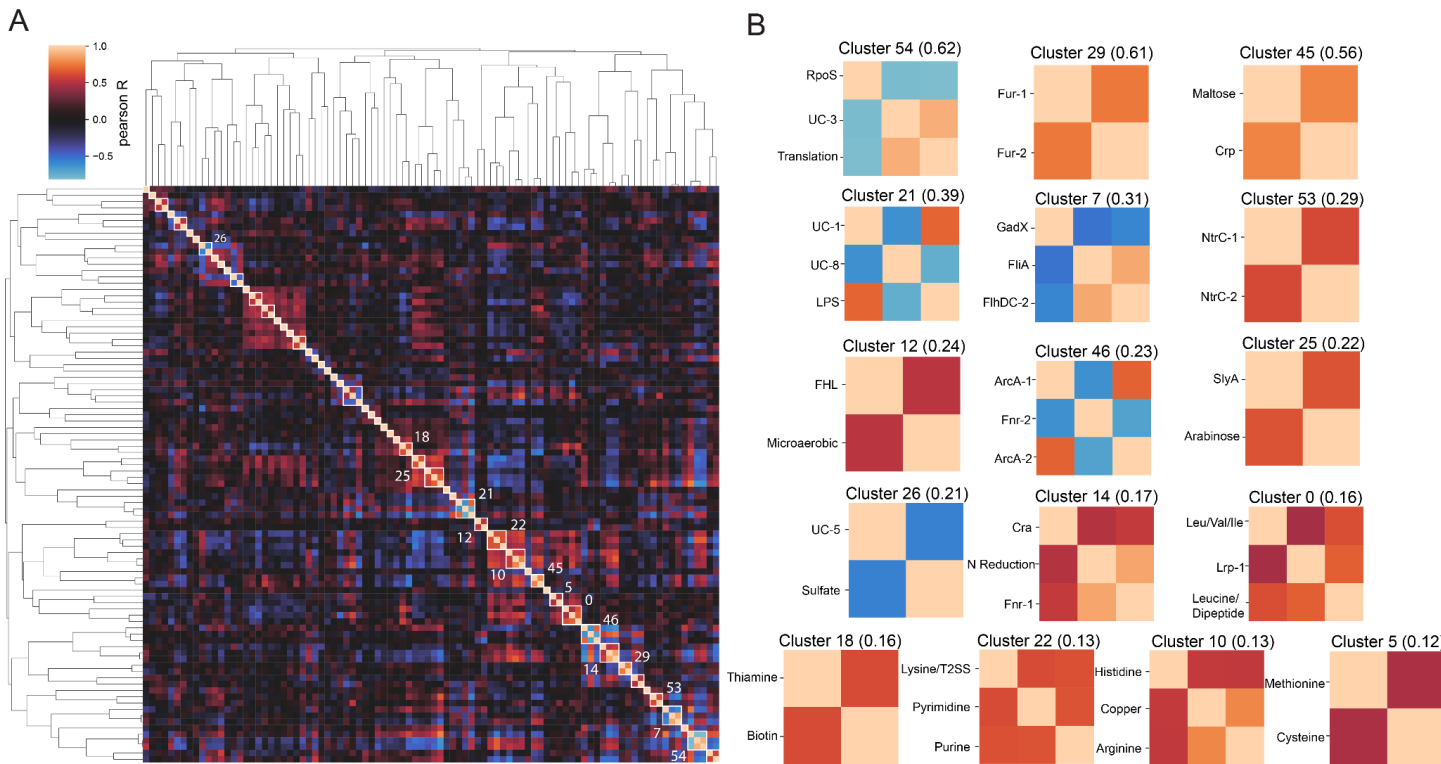

**Supplementary Figure S10.** (A) Clustermap of Pearson's  $r$  correlation of iModulon activities (all non-technical iModulons) across all samples in compendium. (B) Best clusters obtained from clustermap of correlation of iModulon activities across all samples in compendium. Silhouette scores are listed in brackets.

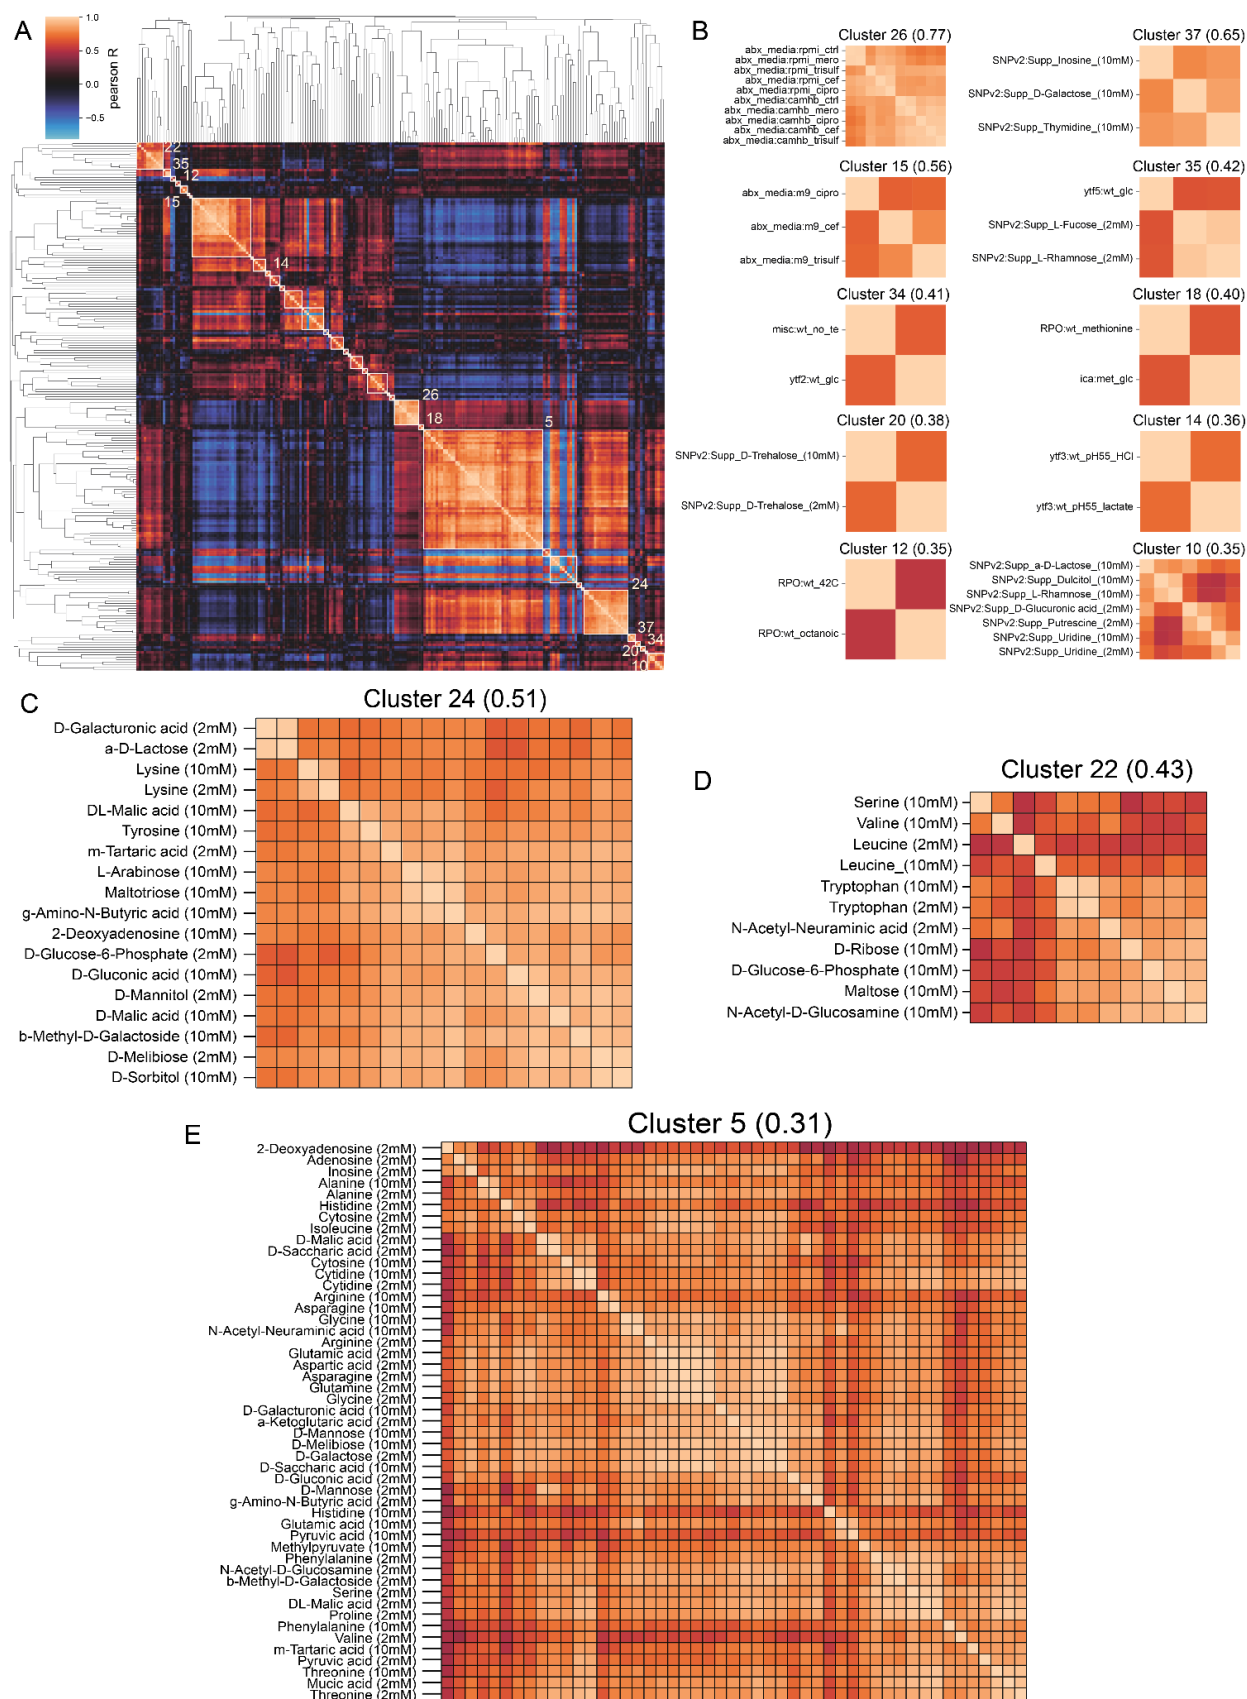

**Supplementary Figure S11.** (A) Clustermap of Pearson's  $r$  correlation of sample activity profiles for select samples. Mean iModulon activity across replicates was used. (B-E) Best clusters (silhouette score > 0.3; listed in brackets) obtained from clustermap of sample activity profile correlation for select samples. Samples are labeled as "project\_name.sample\_id". Clusters 24, 22, and 5 are specific to the "SNPv2" project.

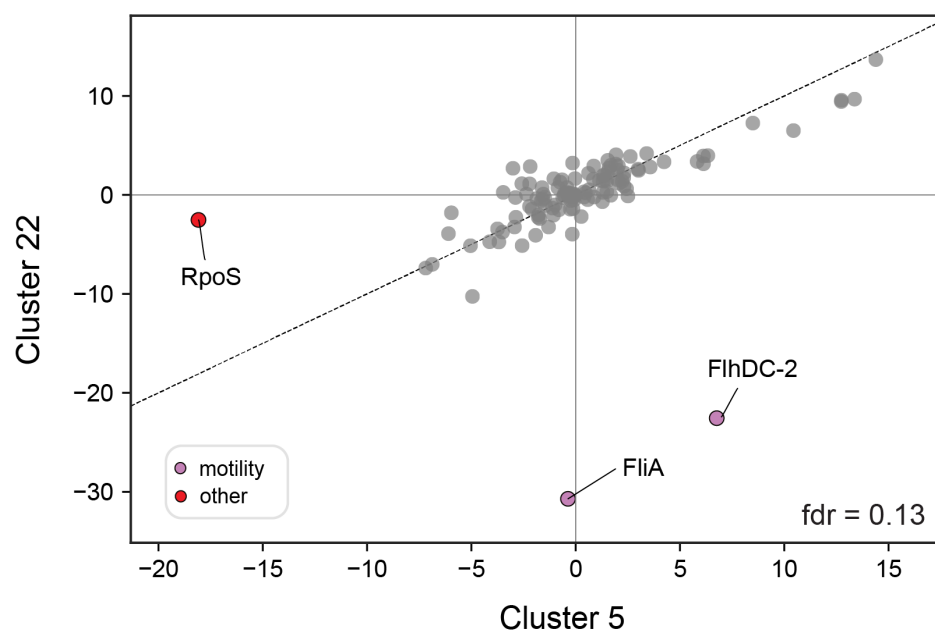

**Supplementary Figure S12.** Differential iModulon activity plot for samples in Cluster 5 vs Cluster 22. Differentially activated iModulons are colored based on their functional category. Samples in each cluster are listed in Supplementary Fig. S11E and Supplementary Fig. S11D, respectively.

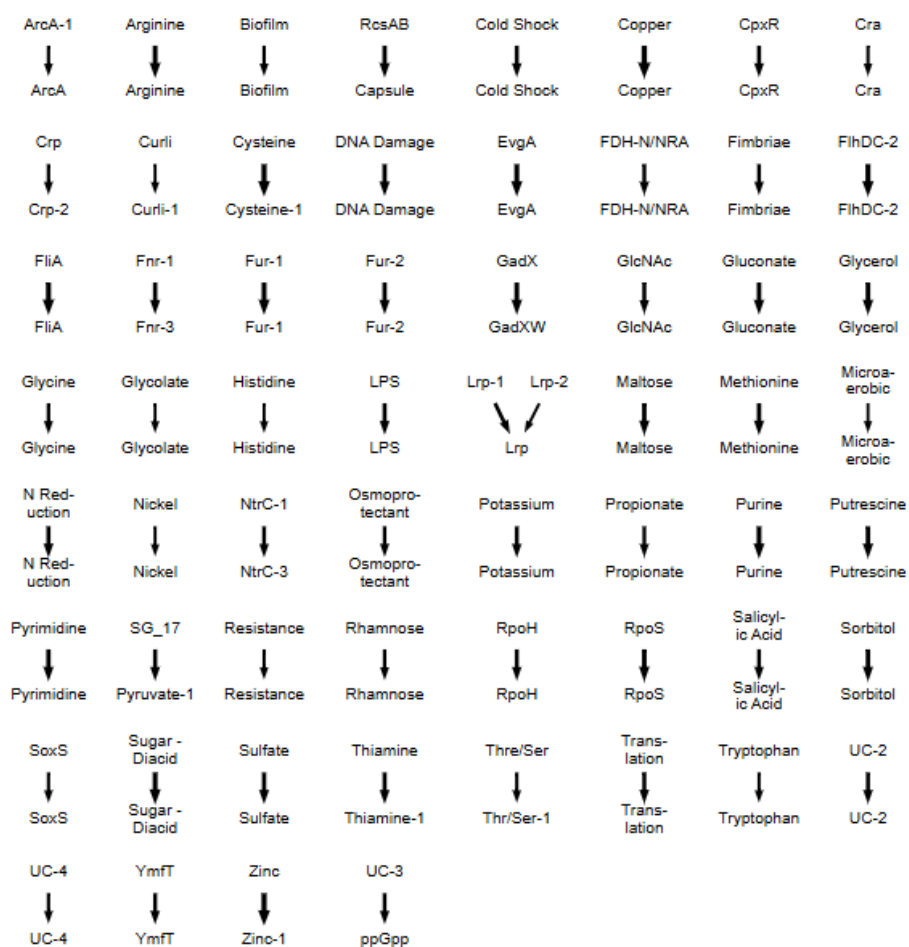

**Supplementary Figure S13.** Mapping of PRECISE-MG1655 iModulons to PRECISE-1K iModulons (Pearson's  $r > 0.5$ ).

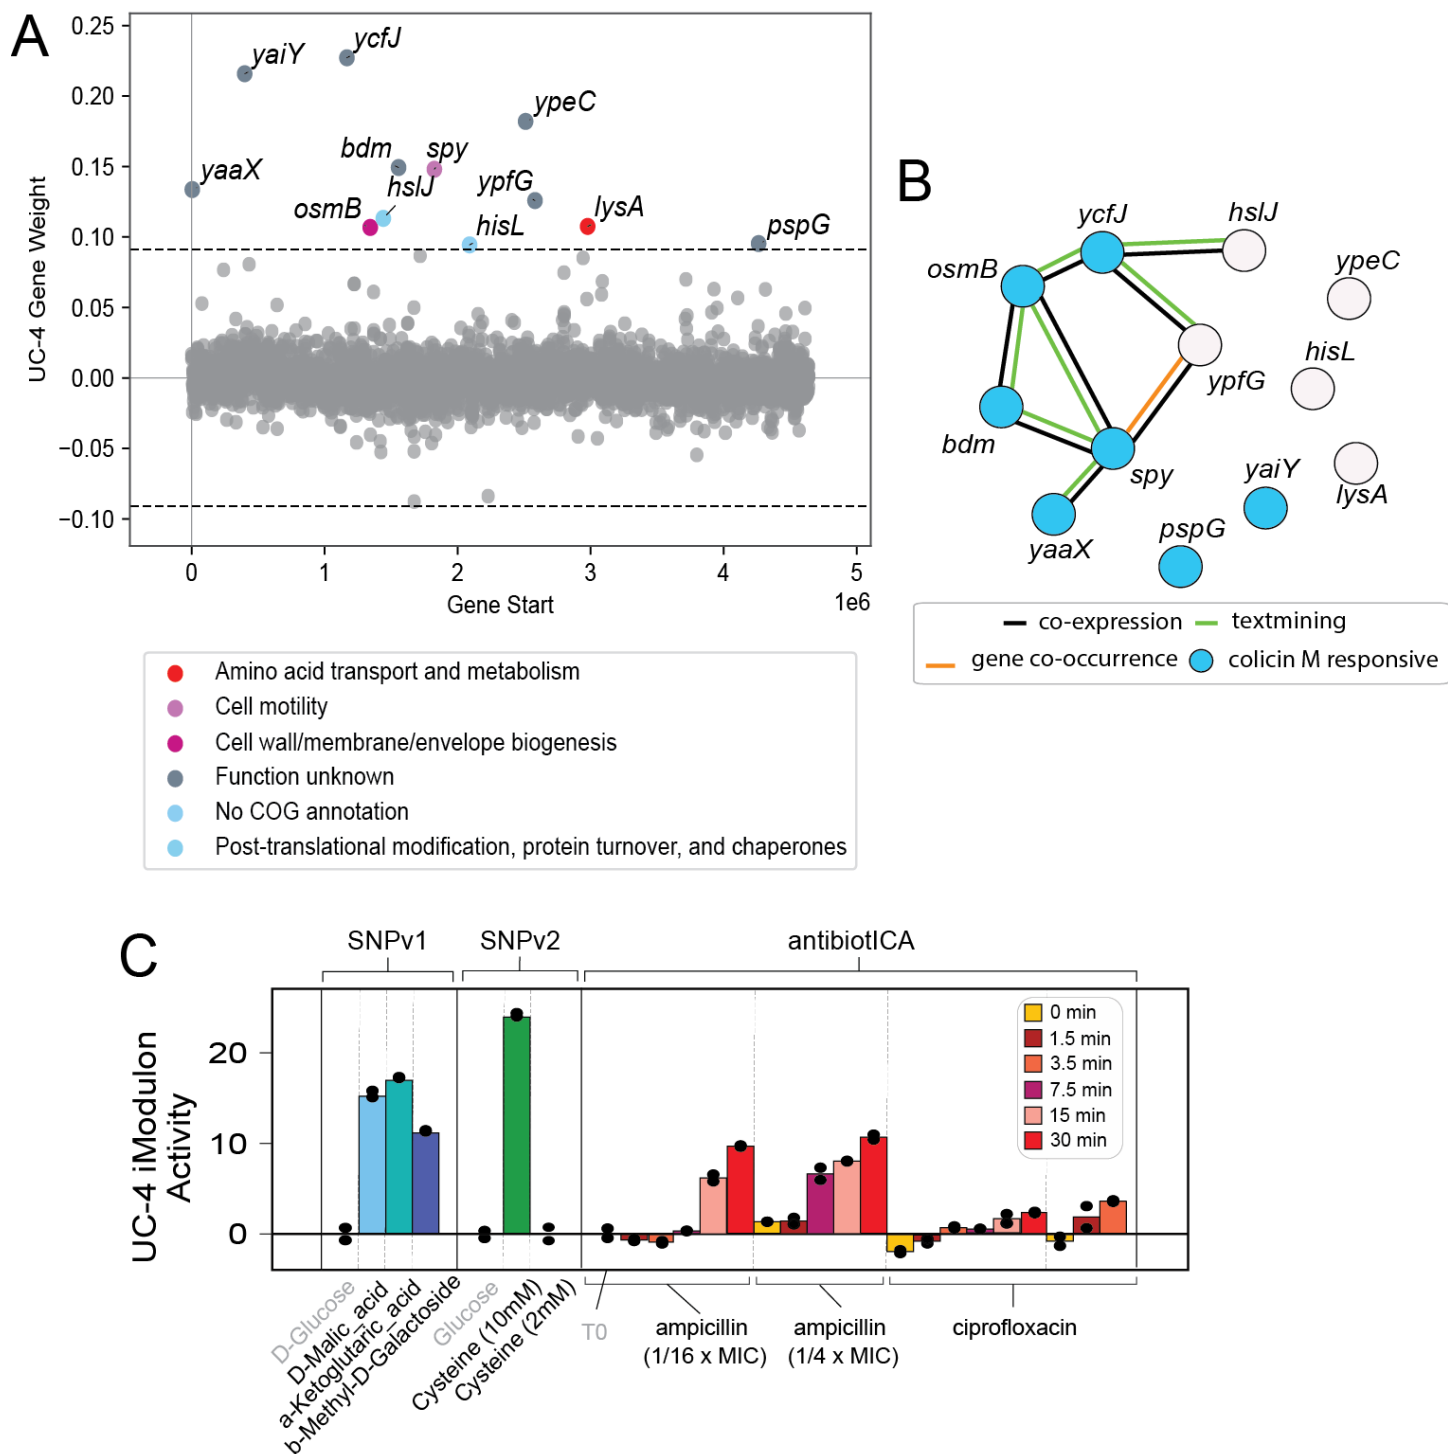

**Supplementary Figure S14. Characterizing the UC-4 iModulon.** (A) Scatterplot of genomic position of all genes plotted against gene weight in the UC-4 iModulon of PRECISE-MG1655. (B) StringDB output for gene members of the PRECISE-MG1655 UC-4 iModulon. Genes previously found to be responsive to bacteriocin colicin M are colored in blue. (C) Activity of the UC-4 iModulon in PRECISE-MG1655 in select conditions. Project names are indicated above the plot, and baseline conditions for each project are labelled in grey.

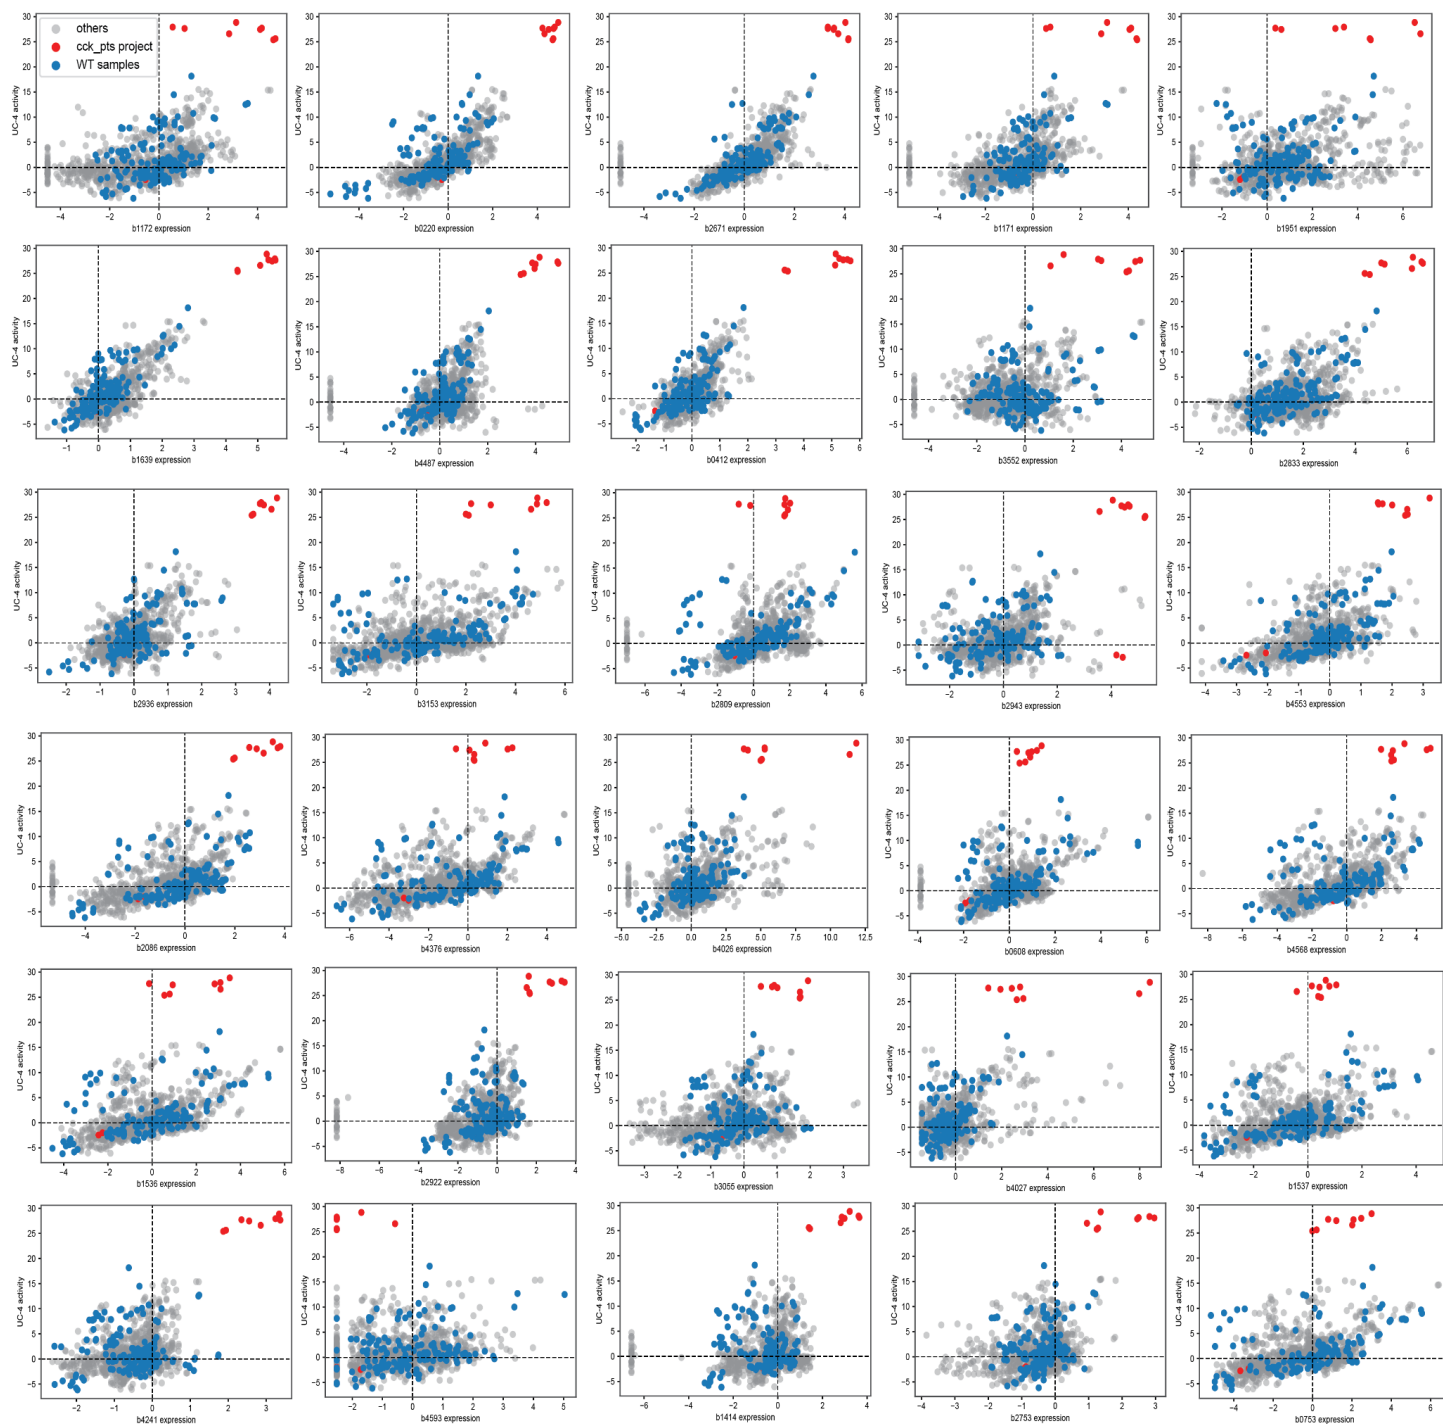

**Supplementary Figure S15.** Scatterplots comparing centered gene expression for all genes unique to the UC-4 iModulon in the PRECISE-1K dataset to the activity of the PRECISE-1K UC-4 iModulon. Genes are ordered by descending order of gene weight in the UC-4 iModulon. (WT: wild-type)

# A

Expression correlation: PRECISE-1K

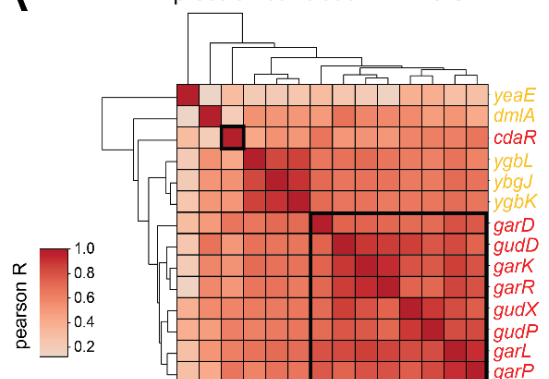

# B

Expression correlation: PRECISE-MG1655

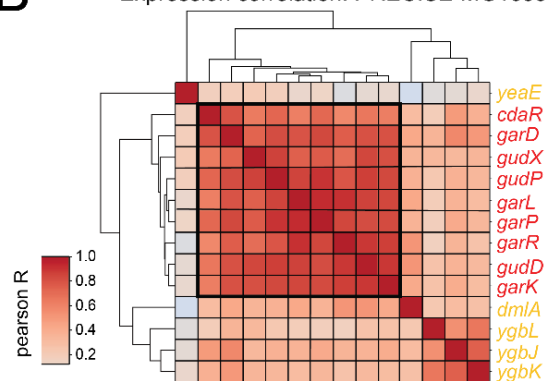

# C

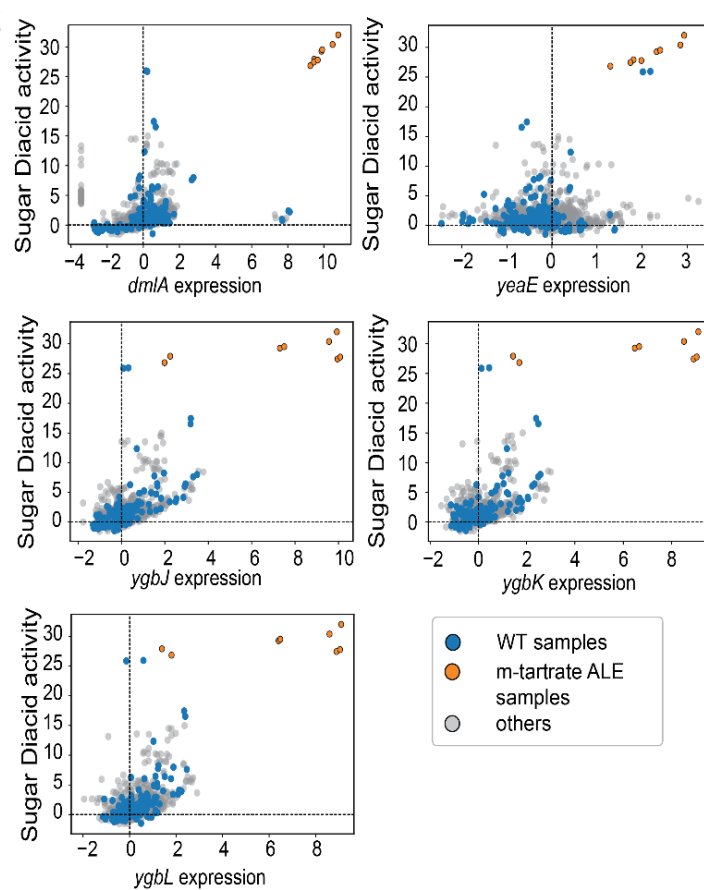

# D

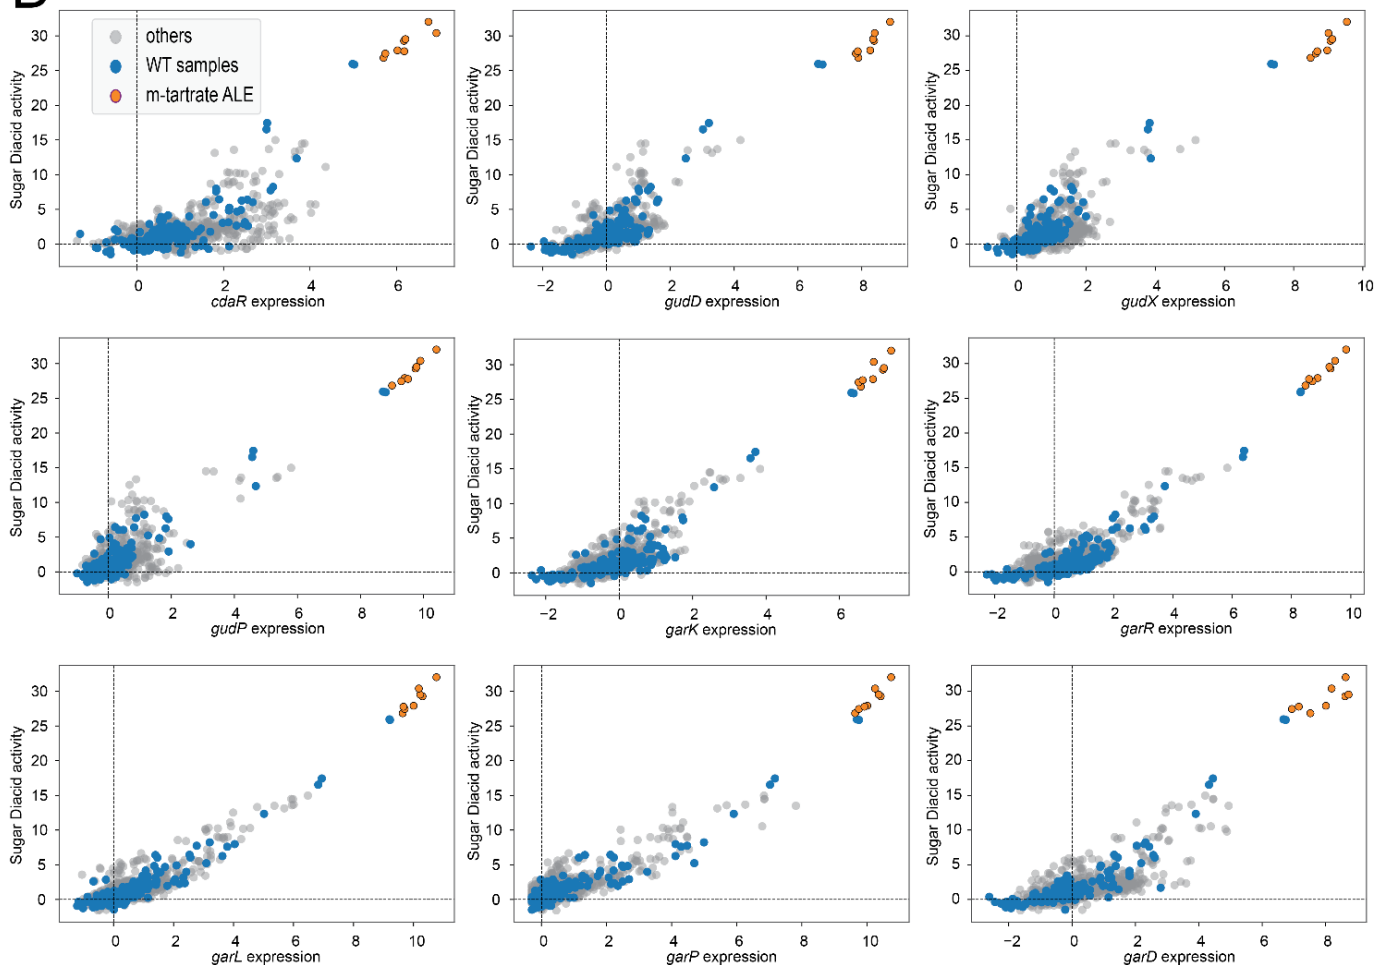

**Supplementary Figure S16. Analysis of the unique genes of the PRECISE-1K Sugar Diacid iModulon.** (A) Clustermap of raw expression correlation (Pearson's  $r$ ) of PRECISE-1K Sugar Diacid iModulon gene members in the PRECISE-1K dataset (red text: shared genes between Sugar Diacid iModulons of PRECISE-1K and PRECISE-MG1655; yellow text: unique genes in the PRECISE-1K Sugar Diacid iModulon). The black boxed regions highlight gene members present in the Sugar Diacid iModulon from both datasets. (B) Clustermap of raw expression correlation (Pearson's  $r$ ) of PRECISE-1K Sugar Diacid iModulon gene members in the PRECISE-MG1655 dataset (red text: shared genes between Sugar Diacid iModulons of PRECISE-1K and PRECISE-MG1655; yellow text: unique genes in the PRECISE-1K Sugar Diacid iModulon). The black boxed region highlights gene members present in the Sugar Diacid iModulon from both datasets. (C) Scatter plots comparing centered gene expression for all genes unique to the PRECISE-1K Sugar Diacid iModulon to Sugar Diacid iModulon activity in the PRECISE-1K dataset. (D) Scatterplots comparing centered gene expression in the PRECISE-1K dataset for all genes shared by the Sugar Diacid iModulons in PRECISE-1K and PRECISE-MG1655 to the Sugar Diacid iModulon activity in the PRECISE-1K dataset. (WT: wild-type; ALE: adaptive laboratory evolution)

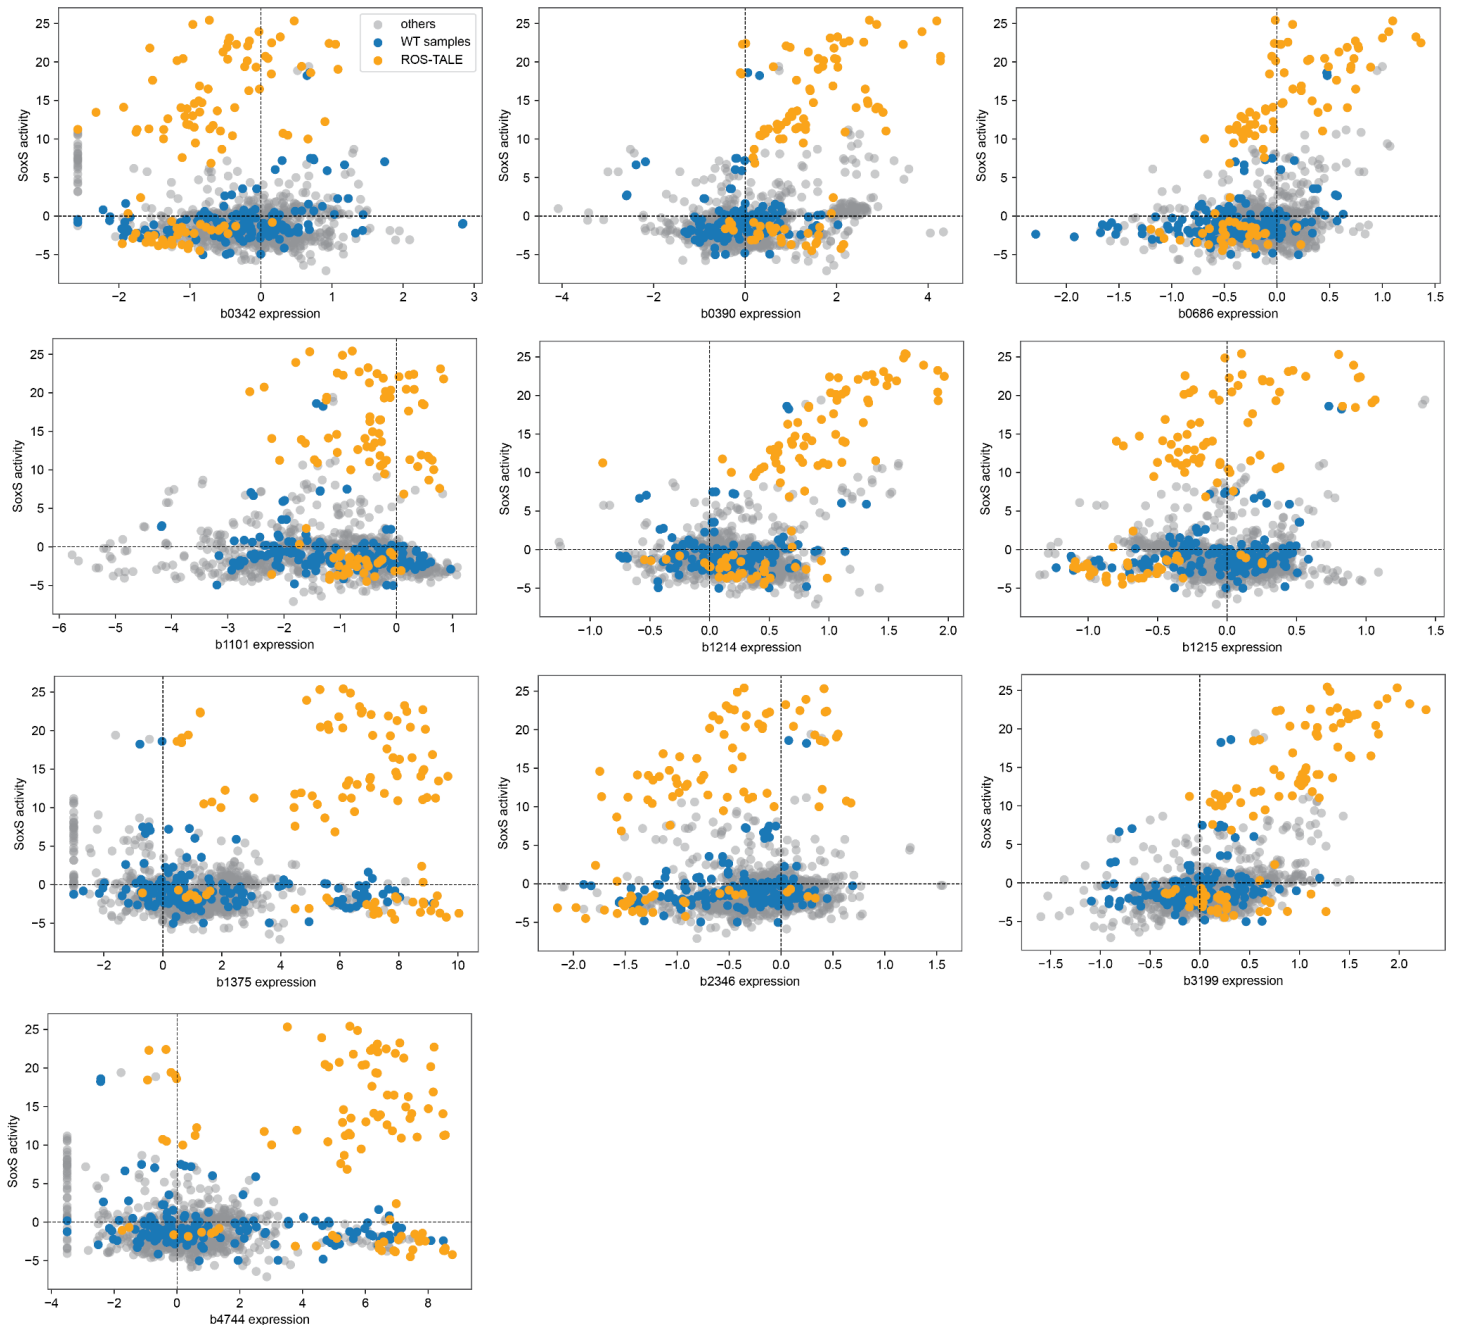

**Supplementary Figure S17. Scatterplots comparing centered gene expression for select genes unique to the SoxS iModulon in the PRECISE-1K dataset to the activity of the PRECISE-1K SoxS iModulon.** The top ten genes with absolute

gene weights closest to the threshold of the SoxS iModulon (threshold = 0.03) were selected (all genes with weights < 0.032 in the SoxS iModulon). (WT: wild-type)

## Supplementary Notes:

### S1. Data reuse in PRECISE-MG1655

In addition to 584 unique RNA-seq samples, the dataset to which ICA was applied contains two samples reused from a previous study in PRECISE-1K. Specifically, the 'wt\_Fe' samples in the 'CFP' project were reused from the 'fur' project. The original 'wt\_Fe' samples from the 'fur' project serve as the reference condition for the project, and were used as the baseline condition to normalize the  $\log_2$ [TPM] data for the two other samples in the project. On the other hand, the reused 'wt\_Fe' samples from the single-condition "CFP" project are normalized to the reference condition of the "control" project (See Methods). Reusing this data with varying normalization methods allows ICA to identify different signals from a single condition.

### S2. Gene categorization based on expression and variation

We have previously demonstrated the ability of the PRECISE-1K database to describe global trends associated with genome-scale gene expression, variation, and regulation(1). Here, we applied a similar approach to leverage the diverse range of conditions in the single-strain PRECISE-MG1655 dataset to categorize genes based on their wild-type expression and variation in expression. First, median gene expression was compared to median absolute deviation (MAD) of expression for all genes. We used MAD to determine gene expression variability due to its robustness to outliers that are observed in gene expression data. Using the distribution thus obtained, we categorized genes based on their expression level and variation (Supplementary Fig. S1A). As previously found using PRECISE-1K, the protein with the highest abundance in *E. coli*, *lpp* (encoding murein lipoprotein), exhibits the highest median expression and a moderate level of variation(2, 3). This category of highly expressed genes with medium variation also includes other genes that are crucial to the maintenance of stability and growth of the bacteria, such as genes encoding outer membrane proteins and ribosomal subunits. 

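In the 16 samples analysed here, *lpp* (b1677, 1757421 to 1757657) had the highest median expression of the 4305 genes, at 15.04 on the log_2_[TPM + 1] scale. It was the most abundant gene in 11 of the 16 samples, and its rank in a single sample ranged from 1 to 12. Without the correction for gene length, as log_2_[CPM + 1], its median ranked 2 among all genes. The SD of *lpp* over the 16 samples was 1.05, which lies at the 52.6 percentile of all genes. The paper measured variation by the median absolute deviation, which outliers affect less, so this percentile is not on the paper's scale. The mean was 13.82 ± 0.19 (SD, n = 2) in the anaerobic samples, where it was lowest, and 16.92 ± 0.13 in stationary phase, where it was highest. This difference was larger than the spread between replicates (SD 0.30 on average).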

Genes with medium to high expression accompanied by high variation appear to be involved in specific stress responses such as acid stress (*hdeA*) or copper stress (*cusABCF*), as well as motility (ex: *fliC*). Additionally, our findings reflect those of PRECISE-1K, with more than 50% of genes having both medium expression and variation. Furthermore, the gene category having both low expression and variation largely consists of prophage genes, insertion sequences, and uncharacterized genes.

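Over the same 16 samples *hdeA* (b3510) had a median log_2_[TPM + 1] of 11.25, which ranked 58 of 4305 genes, and its SD of 2.39 lay at the 94.9 percentile. Its expression was lowest in sorbitol with arginine, at 7.89 ± 0.07 (SD, n = 2), and highest in stationary phase, at 15.09 ± 0.10. For *fliC* (b1923) the median was 12.64, ranked 5, and the SD of 2.74 lay at the 97.5 percentile, with 5.63 ± 0.12 (SD, n = 2) in the anaerobic samples and 14.78 ± 0.06 in acetate. The *cusC*, *cusF*, *cusB*, and *cusA* genes lie in order from 595600 to 601857. Among them *cusC* (b0572) had an SD of 3.85, at the 99.9 percentile, and the SDs of the others lay between the 98.2 and 99.3 percentiles. With a pseudocount of 0.1 the SD of *cusC* was 4.28, and with a pseudocount of 10 it was 2.74. Median expression of *cusA*, *cusB*, *cusC*, and *cusF* was 3.02, 1.93, 2.03, and 2.95, between the 15.0 and 26.9 percentiles of all genes in these samples. All 4 *cus* genes were highest in stationary phase, where *cusC* reached 9.75 ± 0.05 (SD, n = 2). These percentiles of variation use the SD, not the paper's median absolute deviation.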

Next, we studied the influence of regulation on gene expression by assessing the range of expression of each gene (Supplementary Fig. S1B). We found that 74.5% of genes showcase at least medium upregulation or downregulation in the dataset, indicating the extent of the effect of regulation on gene expression. Some genes exhibited relatively larger effects in a single direction. For example, the flagellar gene *flgB* shows a narrow range of expression in the positive direction. However, this gene exhibits large effects in the negative direction, with strong downregulation observed in stationary phase samples. 

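The project analysed here has 2 stationary-phase samples, harvested at an OD600 of 2.0. In them *flgB* (b1073, 1131018 to 1131434) had 60.1 ± 6.34 CPM (SD, n = 2), against 304 ± 4.88 CPM in M9 glucose, a log_2_ fold change of −2.34 (standard error 0.41, adjusted p = 0.000659 from edgeR's quasi-likelihood test). On the log_2_[TPM + 1] scale *flgB* had a median of 8.13 over the 16 samples. It was highest in acetate, at 10.84 ± 0.07 (SD, n = 2), and lowest with paraquat, at 1.66 ± 0.47.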

Genes with both high upregulation and downregulation include *cspA*, whose wide range of expression levels likely contribute to stress response and efficient translation(4, 5). Overall, genes belonging to the functional categories 'Cell Cycle' and 'RNA Processing' have a more narrow range of inducibility in comparison to categories such as 'Translation', 'Motility', and 'Cell wall/membrane/envelope biogenesis' (Supplementary Fig. S1C). Additionally, the expression of genes belonging to categories essential for the basic functioning of cells, such as 'Translation', 'Cell Cycle', and 'Nucleotide Metabolism,' have a higher median expression compared to other categories.

The above findings demonstrate the utility of the PRECISE-MG1655 dataset in enabling the exploration of wild-type gene expression at the genome scale. It highlights both expected and novel trends in gene expression and variation, as well as its potential in mining for genome-wide regulatory signatures.

### S3. Clustering of gene expression matrix indicates underlying structure within data

Of the 4,305 genes with detected expression, we clustered gene expression correlations for all genes with high variability in expression to reveal underlying patterns in gene expression (Supplementary Fig. S3A). Variability in gene expression was calculated as the MAD across the dataset for each gene. As stated in Supplementary Note S2, the MAD was selected due to its robustness to outliers. Genes with high expression variability were defined as: expression variability > median expression variability across all genes + 1 standard deviation. Among the identified clusters, several clusters containing genes involved in stress responses were found, such as oxidative and acid stress. Additionally, many clusters contained genes with shared regulators; for instance, the two clusters associated with iron homeostasis mostly consist of genes regulated by the global transcription factor Fur, possibly revealing patterns within the Fur regulon. Furthermore, two motility-associated clusters with strong negative correlations with the stress response clusters were identified, indicating a trade-off between the expression of motility and stress mitigation genes.

Clustering the correlation of expression profiles of all samples across the compendium revealed that the transcriptome composition across conditions is quite similar (Supplementary Fig. S3B). While some clusters contained samples generated from a single project, several clusters highlighted condition types that result in similar transcriptomic responses in *E. coli* MG1655. 

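For each of the 8 conditions analysed here, Pearson's *r* of log_2_[TPM + 1] between its 2 samples and the 14 samples of the other conditions was averaged. The stationary-phase samples had a mean *r* of 0.835 (SD 0.0041, n = 2 samples), rank 5 of 8 from the lowest. The anaerobic samples had the lowest mean, 0.603, followed by paraquat with 0.772, TB medium with 0.776, and acetate with 0.817. Sorbitol with arginine had 0.837, lithium acetate 0.846, and M9 glucose 0.854. The mean in stationary phase differed from that in sorbitol with arginine by less than the SD between replicates, and from the others by more. The rank of stationary phase stayed at 5 or 6 in the 22 settings tried. Its mean *r* moved most when genes with at least 10 counts in every sample were used, to 0.774. These correlations are across genes, and most pairs of conditions also differ in sequencing run. The stationary-phase samples were harvested at an OD600 of 2.0, which the labels call late log phase. Their rank is among the 8 conditions of this project only, so it does not test a statement about the whole compendium.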

Most stationary phase samples clustered together and were more weakly correlated with the rest of the samples in the compendium. Clustering also revealed patterns within transcriptomic responses elicited using different carbon and nitrogen sources/supplements as well as media types.

### S4. Case Study: Analysis of RpoS and FlhDC-2 iModulons

The RpoS iModulon is the primary stress response iModulon of *E. coli* MG1655, enriched for the regulon of the sigma factor RpoS. Highly weighted genes in this iModulon include *osmY*, *katE*, *ygmA*, and *tktB*, which are involved in the response to different stresses, such as osmotic stress, oxidative stress, and stationary phase growth. The functions of the gene members of the RpoS iModulon, as well as their scattered genomic positions, indicate that the iModulon represents a broad cellular response to environmental stress (Supplementary Fig. S5A). The FlhDC-2 iModulon represents genes involved in flagellar assembly, enriched for the regulon of the master regulator FlhDC. A majority of the genes belonging to this iModulon can be found in two regions of the genome, and encode proteins forming structural parts of the flagella (Supplementary Fig. S5B). Highly weighted genes in the iModulon include *flgBDCE*, involved in the formation of the hook and rod of the flagella.

Considering the distinct functions of the RpoS and FlhDC-2 iModulons, it is expected that they have distinct gene members (Supplementary Fig. S5C). However, it is known that the regulators for which the iModulons are enriched for, RpoS and FlhDC, exert inhibitory effects on one another (Supplementary Fig. S5D)(6). The resultant effect can be observed through the negative correlation between the activities of the RpoS and FlhDC-2 iModulons, indicating a trade-off between motility and stress responses (Supplementary Fig. S5E). 

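Across the 8 condition means of the project analysed here, the list of 10 RpoS genes was also set against 8 FlhDC-2 genes (*flgBCDEF*, *fliF*, *fliG*, and *fliL*). Pearson's *r* was −0.60, which did not pass the threshold (exact permutation test, two-sided, p = 0.121, Benjamini-Hochberg adjusted p = 0.121 over 3 relations). Spearman's rho was −0.60 as well (exact permutation test, two-sided, p = 0.132, adjusted p = 0.132). Without paraquat and lithium acetate, the conditions farthest from the median of the RpoS list, *r* was −0.23. With total library size alone in place of TMM, *r* was −0.36 over all 8 conditions (adjusted p = 0.371 from the same exact permutation test). It was 0.20 with that scaling when paraquat and lithium acetate were left out. Each condition was also left out in turn, an alternative chosen after the data had been seen. Over the other 7 conditions *r* was −0.985 without the anaerobic samples, −0.30 without paraquat, and between −0.60 and −0.53 otherwise. Without anaerobic growth, paraquat, and lithium acetate it was −0.94 over 5 conditions. Within the run that holds M9 glucose *r* was −0.047 over 4 conditions, too few for a test. The FlhDC-2 list was low in the anaerobic samples, at 1.35 ± 0.73 (SD, n = 2) on the log_2_ CPM scale, where the RpoS list was 5.77 ± 0.08.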

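All 8 FlhDC-2 genes were lower with paraquat than in M9 glucose at an adjusted p-value under 0.05, with a median log_2_ fold change of −6.71 (adjusted p = 1.15e-05 from limma's fry over 14 list comparisons). Expression of *flgC* (b1074) fell from 446 ± 20.3 CPM (SD, n = 2) to 1.76 ± 0.177 CPM, a log_2_ fold change of −7.98 (standard error 0.37, adjusted p = 3.26e-09 from edgeR's quasi-likelihood test). The smallest change was in *fliL* (b1944), from 122 ± 30.4 to 3.96 ± 1.02 CPM (SD, n = 2). In the stationary-phase samples all 8 genes were lower too, with a median of −2.51 (adjusted p = 0.000874 from limma's fry). Both list results held under camera with its preset correlation and not with an estimated one, and both medians lay at the 0 percentile of 10000 random lists of the same size. The FlhDC-2 list was derived partly from these samples, so neither result is independent evidence.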

The activity phase plane shows that in conditions eliciting fear, such as paraquat treatment, the RpoS iModulon is upregulated and the FlhDC-2 iModulon is downregulated. In contrast, most samples grown in rich media exhibit a more greedy behaviour, with low RpoS iModulon activity and high FlhDC-2 iModulon activity.

The phase plane also reveals how motility and stress are fine-tuned based on nutrient availability in the environment. With the use of poor nutrient sources such as amino acids (ex: asparagine and glycine) for carbon or nitrogen sources, the bacterium exhibits a fearful response; the RpoS iModulon is upregulated, while the FlhDC-2 iModulon is downregulated. On the other hand, supplementation of these amino acids results in a greedy response; the FlhDC-2 iModulon is upregulated whereas the RpoS iModulon is downregulated. A similar trend can be observed in the presence of complex sugars such as glucose-6-phosphate. However, the motility of the bacterium appears to depend on the concentration of glucose-6-phosphate present in the media; while supplementation at low concentrations (2 mM) upregulates motility as expected, higher concentrations (10 mM) downregulate motility. This may be due to the abundance of more favourable nutrients in the media, thereby reducing the need for foraging.

Hence, this case study highlights that the iModulons extracted from PRECISE-MG1655 represent clear biological signals in the *E. coli* MG1655 transcriptome. Overall, the analysis of these iModulons facilitates rapid characterization of the TRN.

## S5. Precision and recall calculations on iModulonDB

Precision and recall values for the iModulons extracted from the PRECISE-MG1655 dataset were calculated through the expanded regulatory enrichment method described by Lamoureux et al.(1), which considers evidence levels for regulatory interactions before determining regulon gene membership. These values can be found in the iModulon table (Supplementary Table S6), on the PRECISE-MG1655 main dataset page on iModulonDB, and the iModulon summary box on each iModulon page of iModulonDB.

The calculations performed in the “Regulon Overlap” section on each iModulon page of iModulonDB do not utilize evidence levels for regulatory interactions. Rather, they consider all genes regulated by a certain regulator as part of the regulon of that regulator, regardless of evidence levels. For the purpose of consistency across the website, regulon gene membership in the “Regulon Overlap” section of PRECISE-MG1655 iModulons was also calculated in the same manner. Hence, the values present in this section may differ from the values provided in the iModulon table.

## S6. Rows of the A matrix: activity ranges of iModulons

To quantify the zero-activity state of an iModulon, we calculated a mean weighted  $\log_2$ [TPM] value for each iModulon across all reference conditions. This was done by first determining the weighted  $\log_2$ [TPM] value for a single reference condition sample by summing the weighted expression of all genes in an iModulon, and subsequently averaging across all replicates for that reference condition. This value was determined for all conditions in the compendium used as a reference state while centering the  $\log_2$ [TPM] data, and then averaged to specify a single weighted  $\log_2$ [TPM] value for an iModulon across all reference states.

Functional categories such as motility were identified as variable across the baseline conditions, while others were less variable, as previously observed (Supplementary Fig. S9A)(1). The median range of activity around the referenced (i.e., zero) activity state for the 115 iModulons in PRECISE-MG1655 is 35.5, while the GlcNAc and RpoS iModulons display the highest (115.16) and lowest (20.16) activity ranges for non-technical iModulons, respectively. Additionally, the RpoS iModulon exhibits the highest level of upregulation and downregulation. Overall, iModulons linked to global regulators, such as the RpoS, Translation, and FliA iModulons, tend to have larger ranges of activities, whereas those involved in more specialized functions such as carbon metabolism (GlcNAc, Glycolate, and Maltose iModulons) have smaller ranges of activities.

## S7. Characterization of the UC-4 iModulon

The twelve genes in the UC-4 iModulon of PRECISE-MG1655 are spread across the genome, with eight genes having unknown functions (Supplementary Fig. S14A). However, this iModulon is likely a biological signal, considering the presence of a similar iModulon in PRECISE-1K. Additionally, several genes in this iModulon have previously been found to be responsive to the antibiotic colicin M, known to inhibit cell wall synthesis (Supplementary Fig. S14B)(7). In agreement with these findings, we observed that the iModulon is upregulated during treatment with malic acid, which is also known to cause cell envelope stress (Supplementary Fig. S14C)(8). Additionally, treatment with ampicillin, also targeting cell wall synthesis, was observed to upregulate the UC-4 iModulon at later time points. These findings indicate that the UC-4 iModulon is involved in the response to cell envelope stress. We can thus hypothesize that other supplements that upregulate the iModulon, such as  $\alpha$ -ketoglutarate, methyl  $\beta$ -D-galactoside, and excess cysteine, may trigger a cell envelope stress response in *E. coli* MG1655.

## S8. Unique genes in the Sugar Diacid iModulon of PRECISE-1K

The Sugar Diacid iModulon of PRECISE-1K contains nine shared genes and five unique genes in comparison to that of PRECISE-MG1655. While there does not appear to be a clear functional link between the set of shared and unique genes, the expression of the unique genes is notably more closely correlated to the shared genes in PRECISE-1K compared to that in PRECISE-MG1655 (Supplementary Fig. S16A-B). We plotted the expression of the Sugar Diacid iModulon genes against the activity of the Sugar Diacid iModulon in the PRECISE-1K dataset and found that the expression of the unique genes is strongly correlated with the activity of the Sugar Diacid iModulon in samples generated through the evolution of *E. coli* with m-tartrate. (project: “Enzyme Promiscuity”; Supplementary Fig. S16C-D)(9). This trend cannot be observed with the wild-type samples, thereby attributing the presence of the unique genes in the PRECISE-1K Sugar Diacid iModulon to evolution with m-tartrate.

## S9. PRECISE-MG1655 dataset expansion

In order to generate a more comprehensive iModulon structure using the PRECISE-MG1655 dataset, there is a need to increase iModulon gene coverage by expanding the size of the dataset. While several condition types remain unexplored due to costs of data generation and difficulty in accessing within a laboratory setting, we can use the PRECISE-MG1655 and PRECISE-1K knowledgebases to inform condition space design for future studies. While several differences between the iModulon structures obtained from the two datasets are due to the presence of non-wildtype samples in PRECISE-1K (ex: “ALE Effects” and “Genetic Alterations” categories), some differences can be attributed to features of the condition-space that are not associated with the strain type. For example, some non-wildtype samples in the PRECISE-1K dataset include the addition of supplements that are not present in the PRECISE-MG1655 dataset. For instance, the PRECISE-1K dataset contains evolved samples supplemented with xylose (project: “substrate-switching evolution”)(10). While the inclusion of these samples in the dataset contributed to the detection of non-wildtype regulatory signals by ICA, the supplementation of xylose in these samples resulted in the detection of the Xylose iModulon (containing *xylABEFGHR*; involved in xylose transport and catabolism). The *xyl* operon genes within the Xylose iModulon of PRECISE-1K are among the 2,920 genes that are not found within any iModulon of PRECISE-MG1655. Addition of a xylose supplementation condition to the PRECISE-MG1655 dataset will likely lead to the detection of a xylose transport and catabolism iModulon containing similar gene membership to that of the Xylose iModulon in PRECISE-1K. Similarly, such comparisons of the iModulon structures obtained from the two datasets will aid in the identification of other “easy to access” conditions that will address condition space design while increasing dataset size to improve iModulon gene coverage.

# References:

1. Lamoureux CR, Decker KT, Sastry AV, Rychel K, Gao Y, McConn JL, Zielinski DC, Palsson BO. 2022. A multi-scale transcriptional regulatory network knowledge base for *Escherichia coli*. *bioRxiv* <https://doi.org/10.1101/2021.04.08.439047>.
2. Li G-W, Burkhardt D, Gross C, Weissman JS. 2014. Quantifying Absolute Protein Synthesis Rates Reveals Principles Underlying Allocation of Cellular Resources. *Cell* 157:624–635.
3. Braun V, Rehn K. 1969. Chemical Characterization, Spatial Distribution and Function of a Lipoprotein (Murein-Lipoprotein) of the *E. coli* Cell Wall. *Eur J Biochem* 10:426–438.
4. Bae W, Jones PG, Inouye M. 1997. CspA, the major cold shock protein of *Escherichia coli*, negatively regulates its own gene expression. *J Bacteriol* 179:7081–7088.
5. Delaleau M, Figueroa-Bossi N, Do TD, Kerboriou P, Eveno E, Bossi L, Boudvillain M. 2024. Rho-dependent transcriptional switches regulate the bacterial response to cold shock. *Mol Cell* 84:3482-3496.e7.
6. Mika F, Hengge R. 2013. Small Regulatory RNAs in the Control of Motility and Biofilm Formation in *E. coli* and *Salmonella*. *Int J Mol Sci* 14:4560–4579.
7. Kamenšek S, Žgur-Bertok D. 2013. Global transcriptional responses to the bacteriocin colicin M in *Escherichia coli*. *BMC Microbiol* 13:42.
8. Ji Q-Y, Wang W, Yan H, Qu H, Liu Y, Qian Y, Gu R. 2023. The Effect of Different Organic Acids and Their Combination on the Cell Barrier and Biofilm of *Escherichia coli*. *16. Foods* 12:3011.
9. Guzmán GI, Sandberg TE, LaCroix RA, Nyerges Á, Papp H, Raad M de, King ZA, Hefner Y, Northen TR, Notebaart RA, Pál C, Palsson BO, Papp B, Feist AM. 2019. Enzyme promiscuity shapes adaptation to novel growth substrates. *Mol Syst Biol* <https://doi.org/10.15252/msb.20188462>.
10. Sandberg TE, Lloyd CJ, Palsson BO, Feist AM. 2017. Laboratory Evolution to Alternating Substrate Environments Yields Distinct Phenotypic and Genetic Adaptive Strategies. *Appl Environ Microbiol*

83:e00410-17.

How the deposited data were processed for this re-analysis (not part of the article)

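RNA from wild-type *E. coli* K-12 MG1655 was sequenced in 16 samples, 2 replicates of each of 8 conditions: M9 glucose, sorbitol with arginine, acetate, stationary phase, TB medium, anaerobic growth, lithium acetate, and paraquat. The deposited counts are the number of reads that the authors counted on each gene, without normalization. According to the paper's methods, the authors trimmed the reads with Trim Galore, checked them with FastQC and MultiQC, aligned them with Bowtie, inferred the read direction with RSeQC, and counted them with featureCounts. The paper's text does not name the versions or the strand setting. The paper also discarded samples with few reads or a low correlation between replicates, and the 16 samples are in Supplementary Table S1, which it gives for the compendium after those steps. It worked on log_2_[TPM] normalized to a reference condition of each project, a step that the counts do not include.

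The table holds 4305 genes by locus tag, and all of its sample columns were used. All genes were matched to the ASM584v2 annotation for symbols, positions, and lengths. No genome sequence was at hand, so the GC content of genes was not used. TPM was computed from the counts and gene lengths. Correlations between samples, the principal components, and expression levels used log_2_[TPM + 1], with pseudocounts of 0.1 and 10, log_2_[CPM + 1], ranks, and a filter of at least 10 counts in every sample as alternatives.

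Each of 7 conditions was compared with M9 glucose with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by condition, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), in a fit to all 16 samples. The filter kept 4140 genes. The common biological coefficient of variation was 0.226, with 8 residual degrees of freedom and 4.58 prior degrees of freedom. Fitted fold changes used a prior count of 2. Genes with at most 3 counts in both samples of a condition are given as bounds.

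Genes were named by a rule set beforehand: every gene the paper names at a claim, and for each comparison the 3 highest and 3 lowest log_2_ fold changes among genes past the threshold with a mean of at least 50 counts over the 4 samples and both replicates beyond both M9 glucose samples. Lists of genes were taken from the paper's text and figures for the ArcA-1, ArcA-2, Fnr-1, Fnr-2, N Reduction, RpoS, FlhDC-2, and SoxS iModulons, with the ribosomal protein genes for the Translation iModulon. Lists for the FDH-N/NRA, FliA, and UC-3 iModulons and the *napDF* genes were also taken from the paper. Lists of heat shock, zinc, copper, and iron uptake genes were written after the table of all genes had been seen. A list was summarised by its median log_2_ fold change and tested with fry of limma 3.58.1, adjusted over 14 list comparisons set beforehand. Each median was also set against 10000 random lists of the same size, matched on mean expression. The iModulon lists are not independent of the 16 samples, which are part of the compendium that gave the iModulons.

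Alternatives were RLE normalization, total library size only, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, the 8 samples of the run that holds M9 glucose, the 4 samples compared only, DESeq2 1.42.0, a log_2_ fold change of at least 1, camera with preset and estimated correlations, and each replicate left out in turn. Relations between lists were tested over the 8 condition means by exact permutation (40320 permutations). The share of variance between conditions was tested with 100000 permutations. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.

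The total count per sample lay between 1674838 and 15309788, with a median of 7632920, and the anaerobic samples had the fewest. The comparison was tested on simulated data in which 200 genes were changed by a fixed factor, as many up as down. edgeR recovered 158 of 197 changed genes among 3985 tested, with 4 false calls. Among changed genes with at least 20 counts it recovered 125 of 128. DESeq2 recovered 154, with 16 false calls. The simulation does not test comparisons in which far more genes change, such as the anaerobic one with 2764 genes called.

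iModulon activities were not computed, since the matrices at hand were not complete. Claims about strains, antibiotics, and projects other than this one were left out, since the counts do not cover them.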

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

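The tests of libraries exchanged between conditions, of handling, of a general shortage of metals, of the batch of medium, of the run of the paraquat samples, and all tests of the iron genes were chosen only after the result was seen, as were the lists of heat shock, zinc, and iron uptake genes. The other choices, apart from those named as later, were made before the data were examined. Each condition has 2 samples, too few to test single samples as outliers or to count other splits of the samples.

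A signal in genes that the paper does not discuss appeared in the anaerobic samples. All 18 heat shock genes were higher than in M9 glucose, with a median log_2_ fold change of 3.33 and a range from 1.49 to 13.47. They took 26.6% and 26.9% of the counts in the anaerobic samples and between 0.632% and 2.67% in the other samples. The most abundant gene of both anaerobic samples was *clpB*, with 7.99% and 8.42% of the counts. Several technical explanations were argued against. With all libraries thinned to the lowest depth the median was 3.56, so lower depth of the anaerobic libraries does not account for it. Scaling by a few very abundant genes does not either, since the median was 2.16 with total library size only (adjusted p = 2.8e-08 from limma's fry). The median was 3.57 after the gene length trend was taken off and 3.17 among the 8 samples of the sequencing run shared with M9 glucose. Libraries exchanged with another condition are argued against by the ArcA-2 list, which was lowest in these samples, at −5.02 beside −3.05 in the next comparison. The lack of oxygen and the handling of the cultures, such as a change of temperature at harvest, cannot be told apart, because only 1 condition in the series lacked oxygen. Either may have raised these genes. The other differences between the anaerobic samples and M9 glucose carry the same limit.

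Another signal outside the genes the paper discusses was in zinc genes (*zinT*, *znuABC*, *ykgM*, *ykgO*, and *pliG*). All 7 were higher with lithium acetate, with a median of 5.87, and all 7 were higher with paraquat, with a median of 4.93. In the other comparisons the median lay between −0.88 and 0.43. With lithium acetate, the sequencing run is argued against by a median of 5.81 among the 8 samples of the run shared with M9 glucose, and scaling by 5.93 with total library size only. A general shortage of metals stays open, since in the same samples the iron list was at 3.00 and the copper list at −3.95, and the labels give no concentrations of these metals. The added compound rather than the batch of medium may be the source, but these cannot be told apart, since lithium acetate was in 1 condition only. With paraquat, scaling is argued against by a median of 5.11. The sequencing run stays open, since 0 other conditions were in the run of the paraquat samples. A general shortage of metals stays open there too, with the iron list at 1.47 and the copper list at −3.43.

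Iron uptake genes, which the paper does not discuss for these samples, were higher with lithium acetate (17 of 19 genes, median 3.00) and in sorbitol with arginine (15 of 19 genes, median 2.47). With paraquat 13 of 19 were higher and 0 lower, with a median of 1.47 that stayed between 1.27 and 1.65 in the other tested fits. For lithium acetate and sorbitol with arginine several explanations were tested. The sequencing run is argued against by medians of 2.93 and 2.35 among the 8 samples of one run, and scaling by 3.05 and 2.40 with total library size only. One outlying M9 glucose library is argued against as well, since without either of them the medians of both conditions lay between 2.19 and 3.33. Less iron in the medium of these cultures could be the source, and it stays open because the labels give an iron concentration for 0 conditions. In sorbitol with arginine the list did not pass when only the 4 samples compared were fitted (2.37, adjusted p = 0.106 from limma's fry). GC content was not examined for any of these lists, since no genome sequence was at hand.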

How the results depend on the processing

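Alternatives for the heat shock, zinc, copper, and iron lists, for the lithium acetate lists, with the *cyo* genes under ArcA-1, without either TB replicate, without each condition in turn, and for the iron list with paraquat were chosen after the data had been seen. Of 348 values of 38 main results under other settings, 284 kept their direction and side of the threshold or stayed within the replicate spread, 25 no longer passed the threshold, 38 moved, and 1 reversed. Of 924 values of 185 named genes, 894 were the same, 11 no longer passed, 11 newly passed, and 8 reversed. Genes newly past the threshold with the 4 samples compared only include *osmY* (0.62), *aceE* (0.40), and *aceF* (0.38) in stationary phase. Where no cause is given for a change below, the cause was not tested.

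Counts of genes past the threshold stayed within 1.5 times for anaerobic growth, paraquat, and TB medium under every alternative. With a log_2_ fold change of at least 1 required, which by construction leaves fewer genes, the counts were 1020 in stationary phase, 784 in acetate, 595 in sorbitol with arginine, and 629 with lithium acetate. With at least 10 counts in every sample, which leaves 2465 genes to test, 843 genes passed in acetate. With the 4 samples compared only, 1601 passed in sorbitol with arginine and 637 with lithium acetate.

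The reversed list result was ArcA-1 in the anaerobic samples. With at least 10 counts in every sample it was 1.00, because 1 gene of 9 was left. The same filter left no FlhDC-2 or *napDF* gene, so those lists gave no value, and it took ArcA-2 in stationary phase to −2.62 (adjusted p = 0.132 from limma's fry). The low depth of the anaerobic samples limits what this filter can test. With the *cyo* genes counted under ArcA-1, which leaves 5 ArcA-2 genes, ArcA-2 in stationary phase was −0.25 and did not pass (adjusted p = 0.180 from limma's fry). The other ArcA results kept their direction and stayed past the threshold.

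With total library size only, results no longer past the threshold were ArcA-2 in stationary phase (−2.94), and Fnr-1 (0.27) and N Reduction (0.74) in the anaerobic samples. The correlation of the RpoS and ribosomal protein lists was −0.61 and no longer passed. That of the RpoS and FlhDC-2 lists, which did not pass with TMM either, was −0.36. Named genes that reversed in the anaerobic samples were *ydjY* (−0.15), *ydjX* (−0.66), *napH* (−0.24), *napG* (−0.32), *ubiU* (−0.61), *phoH* (−0.92), and *napD* (−1.10), and *napD* also with the 4 samples compared only (−0.023). With the 4 samples compared only, Fnr-1 in the anaerobic samples (1.35), iron genes in sorbitol with arginine (2.37), and with lithium acetate the ribosomal protein list (−0.70) and FlhDC-2 (−2.51) did not pass. With the replicate number as a block, ArcA-2 in stationary phase was −3.12 with an adjusted p of 0.0519 from limma's fry, where its alternatives ranged from 0.00133 to 0.515. The differences between replicates were not shared between conditions, with *r* from −0.357 to 0.150 over 28 pairs of conditions and 1 pair above 0.1.

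camera leaves the median as it is. With its preset correlation, ArcA-1 (−3.60), Fnr-1 (1.43), and N Reduction (1.91) in the anaerobic samples did not pass. With an estimated correlation these 3 did not pass either, nor did ArcA-2 (−5.02) and Fnr-2 (3.10) in the anaerobic samples, ArcA-1 (−2.38), ArcA-2 (−3.05), RpoS (2.04), and FlhDC-2 (−2.51) in stationary phase, or RpoS (3.86) and FlhDC-2 (−6.71) with paraquat. The ribosomal protein and SoxS lists passed under both.

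With DESeq2, values moved by more than the replicate spread for ArcA-2 (−3.11), RpoS (1.99), and ribosomal protein genes (−1.74) in stationary phase, for RpoS (3.76) and ribosomal protein genes (−3.03) with paraquat, and for copper genes with lithium acetate (−4.04). The mean over the list in place of the median moved ArcA-2 to −4.63 without oxygen and −2.35 in stationary phase, RpoS to 1.77 in stationary phase and 3.95 with paraquat, ribosomal protein genes to −1.61 and −2.86, and SoxS to 4.36. With each condition left out in turn, the correlation of the RpoS and FlhDC-2 lists was −0.985 without the anaerobic samples, −0.30 without paraquat, −0.53 without acetate, −0.56 without sorbitol with arginine, −0.57 without TB medium, −0.58 without M9 glucose, and −0.60 without stationary phase or without lithium acetate. Without anaerobic growth, paraquat, and lithium acetate it was −0.94. The anaerobic samples, low in both lists, thus hold the correlation over all conditions near −0.60. For the RpoS and ribosomal protein lists it moved to −0.65 without paraquat. Over the 4 conditions of one run, the correlation was −0.047 for RpoS with FlhDC-2 and 0.96 for the ArcA lists. The replicate correlation was 0.960 with a pseudocount of 0.1 and 0.990 with a pseudocount of 10. The mean correlation of stationary phase was 0.844 on the CPM scale, 0.830 and 0.816 with pseudocounts of 0.1 and 10, and 0.774 with at least 10 counts.

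Leaving out 1 replicate leaves a condition with 1 sample, so values are given without a test, as ranges over 4 fits for each list. In the anaerobic samples the ranges were −6.96 to −2.72 for ArcA-1, −5.42 to −4.87 for ArcA-2, 0.99 to 2.09 for Fnr-1, 2.61 to 3.92 for Fnr-2, 1.26 to 2.37 for N Reduction, and 3.07 to 3.40 for the heat shock genes. The second anaerobic replicate moved 2 of these by over 1.5 times: without it ArcA-1 was −6.96 and N Reduction 1.26. In stationary phase they were −2.66 to −1.95 for ArcA-1, −3.12 to −2.96 for ArcA-2, 1.83 to 2.09 for RpoS, −1.70 to −1.65 for ribosomal protein genes, and −2.57 to −2.39 for FlhDC-2. With paraquat they were 3.73 to 4.00 for RpoS, −2.97 to −2.76 for ribosomal protein genes, −7.39 to −6.32 for FlhDC-2, 3.39 to 3.64 for SoxS, 4.92 to 4.94 for zinc genes, and 1.40 to 2.05 for iron genes. With lithium acetate they were 5.46 to 6.18 for zinc, −4.06 to −3.77 for copper, 2.69 to 3.33 for iron, 1.99 to 2.17 for RpoS, −0.86 to −0.45 for ribosomal protein genes, and −3.56 to −1.83 for FlhDC-2. In sorbitol with arginine they were −3.86 to −3.17 for copper and 1.70 to 2.85 for iron. The correlations ranged from −0.93 to −0.75 for RpoS with ribosomal protein genes, −0.61 to −0.57 for RpoS with FlhDC-2, and 0.69 to 0.89 for the ArcA lists. Over 16 fits the replicate correlation ranged from 0.977 to 0.982, the share between conditions from 94.8% to 95.7%, and the mean correlation of stationary phase from 0.829 to 0.847. Of 740 such values for named genes, 191 moved by more than the replicate spread.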

Differences from the paper's values

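The paper's median *r* between replicates is 0.99 for the whole compendium, and the value over the 8 replicate pairs analysed here was 0.979 (SD 0.00919). Of the alternatives set before the data were examined, a pseudocount of 10 (0.990), at least 10 counts in every sample (0.989), the CPM scale (0.984), and ranks (0.983) brought the value within the replicate SD of the paper's, and a pseudocount of 0.1 (0.960) did not.

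The paper's share of variance explained by the first 2 principal components is 28.5%, and the value over the 16 samples was 69.4%. Under the alternatives it ranged from 64.7% to 74.9%, and none of those set before the data were examined closed the gap. The share also depends on how many samples are analysed, which was not tested here. The paper required 180 components to explain 95% of the variance, and 7 were required here. A set of 16 samples has at most 15 components, so the number of samples alone rules out the paper's number and these counts are not comparable.

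The paper states that both ArcA iModulons are upregulated in stationary-phase samples. In the 2 stationary-phase samples analysed here, the ArcA-1 list had a median log_2_ fold change of −2.38 against M9 glucose and the ArcA-2 list −3.05. With the *cyo* genes counted under ArcA-1, an alternative chosen after the data had been seen, the medians were −2.71 and −0.25, the latter not past the threshold (adjusted p = 0.180 from limma's fry). The paper describes most stationary-phase samples as more weakly correlated with the rest. Here stationary phase had rank 5 of 8 conditions from the lowest, with a mean *r* of 0.835. This rests on 2 samples at an OD600 of 2.0, which the labels call late log phase, compared only within this project. The paper's statement covers the whole compendium, so the rank does not test it. The paper places the *cus* genes among genes with medium to high expression. In these samples their medians lay between the 15.0 and 26.9 percentiles of all genes. The paper's bounds for expression categories were not computed here, so these percentiles do not show whether the genes fall outside its medium category. The paper describes a negative correlation of the RpoS and FlhDC-2 iModulons. Between the lists *r* was −0.60 over 8 conditions, not past the threshold (exact permutation test, p = 0.121). Without the anaerobic samples, left out after the data had been seen, it was −0.985 over 7 conditions. The gene *osmY* of the RpoS iModulon did not pass in stationary phase (log_2_ fold change 0.66). With the 4 samples compared only, an alternative set before the data were examined, it did pass (0.62, adjusted p = 0.0022 from edgeR's quasi-likelihood test). In that setting the ArcA-2 genes *aceE* (0.40) and *aceF* (0.38) were higher in stationary phase.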

Other observations

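The test of Fnr in stationary phase and the test of low oxygen in M9 glucose were chosen only after the result was seen, and the list of copper genes was written after the table of all genes had been seen.

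The ArcA lists were lower in stationary phase than in M9 glucose, and low oxygen in the denser culture is a candidate explanation. The log_2_ fold changes of stationary phase and anaerobic growth, each against another M9 glucose library, had *r* = 0.41 across genes, beside 0.33 for paraquat, the next highest condition. Simulated unchanged groups gave −0.04 to 0.05. Against the same M9 glucose libraries *r* was 0.44, where unchanged groups gave a median of 0.32. Stationary phase had a higher *r* with paraquat, 0.51, so the similarity is not particular to anaerobic growth. Oxygen low enough to activate Fnr stays open. The Fnr-2 list was at 0.20 in stationary phase, beside 3.10 in the anaerobic samples, and N Reduction was at −1.19 with 5 of 9 genes lower. However, 3 of 8 Fnr-1 genes (median 0.48) and 4 of 8 FDH-N/NRA genes (median 2.04, or 1.94 with 1 gene at its bound) were higher. TB medium, in the same run as stationary phase, had ArcA-1 at −3.16 and ArcA-2 at −0.75, so the run stays open as well.

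With lithium acetate 9 of 10 RpoS genes were higher (median 2.22), 33 of 54 ribosomal protein genes lower (−0.65), and 8 of 8 FlhDC-2 genes lower (−2.45). A response shared with paraquat may be present: with separate M9 glucose libraries the fold changes of lithium acetate and paraquat had *r* = 0.62 across genes, beside 0.38 for sorbitol with arginine, the next highest. Simulated unchanged groups gave −0.06 to 0.05. Against the same libraries *r* was 0.68, where unchanged groups gave a median of 0.49. The lithium acetate replicates differed in FlhDC-2 means, at 6.48 and 4.76. Genes are not independent replicates.

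Copper genes were higher in M9 glucose than in several conditions. The median log_2_ fold change was −3.46 in sorbitol with arginine, −3.95 with lithium acetate, −3.43 with paraquat, −4.30 in TB medium, −3.38 without oxygen, −0.20 in acetate, and 1.19 in stationary phase. For sorbitol with arginine and lithium acetate, the sequencing run is argued against by −3.57 and −4.01 among the 8 samples of one run, and one outlying M9 glucose library by −3.40 and −3.99, the highest and lowest values without either. Lack of oxygen did not come with higher copper genes in the anaerobic samples (−3.38). That does not show that the M9 glucose cultures had enough oxygen. Against M9 glucose the Fnr-1 list was lower in sorbitol with arginine (−3.13), lithium acetate (−3.12), paraquat (−3.05), and acetate (−1.79). It was higher in TB medium (1.94), without oxygen (1.43), and in stationary phase (0.48). Low oxygen in the M9 glucose cultures thus stays open. No other biological explanation was tested.

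In TB medium the RpoS list was at −0.06 against M9 glucose, FlhDC-2 at −0.04, and ribosomal protein genes at 0.76 (40 of 54 higher). Fnr-1 was at 1.94, Fnr-2 at 3.19, N Reduction at 1.60, and FDH-N/NRA at 3.98. The *napDF* genes were at 3.38, ArcA-1 at −3.16, ArcA-2 at −0.75, and iron genes at −3.37 (18 of 19 lower). The TB replicates differed in several of these lists. Their median log_2_ CPM values were 9.93 and 5.86 for ArcA-2 (10.45 and 10.50 in M9 glucose), 7.33 and 3.78 for *napDF* (3.42 and 2.69), 7.64 and 5.58 for FDH-N/NRA (3.41 and 2.69), and 6.81 and 5.20 for N Reduction (5.30 and 4.25). They were 3.76 and 1.94 for iron genes (5.89 and 6.44), 7.15 and 5.49 for RpoS (6.99 and 6.94), and 2.91 and 1.86 for ArcA-1 (5.15 and 5.79). The size of the ArcA-2 and *napDF* values thus rests on 1 library each.

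Other lists were as follows. The FDH-N/NRA list was at 7.28 in the anaerobic samples and 2.04 in stationary phase (6.54 and 1.94 with the gene at the floor at its bound). The FliA list was at 2.16 in acetate and 1.54 in sorbitol with arginine, with 10 of 10 genes higher in each, and at −2.69 without oxygen. The FlhDC-2 list was at 1.52 in acetate, 1.43 in sorbitol with arginine, and −6.24 without oxygen (−5.85 with 3 genes at their bounds). The UC-3 list was at −3.84 without oxygen, −2.97 with paraquat, −1.94 in TB medium, and −1.42 in stationary phase. The *napDF* genes were at −0.66 without oxygen, and at −4.89 with lithium acetate and −4.17 with paraquat (−3.69 and −3.86 with the gene at the floor at its bound). In sorbitol with arginine the Fnr-1 list was at −3.13 and Fnr-2 at −1.24. ArcA-1 was at 3.36 in acetate and 2.23 with paraquat. The SoxS list was at 0.61 with lithium acetate and −1.35 without oxygen (−1.20 with 2 genes at their bounds).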
